# Single-cell and bulk transcriptional profiling of mouse ovaries reveals novel genes and pathways associated with DNA damage response in oocytes

**DOI:** 10.1016/j.ydbio.2024.09.007

**Published:** 2024-09-19

**Authors:** Monique Mills, Chihiro Emori, Parveen Kumar, Zachary Boucher, Joshy George, Ewelina Bolcun-Filas

**Keywords:** DNA damage response, CHEK2, Oocyte, Ovary, Single-cell transcriptomics

## Abstract

Immature oocytes enclosed in primordial follicles stored in female ovaries are under constant threat of DNA damage induced by endogenous and exogenous factors. Checkpoint kinase 2 (CHEK2) is a key mediator of the DNA damage response (DDR) in all cells. Genetic studies have shown that CHEK2 and its downstream targets, p53, and TAp63, regulate primordial follicle elimination in response to DNA damage. However, the mechanism leading to their demise is still poorly characterized. Single-cell and bulk RNA sequencing were used to determine the DDR in wild-type and *Chek2*-deficient ovaries. A low but oocyte-lethal dose of ionizing radiation induces ovarian DDR that is solely dependent on CHEK2. DNA damage activates multiple response pathways related to apoptosis, p53, interferon signaling, inflammation, cell adhesion, and intercellular communication. These pathways are differentially employed by different ovarian cell types, with oocytes disproportionately affected by radiation. Novel genes and pathways are induced by radiation specifically in oocytes, shedding light on their sensitivity to DNA damage, and implicating a coordinated response between oocytes and pregranulosa cells within the follicle. These findings provide a foundation for future studies on the specific mechanisms regulating oocyte survival in the context of aging, therapeutic and environmental genotoxic exposures.

## 1. Introduction

DNA damage response (DDR) is essential in cell and organ function. DNA damage triggers the DDR, a complex network of cellular pathways that detect, signal, repair the damage, and trigger apoptosis if damage is irreparable. However, the response mechanisms and cellular outcomes of DNA damage may differ depending on the cell type, including cell death, senescence, or terminal differentiation (Blanpain et al., 2011; Cinat et al., 2021; Fortini et al., 2013; Hoch, 2023). DNA damage encountered by cells via endogenous and exogenous mechanisms is also implicated in cellular and organ aging (d’Adda di Fagagna, 2008; Schumacher et al., 2021; Yousefzadeh et al., 2021). The ovaries are organs that naturally age early due to a lack of regenerative abilities, resulting in the cessation of estrogen production and menopause at the average age of 50–51 (te Velde and Pearson, 2002). Estrogen is produced by growing follicles recruited from the primordial follicle (PF) pool. Each female is born with a finite number of PFs, each containing an immature oocyte surrounded by somatic cells (primordial oocyte). As a woman ages, the PF reserve gradually diminishes, and the remaining PFs become more susceptible to DNA damage and other forms of cellular stress.

Endogenous DNA damage may arise during normal cellular activities such as replication and transcription or from reactive oxygen species (ROS) produced during normal metabolic processes. Exogenous DNA damage can be caused by environmental exposures such as ionizing radiation (IR), alkylating agents, heavy metals, and various chemicals. For ovaries, it has been shown that IR- and chemotherapy-induced DNA damage causes accelerated depletion of the ovarian follicle reserve (Nguyen et al., 2019; Spears et al., 2019). Multiple studies have highlighted the critical role of checkpoint kinase 2 (CHEK2) in establishing and maintaining the ovarian follicle reserve (Bolcun-Filas et al., 2014; Emori et al., 2023; Martínez-Marchal et al., 2020; Powers et al., 2020; Rinaldi et al., 2017). Moreover, *CHEK2* loss-of-function variants in humans correlate with females having a larger ovarian follicle reserve and later onset of menopause (Ruth et al., 2021; Ward et al., 2022). These indicate that CHEK2 signaling in the ovary regulates follicle survival during women’s reproductive life not only in response to genotoxic insults but also in response to endogenous sources of DNA damage. Improper repair of DNA damage can lead to mutations and genomic rearrangements. Therefore, cells have evolved a DDR and quality checkpoints that ensure DNA fidelity before cells can divide. DNA double-strand breaks (DSBs) are the most lethal type of DNA damage. Cells respond to DSBs by activating a multi-layered signaling cascade involving many proteins and processes, and CHEK2 is a key checkpoint kinase mediating DDR (Lanz et al., 2019). CHEK2 phosphorylates and activates TRP53 (henceforth p53), which in turn plays a critical role in coordinating DDR outcomes and cell fate decisions, such as cell cycle arrest or apoptosis. Cell cycle arrest allows more time to repair DSBs, after which cells can re-enter the cell cycle. If DNA damage persists unrepaired, p53 triggers apoptosis. In contrast to somatic cells, which rely mainly on p53 activity, oocytes express a related protein TRP63 (p63) (Livera et al., 2008; Suh et al., 2006). TA isoform of p63 (henceforth TAp63) expressed exclusively in oocytes in the ovary has been shown to trigger oocyte apoptosis after activation by CHEK2 in response to DNA damage (Bolcun-Filas et al., 2014; Emori et al., 2023; Tuppi et al., 2018). Animal studies show that the inactivation of CHEK2 or TAp63, but not p53, prevents apoptotic elimination of oocytes exposed to low doses of IR (0.2–0.5 Gy) (Bolcun-Filas et al., 2014; Kim et al., 2019; Livera et al., 2008; Suh et al., 2006). This indicates that for primordial oocytes the primary response to DSBs appears to be an imminent apoptotic elimination—even though continuous meiotic arrest (months in mice and decades in humans) could allow for efficient repair. However, our knowledge of DDR in primordial oocytes is still minimal compared to somatic cells or fully grown oocytes and is primarily based on the activities of the few aforementioned proteins (Carroll and Marangos, 2013; Gebel et al., 2020; Pailas et al., 2022).

To further our understanding of the mechanism regulating primordial oocyte survival or death in response to genotoxic insults, we conducted bulk and single-cell transcriptomic analysis of ovarian response to DNA damage in wild-type and CHEK2-deficient females. To model DNA damage, we employed IR, which is known to induce DSBs and apoptosis in primordial oocytes. We show that—in addition to apoptosis—DNA damage activates multiple response pathways in the ovary related to p53, interferon signaling, inflammation, cell adhesion, and intercellular communication. Our results indicate that different cell types within the ovary employ these pathways differently and that oocytes mount the strongest cellular response. We identified novel genes involved in oocyte-specific DDR that may participate in pro-survival response or contribute to primordial oocyte sensitivity to DNA damage. Considering the importance of DNA damage in the process of aging, exposure to chemicals, and genotoxic therapies, our findings could pave the way for treatment strategies aimed at delaying ovarian aging and mitigating the toxic side effects of anti-cancer treatments.

## 2. Results

### 2.1. Radiation-induced DNA damage in ovaries activates CHEK2-dependent signaling

A single dose of relatively low radiation (≤ 0.5 Gy) eradicates primordial oocytes in mice within a few days (Puy et al., 2021). One week after IR, no primordial oocytes were observed in ovaries, while larger oocytes in growing follicles were still present (Fig. 1A). The elimination of primordial oocytes is dependent on CHEK2 as abundant primordial oocytes are present in *Chek2*^−/−^ ovaries one week after radiation (Fig. 1B) (Bolcun-Filas et al., 2014). IR induces DNA DSBs, which were readily detectable in ovaries 6 h after IR; all oocytes stained positive for DNA damage marker γH2AX (Fig. 1C). IR-induced damage activated CHEK2 as evidenced by the positive staining for phosphorylated CHEK2 at threonine 68 (pCHEK2) (Ward et al., 2001) (Fig. 1D). Similar to γH2AX, pCHEK2 was predominantly activated in oocytes (Fig. 1D). This suggests that IR-induced damage triggers a different response in oocytes than in pregranulosa cells or other ovarian somatic cells. CHEK2 phosphorylates p53 in response to DSBs, which prevents p53 degradation by an MDM2-dependent mechanism (Shi and Gu, 2012). Because p53 seems dispensable for oocyte apoptosis, we next tested p53 activation by IR in ovaries. Phosphorylated p53 (S15) was detected in oocytes, pregranulosa cells, and other cell types in irradiated ovaries (Fig. 1E). TAp63 is a direct target of CHEK2 phosphorylation and the key proapoptotic factor in oocytes (Bolcun-Filas et al., 2014; Emori et al., 2023; Livera et al., 2008; Luan et al., 2022). Therefore, activation of p53 in oocytes after IR suggests that p53 may still play a role in the DDR and potentially regulates other cellular responses in oocytes. To summarize, IR exposure induces DNA DSBs in oocytes—and to a lesser extent in somatic cells—leading to activation of CHEK2-dependent signaling through TAp63 and p53. In the absence of CHEK2, TAp63, and p53 fail to induce apoptosis, resulting in primordial oocyte survival.

### 2.2. Transcriptional response to radiation-induced DNA damage in ovaries is CHEK2 dependent

In addition to p53 and TAp63, CHEK2 also phosphorylates and activates other targets, including CDC25, NEK6, FOXM1, BRCA1, and BRCA2 during DDR (Chehab et al., 2000; Hirao et al., 2000; van Jaarsveld et al., 2020; Zannini et al., 2014). To identify proteins involved in the ovarian DDR signaling downstream of CHEK2, we performed transcriptional profiling of ovaries exposed to an oocyte-lethal dose of IR in wild-type and CHEK2-deficient females. We used juvenile ovaries for analysis because they are enriched for primordial oocytes that are extremely sensitive to DNA damage. Most primordial oocytes are depleted within 24 h after IR (Stringer et al., 2020). At 6 h post-IR, primordial oocytes positive for DDR markers remained in the ovary, suggesting active and ongoing response (Fig. 1C). We hypothesized that analysis of differentially expressed genes in wild-type (radiation sensitive) and *Chek2*^−/−^ ovaries (radiation resistant) would identify Radiation-Responsive Genes (RRGs) and signaling pathways downstream of CHEK2; those most likely contributing to primordial oocyte elimination (Fig. 2A). RRGs differentially expressed in both wild-type and *Chek2*^−/−^ ovaries will represent CHEK2-independent response pathways, which we consider less likely to contribute to primordial oocyte elimination. We exposed one-week-old wild-type and *Chek2*^−/−^ females to 0.5 Gy IR or sham treatment (N = 6 for each group) and collected ovaries 6 h post-IR for RNA extraction and subsequent bulk RNA sequencing. 

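Libraries of mRNA from paired ovaries were made for 4 groups, non-irradiated and irradiated wild-type and *Chek2*-/-, with 6 libraries per group and 24 in all. The authors quantified 100 bp paired-end reads with Salmon against an Ensembl transcriptome and deposited estimated counts per gene, without scaling between libraries, for 44674 genes. Total counts per library were 19768533 to 32605519 (median 23697628) in non-irradiated and 17824920 to 28535592 (median 22620937) in irradiated wild-type ovaries. In *Chek2*-/- ovaries they were 25600866 to 28398492 (median 26440318) without and 26390845 to 28610606 (median 27698874) with irradiation. At this depth 3 counts in 1 library corresponded to 0.0931 to 0.168 counts scaled to library size (CPM). Counts were rounded, genes with fewer than 10 counts over all libraries were left out, and the remaining 26790 genes were normalized by TMM and fitted together in edgeR with 1 coefficient per group. Each change was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes past the threshold had an adjusted p of at most 0.05 and a change of at least 2-fold. CPM values are given as mean ± SD of 6 libraries. *Chek2* (ENSMUSG00000029521) was at 22.4 ± 1.66 CPM in non-irradiated and 21.1 ± 1.98 CPM in irradiated wild-type ovaries. In *Chek2*-/- ovaries it was at 3.75 CPM without and 3.96 CPM with irradiation, a log2 fold change between the non-irradiated groups of −2.58 (SE 0.10, edgeR adjusted p = 7.46e-15), lower in 6 of 6 libraries. Irradiation left *Chek2* within the spread of the wild-type libraries (log2 fold change −0.09, edgeR adjusted p = 0.85).

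**Figure D1:**
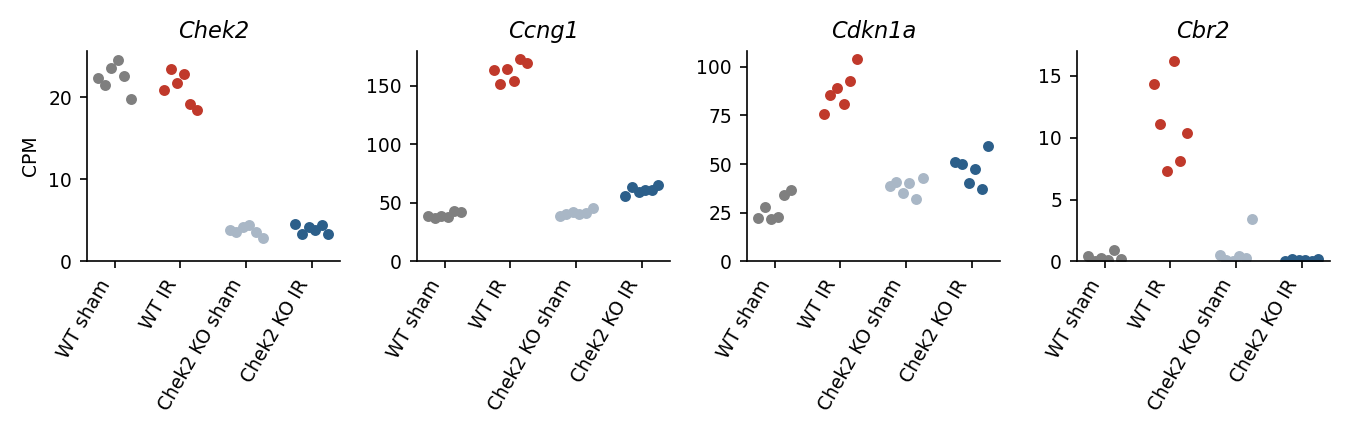
CPM of *Chek2*, *Ccng1*, *Cdkn1a* and *Cbr2* in each of the 24 bulk libraries by group, 1 point per library (sham stands for non-irradiated). *Chek2* lies near 22.4 CPM in non-irradiated wild-type ovaries and near 3.75 CPM in *Chek2*-/- ovaries.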

Differential gene expression analysis in wild-type ovaries identified 83 RRGs with ≥ 2-fold change in expression and FDR ≤ 0.05 (Supplementary Data 1). 

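Of the 26790 genes tested, 288 were past the threshold in irradiated against non-irradiated wild-type ovaries, with 6 libraries in each group. Without a minimum fold change 646 genes had an adjusted p of at most 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 3059 had an unadjusted p under 0.05. DESeq2 placed 296 genes past the same threshold and limma-voom 303. The alternative set beforehand that moved the count most was the omission of the minimum fold change, and among those that kept both criteria it was a stricter low-count filter (edgeR's filterByExpr), with 227 genes. With each library left out in turn the count lay between 241 and 327. Of the 83 genes in Table S1, 82 could be matched to the deposited table by symbol, and 78 of these were among the 288. All 82 had an adjusted p of at most 0.05 when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The median log2 fold change of the 82 genes, signed in their listed direction, was 3.23, and the smallest was 1.33.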

77 genes were upregulated and 6 downregulated (Fig. 2B, C; Table S1). 

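Among the 288 genes, 230 had higher and 58 lower expression in irradiated wild-type ovaries. Without the minimum fold change these numbers were 409 and 237. The 5 genes with the smallest adjusted p (edgeR) whose irradiated and non-irradiated libraries did not overlap were *Ccng1*, *Ano3*, *Mdm2*, *Eda2r* and *Exoc4*, and all 5 rose in 6 of 6 libraries. *Ano3* (ENSMUSG00000074968) went from 0.109 CPM to 5.55 CPM, a log2 fold change of 5.56 (SE 0.22, adjusted p = 1.19e-14). *Exoc4* (ENSMUSG00000029763), a subunit of the exocyst, had a smaller log2 fold change of 1.38 (adjusted p = 2.89e-13).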

70 RRGs were protein coding genes, 7 were lncRNAs, and 6 were unclassified or pseudogenes. 

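In irradiated against non-irradiated *Chek2*-/- ovaries (6 libraries each), 1 of the 26790 genes was past the threshold of the edgeR test, and 1180 had an unadjusted p under 0.05. DESeq2 placed 9 genes past the threshold and limma-voom 1. The gene was *Ano3*, at 0.0867 CPM without and 0.331 CPM with irradiation, a log2 fold change of 1.87 (SE 0.25, edgeR adjusted p = 0.00578), higher in 6 of 6 libraries. Its adjusted p was 0.0396 in DESeq2 and 0.0369 in limma-voom, and it rose above 0.05 in edgeR without non-irradiated replicate 3 (0.0576) or irradiated replicate 4 (0.118). Without a minimum fold change *Ccng1*, *Eda2r* and *Ano3* had an edgeR adjusted p of at most 0.05. The count lay between 0 and 2 with each library left out in turn. *Gm37385* (ENSMUSG00000102839), which Table S1 lists for *Chek2*-/- ovaries, had counts in only 3 of the 24 libraries, 2 of irradiated wild-type and 1 of irradiated *Chek2*-/- ovaries, with 278, 217 and 227 counts. Its edgeR adjusted p was 1 and its DESeq2 adjusted p 0.000167, each from the 1 *Chek2*-/- library that holds counts. *Gm43520* (ENSMUSG00000106128) had counts in 2 of the 6 non-irradiated and in 0 of the 6 irradiated *Chek2*-/- libraries (edgeR adjusted p = 0.896, DESeq2 adjusted p = 8.83e-07).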

Surprisingly, overall global gene expression was not significantly altered by IR in *Chek2*^−/−^ ovaries (Fig. 2B, C), and only 3 genes showed a significant change (≥ 2-fold change and FDR ≤ 0.05) (Table S1; Supplementary Data 1). Two of them are unclassified genes, while *Padi6*, a known component of cytoplasmic lattices in growing oocytes, has not been linked to DDR. 

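*Padi6* (ENSMUSG00000040935) had a log2 fold change of 0.05 (SE 0.10, edgeR adjusted p = 1) in irradiated against non-irradiated *Chek2*-/- ovaries. In 2 of the 6 irradiated libraries it was above all non-irradiated ones, and 1 non-irradiated library (replicate 6, 1522 CPM) was below the others, which had 2094 to 2393 CPM. In wild-type ovaries its log2 fold change was −0.04 (SE 0.10, edgeR adjusted p = 0.965). *Padi1* (ENSMUSG00000025329), the member of the same family listed in Table S1, was at 12.7 ± 17.4 CPM without and 0.126 ± 0.0565 CPM with irradiation in *Chek2*-/- ovaries. Its log2 fold change was −6.59 (SE 1.61), with an adjusted p of 0.502 in edgeR, 0.00023 in DESeq2 and 1 in limma-voom. The same gene varied between libraries of 1 group in wild-type ovaries as well, at 2.6 ± 4.27 CPM without and 16.5 ± 21.9 CPM with irradiation. Across the 24 libraries it followed the mean of genes of oviduct and uterine epithelium (Pearson r = 0.85, Spearman rho = 0.83, permutation p = 1e-05 for both, the smallest that 100000 permutations can give; r = 0.78 without the outermost 2 libraries). Gene by gene r was 0.64 to 0.71 for *Ovgp1*, *Sprr2f* and *Foxa2* and −0.24 to 0.44 for the other 7.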

Many RRGs were previously reported to participate in the p53 signaling pathway, apoptosis, or cell cycle (*Bbc3*, *Ccng1*, *Cdkn1a* (*p21*), *Trp73*, *Mdm2*, *Pmaip1, Tp53inp1, Lhx3, Eda2r, Nox1)* and were upregulated in response to IR in a CHEK2 dependent manner (Fig. 2D, E). These results confirm that CHEK2 is the major regulator of ovarian response to an oocyte-lethal dose of IR. In addition to known cell cycle arrest and proapoptotic genes, we detected CHEK2-dependent upregulation of genes with unknown roles in the ovary such as *Cbr2* (Carbonyl reductase 2; LogFC = 5.07; FDR = 2.91E-05), *Dcxr* (Dicarbonyl and L-xylulose reductase; LogFC = 1.5; FDR = 0.003), *Ankrd65* (Ankyrin repeat domain 65; LogFC = 6.7; FDR = 1.22E-18), *Fermt1* (LogFC = 4.5; FDR = 9.82E-06) and *Fermt3* (LogFC = 3.6; FDR = 4.15E-10) (Fig. 2D, E and Table S1). These results indicate that IR leads to CHEK2-dependent upregulation of known and novel genes in the ovary, which may play a role in DDR and regulation of primordial oocyte survival.

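*Bbc3* (ENSMUSG00000002083) rose from 5.92 ± 1.16 to 22 ± 3.28 CPM in wild-type ovaries (SD, 6 libraries each), a log2 fold change of 1.89 (SE 0.12, edgeR adjusted p = 7.04e-11). In *Chek2*-/- ovaries its log2 fold change was 0.45 (edgeR adjusted p = 0.516), and the difference between the genotypes, tested as the interaction term, was 1.44 (edgeR adjusted p = 8.07e-06). *Ccng1* (ENSMUSG00000020326) rose from 39.7 ± 2.52 to 162 ± 8.33 CPM in wild-type and from 41.5 ± 2.17 to 61.1 ± 3.3 CPM in *Chek2*-/- ovaries, in 6 of 6 libraries of both. The log2 fold changes of *Ccng1* were 2.03 (SE 0.05, edgeR adjusted p = 2.61e-19) and 0.56 (edgeR adjusted p = 6.81e-07), with an interaction of 1.47 (edgeR adjusted p = 8.12e-13). *Cdkn1a* (ENSMUSG00000023067) rose from 27.6 ± 6.44 to 87.9 ± 9.9 CPM in wild-type ovaries, by 1.67 on the log2 scale (SE 0.13, edgeR adjusted p = 2.48e-09). It was at 38.3 ± 4.14 and 47.5 ± 7.81 CPM in *Chek2*-/- ovaries, a log2 fold change of 0.31 (edgeR adjusted p = 0.999) that differed from the wild-type one by 1.36 (edgeR adjusted p = 5.37e-05). For *Mdm2* (ENSMUSG00000020184), at 80.8 ± 2.87 and 204 ± 18.5 CPM in wild-type ovaries, the log2 fold change was 1.33 (SE 0.05) and the interaction 1.31 (edgeR adjusted p = 4.11e-11). *Pmaip1* (ENSMUSG00000024521) had a wild-type log2 fold change of 2.68 (SE 0.19) and an interaction of 2.50 (edgeR adjusted p = 2.01e-06). *Trp53inp1* (ENSMUSG00000028211) had 1.23 (SE 0.09) and an interaction of 1.04 (edgeR adjusted p = 2.7e-05). *Eda2r* (ENSMUSG00000034457) rose by 1.78 (SE 0.08) in wild-type and by 0.53 in *Chek2*-/- ovaries (edgeR adjusted p = 0.00426), with an interaction of 1.25 (edgeR adjusted p = 9.38e-08). *Lhx3* (ENSMUSG00000026934) had 0 counts in all 6 non-irradiated wild-type libraries and 1.64 ± 0.587 CPM after irradiation, at least 81.8-fold higher over a floor of 3 counts in the group of 6 libraries (edgeR adjusted p = 4.37e-08). Its interaction had an adjusted p of 0.0953 in edgeR, 5.9e-05 in DESeq2 and 5.2e-06 in limma-voom. *Nox1* (ENSMUSG00000031257) went from 1.97 ± 0.482 to 0.319 ± 0.122 CPM in wild-type ovaries, a log2 fold change of −2.59 (SE 0.27, edgeR adjusted p = 3.7e-07), lower in 6 of 6 libraries, with an interaction of −2.55 (edgeR adjusted p = 9.16e-05).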

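The 82 matched ovary-RRGs had a median log2 fold change, signed in their listed direction, of 0.09 in *Chek2*-/- ovaries, and of 0.08 with genes absent from a group set to their bound over the floor. 51 of the 82 moved in the listed direction there. In *Chek2*-/- ovaries 3 had an adjusted p of at most 0.05 over all genes tested, and 7 when adjusted over the list alone, of which 6 moved in the listed direction. The 7 were *Ccng1*, *Eda2r*, *Ano3*, *Exoc4*, *Bbc3*, *Inka2* and *Cbr2*. The interaction between genotype and irradiation had a signed median of 2.99 over the list, and 66 of the 82 genes had an adjusted p of at most 0.05 over all genes tested and 77 when adjusted over the list alone. On log-CPM values of each library against the mean of its genotype's non-irradiated libraries, the list's median was 2.45 to 3.24 in the 6 irradiated wild-type libraries and −0.03 to 0.14 in the 6 irradiated *Chek2*-/- libraries. As a set the list rose by a median of 0.07 in *Chek2*-/- ovaries (camera p = 0.000115, fry p = 0.0975, neither an exact test), a call of camera that fry did not make, and the median was 0.02 to 0.10 with each library left out in turn. For the difference between genotypes both made the call (median 2.69, camera p = 1.65e-210, fry p = 2.03e-16, again not exact tests). The list was chosen on the wild-type libraries, which enter this difference, so its interaction values are not independent evidence. Among the 59 ovary-RRGs with at least 2 CPM in irradiated wild-type ovaries, the change in *Chek2*-/- ovaries was a median of 1.13% of the wild-type change. It was 17.9% for *Eda2r*, 16% for *Ccng1*, 15.3% for *Cdkn1a*, 1.01% for *Mdm2* and 0.186% for *Trp73*. Of all 26790 genes tested, 167 were past the threshold for the interaction (132 positive, 35 negative), 66 of them from the list. Of the 288 genes past it in wild-type ovaries, 138 had an interaction with an adjusted p of at most 0.05. The 5 with the smallest edgeR adjusted p for the interaction were *Ccng1*, *Mdm2*, *Plch2*, *2810029C07Rik* and *Ifitm10*. From the response of known p53 pathway, apoptosis and cell cycle genes, which it describes as CHEK2 dependent, and from the few genes altered in *Chek2*-/- ovaries, the paper concludes that CHEK2 is the major regulator of the ovarian response to a dose that kills oocytes.

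**Figure D2:**
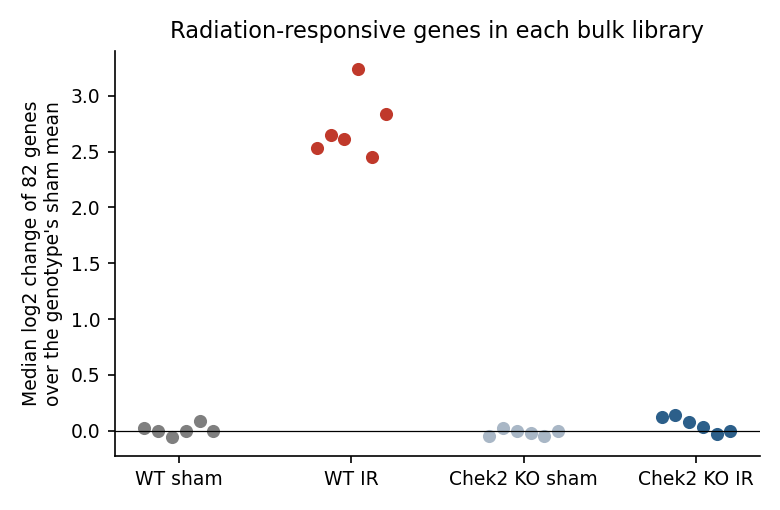
Median log2 change of the 82 matched ovary-RRGs in each of the 24 bulk libraries against the mean of the non-irradiated libraries of the same genotype, 1 point per library. Irradiated wild-type libraries lie between 2.45 and 3.24 and irradiated *Chek2*-/- libraries between −0.03 and 0.14.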

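*Cbr2* (ENSMUSG00000025150) was at 0.335 ± 0.338 CPM in non-irradiated and 11.2 ± 3.48 CPM in irradiated wild-type ovaries, a log2 fold change of 5.01 (SE 0.69, edgeR adjusted p = 3.25e-05), higher in 6 of 6 libraries. In *Chek2*-/- ovaries it was at 0.822 ± 1.3 CPM without and 0.128 ± 0.08 CPM with irradiation, and the interaction was 7.66 (edgeR adjusted p = 7.49e-05). *Dcxr* (ENSMUSG00000039450) had a log2 fold change of 1.55 (SE 0.12, edgeR adjusted p = 4.16e-09) and ended at 16.9 ± 3.12 CPM, with an interaction of 1.65 (edgeR adjusted p = 2.01e-06). *Ankrd65* (ENSMUSG00000078487) went from 0.0505 to 4.91 ± 1.31 CPM, by 6.55 on the log2 scale (SE 0.46, edgeR adjusted p = 4.26e-10). In *Chek2*-/- ovaries it was at 0.012 and 0.0355 CPM, and the interaction of 5.30 had an adjusted p of 0.153 in edgeR, 0.00132 in DESeq2 and 0.000165 in limma-voom. *Fermt1* (ENSMUSG00000027356) rose from 0.796 ± 0.573 to 18.1 ± 3.71 CPM, a log2 fold change of 4.47 (SE 0.58, edgeR adjusted p = 1.41e-05), with an interaction of 5.65 (edgeR adjusted p = 0.000194). In non-irradiated *Chek2*-/- ovaries *Fermt1* was at 3.88 CPM in 1 library (replicate 6) and at 0.117 to 1.48 CPM in the others. *Fermt3* (ENSMUSG00000024965) rose to 26.4 ± 7.18 CPM, by 3.60 (SE 0.39, edgeR adjusted p = 7.42e-07), with an interaction of 3.01 (edgeR adjusted p = 0.00206). In irradiated *Chek2*-/- ovaries *Fermt3* was at 8.91 CPM in 1 library (replicate 2), which also held more counts of neutrophil genes, and at 1.24 to 2.24 CPM in the others.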

### 2.3. Radiation activates pathways related to apoptosis, interferon-mediated response, NF-κB signaling, and changes in apical junctions in the ovary

To further identify the cellular and molecular response to IR in ovaries, we conducted a functional enrichment analysis for RRGs. The significantly enriched terms for Biological Process and KEGG pathways, as identified by g:Profiler (Raudvere et al., 2019), were associated with apoptosis and p53 activity (Table S2). These were driven by well-known genes such as *Pmaip1, Bbc3, Cdkn1a, Mdm2*, and *Trp73*. However, it is important to note that radiation responses are dynamic and vary among different cell types. As such, gene enrichment analysis based solely on differentially expressed genes with a ≥ 2-fold change might overlook significant effects on the activity of pathways involved in active responses. To address this, we conducted a Gene Set Enrichment Analysis (GSEA), which considers genes that are part of a differentially expressed set but may not individually reach statistical significance (Mootha et al., 2003; Subramanian et al., 2005). Cumulative small changes in the expression of multiple genes belonging to the same gene set (pathway), but in a coordinated manner, could reveal other pathways involved in the radiation response. We performed GSEA using the Molecular Signatures Database (MSigDB) and the Hallmark gene set collection, which includes curated and well-defined biological processes (Liberzon et al., 2011). GSEA revealed 12 gene sets with significant changes (FDR ≤ 0.05) in wild-type irradiated ovaries, including the activation of the p53 signaling and apoptosis pathways (Fig. 3 and Table S3). Furthermore, we detected activation of interferon-alpha (INF-α) and gamma (INF-γ) responses, as well as TNFα signaling via NF-κB. Activation of these pathways may suggest an inflammatory response to radiation in the ovary (Fig. 3 and Table S3). 

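Of the 20 leading-edge genes that Table S3 prints for each of the 12 Hallmark sets, the 19 or 20 per set that were matched by symbol among the genes tested were used as lists, because the complete sets were not used here. All 12 lists were higher in irradiated wild-type ovaries at an adjusted p of at most 0.05 by camera with a preset inter-gene correlation of 0.01, and all 12 also by fry. The genes were chosen on these libraries, so the calls are not independent evidence. The p53 pathway list had the largest median log2 change, 1.21 (camera adjusted p = 1.45e-66, fry adjusted p = 4.07e-17). The apoptosis list had a median of 0.47 (camera adjusted p = 3.58e-17, fry adjusted p = 1.47e-06), and of 0.28 to 0.63 with each library left out in turn. The medians of the lists not described further were 0.58 for the inflammatory response, 0.56 and 0.50 for the late and early estrogen response, 0.51 for complement, 0.45 for IL6-JAK/STAT3 signaling (0.29 to 0.53 with each library left out) and 0.32 for coagulation. In irradiated *Chek2*-/- ovaries camera made 3 calls, of which the p53 list held under fry (median 0.10, camera adjusted p = 0.000169, fry adjusted p = 0.0421; 0.06 to 0.13 with each library left out). The apoptosis list had a median of 0.03 there (camera adjusted p = 0.175; −0.08 to 0.13 with each library left out). As an interaction with genotype the p53 list rose by 1.09 (camera adjusted p = 1.58e-52, fry adjusted p = 4.26e-13), and the apoptosis list by 0.37 (fry adjusted p = 0.000461). Both interactions include the wild-type libraries on which the genes were chosen, so these calls are not independent evidence either.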

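In irradiated wild-type ovaries the median log2 change was 0.54 for the interferon-α list (camera adjusted p = 5.29e-13, fry adjusted p = 0.00998) and 0.64 for the interferon-γ list (camera adjusted p = 4.67e-19, fry adjusted p = 0.000459). The TNFα list had a median of 0.50 (camera adjusted p = 4.59e-15, fry adjusted p = 6.2e-05). In *Chek2*-/- ovaries the interferon-γ list had a median of 0.21 and the interferon-α list 0.11, with camera adjusted p of 0.000786 and 0.044, calls that fry did not make. With each library left out in turn these medians ran from −0.06 to 0.28 and from −0.07 to 0.19, and the highest camera p were 0.772, without irradiated *Chek2*-/- replicate 6, and 0.139, without non-irradiated *Chek2*-/- replicate 4. The TNFα list was at −0.07 there (camera adjusted p = 0.648; −0.16 to 0.03 with each library left out). The interaction with genotype was 0.42 for interferon-α (camera adjusted p = 3.18e-06, fry adjusted p = 0.148), 0.43 for interferon-γ (camera adjusted p = 3.75e-09, fry adjusted p = 0.0505) and 0.44 for TNFα (fry adjusted p = 0.00171). With each library left out the interaction ran from 0.34 to 0.65, from 0.38 to 0.72 and from 0.40 to 0.66. Since the genes were chosen for their rise in these wild-type libraries, the interactions are not independent evidence of a difference between genotypes. The interferon-induced gene *Isg15* had a log2 fold change of 1.21 (edgeR adjusted p = 0.475) and was above all non-irradiated libraries in 2 of 6.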

Inflammation is a recognized response to radiation-induced tissue damage and has been linked to anti-apoptotic signaling, cell death, and fibrosis (Antar et al., 2023; Di Maggio et al., 2015; Yu et al., 2023). The inflammatory response in the ovary could indicate an active anti-apoptotic signaling in some cell types or a response to dying cells. In addition, GSEA analysis revealed an enrichment of pathways associated with apical junctions. This could imply alterations in cell-to-cell signaling during DDR or a reorganization of cell junctions because of cell death. 

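The leading-edge list of apical junction genes had a median log2 change of 0.46 in irradiated wild-type ovaries (camera adjusted p = 3.14e-27, fry adjusted p = 7.8e-12). In *Chek2*-/- ovaries its median was −0.06 (camera adjusted p = 0.122; −0.09 to −0.03 with each library left out). As an interaction with genotype it was higher by 0.62 (camera adjusted p = 8.43e-26, fry adjusted p = 9.28e-10). Neither the wild-type call nor the interaction is independent evidence, as the genes were chosen on the wild-type libraries.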

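The 8 junction genes were all past the threshold in irradiated wild-type ovaries (edgeR), and *Trp73*, *Nectin4*, *Fermt1*, *Fermt3*, *Pkp3*, *Tjp3* and *Hmcn2* rose in 6 of 6 libraries while *Nox1* fell in 6 of 6. *Nectin4* (ENSMUSG00000006411) had a log2 fold change of 3.83 (SE 0.40, edgeR adjusted p = 4.69e-07) and an interaction with genotype of 4.95 (edgeR adjusted p = 9.11e-06). For *Pkp3* (ENSMUSG00000054065), *Tjp3* (ENSMUSG00000034917) and *Hmcn2* (ENSMUSG00000055632) the log2 fold changes were 2.60, 2.48 and 1.82, with edgeR adjusted p of 3.24e-07, 3.29e-07 and 3.28e-07. Of the 23 membrane genes, which include 6 of the junction genes, all were past the threshold as well, 21 of them higher and *Nox1* and *Nlrp6* lower. Their log2 fold changes ran from −3.08 for *Nlrp6* (ENSMUSG00000038745, edgeR adjusted p = 0.000244) to 5.56 for *Ano3*. The interaction had an edgeR adjusted p of at most 0.05 for 22 of the 23, and of 0.108 for *Nlrp6*. *Plch2* (ENSMUSG00000029055) and *Ifitm10* (ENSMUSG00000045777) had interactions of 5.33 (edgeR adjusted p = 3.87e-09) and 4.29 (edgeR adjusted p = 1.66e-08). That of *Ms4a10* (ENSMUSG00000024731), 1.53 (edgeR adjusted p = 0.0463), had an adjusted p above 0.05 in 19 of the 24 fits with 1 library left out. *Tjp3*, *Plch2*, *Scn4b*, *Gramd2* and *Baiap3* were highest in the same irradiated wild-type library (replicate 4), *Plch2* at 31.1 CPM against 13 to 19.4 CPM in the others.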

Among the RRGs, eight genes encode proteins associated with cell-cell junctions (*Trp73, Nectin4, Fermt1, Fermt3, Pkp3, Tjp3, Nox1, Hmcn2*) and 23 associated with the plasma membrane (*Plch2, Ifitm10, Ano3, Eda2r, Gpr132, Islr2, Scn4b, Slc6a3, Nectin4, Crhr1, Gramd2a, Pkp3, Tjp3, Fermt1, Ak1, Baiap3, Nox1, Itgb7, C8a, Hmcn2, Ms4a10, Dcxr, Nlrp6*). The implications of these changes at cell-cell junctions will require further investigation as they may indicate coordinated signaling between pregranulosa cells and oocytes within the follicle or extrinsic signaling from other cell types in the ovary.

### 2.4. Ovarian radiation-response genes are enriched for p53 and p63 targets

In response to DNA damage, the CHEK2 kinase activates several effector proteins, including two transcription factors: p53 and p63 (Zannini et al., 2014). These factors are known to induce apoptosis (Dietz et al., 2002; Flores et al., 2002; Haupt et al., 2003; Hirao et al., 2000; Pietsch et al., 2008). We conducted a gene enrichment analysis using the g:Profiler TRANSFAC database to determine whether RRGs identified in the ovary are regulated by p53, p63, or other transcription factors (TFs). Our analysis revealed that ovary RRGs were enriched for putative p53 binding motifs (55 target genes), as well as for p63 (40), and p73 (14). However, these largely overlapped with p53 target genes (Fig. 4A). These findings suggest that CHEK2-dependent response to radiation in the ovary is predominantly mediated by p53 and TAp63. 

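*Trp73* (ENSMUSG00000029026) was at 2.39 ± 0.545 CPM in non-irradiated and 16.7 ± 3.18 CPM in irradiated wild-type ovaries (SD, 6 libraries each). Its log2 fold change was 2.80 (SE 0.26, edgeR adjusted p = 8.39e-08), and every irradiated library was above every non-irradiated one. In *Chek2*-/- ovaries it was at 1.49 ± 0.583 CPM without and 1.52 ± 0.51 CPM with irradiation, a log2 fold change of 0.03 (edgeR adjusted p = 1). The interaction was 2.77 (edgeR adjusted p = 7.28e-05).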

Interestingly, expression of *Trp73*, the third member of the family, was induced in the ovary after radiation in a CHEK2-dependent manner (Fig. 2C–E). To identify p53 and TAp63 gene targets, experimentally validated by Chromatin Immunoprecipitation (ChIP) and sequencing experiments (ChIP-seq), we performed ChIP-X Enrichment Analysis (ChEA) (Keenan et al., 2019). We used the ChEA3 database, which aggregates previously annotated TF targets from multiple ChIP-seq experiments, including the ReMap dataset that includes mouse, human, and fly tissues (Hammal et al., 2022). This approach identified p63 as the top-ranking TF and p53 as the fourth (Fig. 4B, C). The top 10 TFs associated with ovary-RRGs include other TFs previously linked to the DNA damage response, such as CBX (Baumann et al., 2020; Ginjala et al., 2011; Vissers et al., 2012), TCF3 (Andrysik et al., 2013; Giono et al., 2016), SNAI2 (Gross et al., 2019; Pérez-Caro et al., 2008) and THAP1 (Roussigne et al., 2003; Shinoda et al., 2021). Interestingly, novel ovary-RRGs such as *Cbr2, Ankrd65, Fermt1*, and *Fermt3*, were all confirmed to be regulated by either p53 or p63 (Fig. 4A, B). As the ReMap dataset does not include ovarian tissue, we subsequently investigated whether these novel ovary-RRGs are activated by p53, TAp63, or both. We conducted RT-qPCR analysis on non-irradiated and irradiated ovaries collected 6 h post-treatment from females lacking active TAp63 (*Trp6*3*^A/A^*) (Emori et al., 2023) or p53 (Jacks et al., 1994). Due to the increased embryonic and early postnatal lethality of *Trp53*^*−/−*^ females, we used double mutants (*Trp6*3^*A/A*^; *Trp53*^*−/−*^) to assess the role of p53 in the ovary (Armstrong et al., 1995). Interestingly, females lacking both active TAp63 and p53 showed improved survival. Wild-type and *Chek2*^*−/−*^ ovaries were used as controls. RT-qPCR confirmed upregulation of *Cbr2, Ankrd65, Fermt1, Fermt3*, and *Cdkn1a* in wild-type but not in *Chek2*^*−/−*^ ovaries corroborating the bulk RNA-seq results. Furthermore, upregulation of *Cbr2, Ankrd65, Fermt1*, and *Fermt3* was abolished in ovaries lacking active TAp63, suggesting that these four genes are regulated by TAp63, not p53, in the ovary. Conversely, upregulation of *Cdkn1a*, a known p53-specific target downstream of CHEK2, was still observed in ovaries deficient for TAp63 but not in ovaries lacking p53 or CHEK2. This confirms that *Cdkn1a* is exclusively induced by p53, not TAp63, in the ovary. These findings confirmed the CHEK2-dependent upregulation of these ovary-RRGs and demonstrated that *Cbr2, Ankrd65, Fermt1*, and *Fermt3* are induced by TAp63 in the ovary (Fig. 4C). As TAp63 is exclusively expressed in oocytes, we predicted that these genes will be upregulated in oocytes. To test this, we performed RNA *in situ* hybridization (RNA-ISH) using the RNAscope system in non-irradiated and irradiated ovaries collected 6 h after IR. We observed a strong signal for all three genes near the periphery of the ovary, where PFs reside, exclusively in irradiated oocytes (Fig. 4D). Our results indicate that CHEK2 mediates the response to radiation-induced damage mainly via TAp63 in oocytes but also suggests a role for p53 in ovarian DDR.

### 2.5. Radiation elicits a stronger response in oocytes compared to somatic cells

The majority of ovary-RRGs identified by bulk RNA-seq are expressed in various cell types and tissues, with some never reported to be expressed in untreated ovaries (Fig. S1). This raises the question of whether ovary-RRGs are induced in a specific cell type or if bulk RNA-seq can detect responses in primordial oocytes. Although CHEK2 is expressed in all cell types in the ovary, primordial oocytes are the most sensitive to IR and undergo apoptosis within 24 h post-IR (Stringer et al., 2020). This contrasts with most somatic cells in the ovary, including pregranulosa cells, which survive and persist longer, even in the absence of oocytes (Fig. S3). 

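The single-cell data are 4 libraries of 10x Genomics 3′ transcript counts, 1 for each of non-irradiated and irradiated wild-type and *Chek2*-/- ovaries, each from the pooled ovaries of 4 females. The authors aligned the reads to mm10 with Cell Ranger and deposited unique molecular identifiers (UMIs) per gene and cell barcode, without normalization. With 1 library per condition no test between conditions was made, and intervals cover counting error only, not the spread between females or libraries. The deposited matrices held 10285 barcodes of non-irradiated and 11053 of irradiated wild-type ovaries, and 9488 and 9768 of *Chek2*-/- ovaries, with 201089686, 195344579, 182774110 and 209716655 UMIs. Cells with fewer than 1000 genes, over 20% mitochondrial or over 50% ribosomal UMIs were left out, as in the paper. Too few genes were found in 518, 656, 342 and 540 cells and too many mitochondrial UMIs in 240, 134, 161 and 218. Cells failing both limits are counted in each of these numbers, and 9666, 10345, 9091 and 9172 cells passed. Doublets were called per library with Scrublet, in place of the authors' pair of tools, and 414, 589, 394 and 401 cells (4.28, 5.69, 4.33 and 4.37%) were removed. This left 9252, 9756, 8697 and 8771 cells with a median of 13883, 14473, 15527 and 17135 UMIs. Cells were scaled, reduced to 30 principal components of 2000 variable genes and clustered by the Leiden method without batch correction. The RRGs of Table S1 and of the supplement's lists (355 genes) were kept out of the variable genes so that these genes would not define the clusters. A cluster was named after a cell type, as in granulosa-like, by a rule on the type's marker genes. At least 60% of them had to be in at least 25% of its cells and at least 2-fold above the median of the clusters. A cluster of mostly shallow cells also needed a marker among its highest-ranked genes. These limits were set after the clusters had been seen. Changes in a class are ratios of summed UMIs, scaled to the total of the class (CPM), in irradiated over non-irradiated cells, with 0.5 added to each sum and exact Poisson limits (95%) in brackets. For lists of genes the median log2 ratio was set against 10000 random lists matched on expression.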

To dissect how CHEK2 regulates cell type-specific responses to IR-induced damage, we conducted single-cell RNA sequencing (scRNA-seq) in wild-type and *Chek2*^*−/−*^ ovaries exposed to the same IR regimen as in bulk experiments (6 h post-IR, 0.5 Gy vs. sham). We identified clusters corresponding to different cell types based on well-established markers, including *Dppa3, Sycp3, Dazl, Zp3, Gdf9* for oocytes, and *Inha, Inhbb, Amh, Amhr2* for granulosa cells (Fig. 5A–D and Fig. S2A). Overall, 11 clusters were identified, representing 9 cell types: oocytes, granulosa, fibroblasts, endothelial, epithelial, erythroid, macrophages, pericytes, and perivascular cells (Fig. 5B). 

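The 36476 cells formed 18 clusters, of which 16 met the marker rule for 10 classes. These were oocyte-, granulosa-, fibroblast-, endothelial-, epithelial-, erythroid-, macrophage-, pericyte- and perivascular-like clusters and 1 small mast cell-like cluster of 31 cells. The oocyte-like cluster (579 cells) held all 9 oocyte markers past the rule, and the 4 granulosa-like clusters 8 or 9 of 9. Clusters 15 and 17 were left unnamed, with 123 and 42 cells. They made up 0.519% and 0.184% of non-irradiated wild-type, 0.297% and 0.0615% of irradiated wild-type, 0.287% and 0.138% of non-irradiated *Chek2*-/- and 0.239% and 0.0798% of irradiated *Chek2*-/- cells.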

Clusters 3 (fibroblasts) and 4 (granulosa cells) represent actively dividing cells based on high expression of a proliferation marker *Top2a* (Fig. 5C). 

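Of 6 proliferation genes (*Top2a*, *Mki67*, *Cdk1*, *Ube2c*, *Birc5* and *Cenpf*), all 6 were past the marker rule in 1 fibroblast-like cluster of 3432 cells and in 1 granulosa-like cluster of 2465 cells. A second fibroblast-like cluster of 956 cells had 4 of them, as did the oocyte-like cluster.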

Oocytes represented 1–2% of all cells in the ovary, compared to approximately 38% of granulosa cells and 50% of fibroblasts (Fig. 5E). 

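Over all 4 libraries the oocyte-like class made up 1.59% of cells (579 of 36476, 95% exact binomial interval 1.46 to 1.72%), the granulosa-like class 37% (36.5 to 37.5%) and the fibroblast-like class 50.8% (50.3 to 51.3%). The oocyte-like share was 2.12% in non-irradiated and 1.74% in irradiated wild-type ovaries, and 0.862% and 1.57% in *Chek2*-/- ovaries, from 196, 170, 75 and 138 cells. Granulosa-like cells were 32.9, 37.3, 37.7 and 40.3% and fibroblast-like cells 54, 49.6, 50.7 and 48.7% of the same libraries. Epithelial-like cells (1.8% in all) varied from 1.32% to 2.44% between the wild-type libraries. Of the alternatives, the minimum number of genes per cell moved the oocyte-like share most, to 2.17% at 500 genes and 1.36% at 2000.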

To determine whether ovary-RRGs from bulk analysis were induced in oocytes or other cell types, we analyzed their expression in individual clusters. 

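Of the 82 matched ovary-RRGs, 78 were found in the single-cell gene list. In wild-type oocyte-like cells, 196 non-irradiated and 170 irradiated, 74 of the 78 changed in their listed direction and the median log2 ratio was 4.76, above all 10000 random lists. Resampling the genes gave a range of 3.98 to 5.33. The ovary-RRGs together held 8979 of 28928192 UMIs without and 42410 of 13364155 UMIs with irradiation, or 310 and 3173 CPM. The median log2 ratio was 1.61 in granulosa-like cells (72 of 78 in their listed direction, 138 to 438 CPM) and 1.43 in fibroblast-like cells (61 of 78 in their listed direction, 138 to 458 CPM), also above all random lists. In epithelial-like cells, where 60 of the 78 genes had UMIs, it was 0.79 (45 in their listed direction, 196 to 434 CPM). Endothelial-like cells went from 178 to 447 CPM and perivascular-like cells from 144 to 512 CPM.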

We found that the majority of ovary-RRGs were predominantly induced in irradiated oocytes (cluster 9) (Fig. 5F). Moreover, their induction was not observed in *Chek2*^*−/−*^ cells. 

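In *Chek2*-/- oocyte-like cells, 75 non-irradiated and 138 irradiated, the median log2 ratio of the 78 genes was 0.02, with 39 above 0, at the 80.4 percentile of the random lists. Their sum was 320 CPM without and 340 CPM with irradiation. The medians were −0.10 in granulosa-like (34 above 0, 139 to 156 CPM) and 0.09 in fibroblast-like cells (44 above 0, 131 to 167 CPM), at the 71.3 and 94.3 percentiles of the random lists. These medians include genes without UMIs, and over the genes with UMIs alone they were 0.11 in oocyte-like (69 genes), −0.01 in granulosa-like (69), 0.38 in fibroblast-like (66) and 0.46 in epithelial-like cells (42), where the sum went from 194 to 252 CPM. The difference between the genotypes was not tested, as each rests on 1 library per condition.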

Next, we investigated IR-induced changes in gene expression across clusters and cell types. We found that the oocytes have the highest number of differentially expressed RRGs compared to other cell types (Fig. 6A and Fig. S2B–D). 

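Genes that changed within a cell type were not counted here, since a test over the cells of single libraries would take cells as replicates. By the median log2 ratio of the ovary-RRGs, the oocyte-like class ranked first of the 9 classes compared, with a value which stayed between 4.66 and 4.76 under the 7 alternatives run. The depth behind the oocyte-like values was lower in irradiated wild-type ovaries, with a median of 15869 UMIs per cell against 181498 without irradiation, and 159208 and 122798 in *Chek2*-/- ovaries.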

86 genes were differentially expressed at FC ≥ 1.5 and FDR ≤ 0.05 in the oocyte cluster. Among the genes were *Cbr2, Fermt1*, and *Fermt3*, which were previously identified by bulk analysis. 

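*Cbr2* had 1453 UMIs in irradiated and 13 in non-irradiated wild-type oocyte-like cells, a log2 ratio of 7.86 [7.14 to 8.83], and 1 UMI in both *Chek2*-/- groups. For *Fermt1* the UMIs were 1319 and 31 and the log2 ratio 6.50 [6.01 to 7.09], and for *Fermt3* 1851 and 23 with 7.41 [6.85 to 8.11]. In *Chek2*-/- oocyte-like cells *Fermt1* had 1 UMI in both groups, and *Fermt3* 5 with and 7 without irradiation. The 5 largest ratios in wild-type oocyte-like cells belonged to *Myod1*, *Rgs14*, *Urah*, *Fxyd3* and *Gna15*, each with 0 UMIs without irradiation. Over a floor of 3 counts in the group *Myod1* was at least 254-fold higher (352 UMIs) and *Gna15* at least 137-fold higher (190 UMIs). The 5 smallest were those of *Gm49162* (log2 ratio −3.99 [−6.51 to −2.63], 3 against 120 UMIs), *Frmpd3* (−3.64), *Prdm1* (−3.26), *Slitrk1* (−3.24) and *Gm15222* (−3.18).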

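In epithelial-like cells, 122 non-irradiated and 238 irradiated from wild-type ovaries, the largest log2 ratios were those of *Ifit3b* (6.37 [4.45 to 12.26], 206 UMIs against 1), *Ifit3* (6.08, 622 against 5), *Usp18* (5.25 [3.90 to 7.75], 221 against 3), *Ccl2* (5.12, 318 against 5) and *Rsad2* (5.06, 529 against 9). Among the smallest were those of *Aox3* (−1.46), *Cyp2s1* (−1.34), *A530020G20Rik* (−1.27) and *Ndrg1* (−1.19).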

The second highest upregulation of gene expression was observed in ovarian surface epithelium (20 genes) (Fig. 6A). Epithelial cells showed strong signature of interferon-induced immune response (*Isg15, Rsad2, Stat1, Tnfrsf12a*) and interferon-inducible genes (*Ifit1, Ifit3, Ifitm3, Iigp1, Irgm1*) (Der et al., 1998; Samarajiwa et al., 2009) (Supplementary Data 2). 

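*Isg15* went from 31.4 to 675 CPM in wild-type epithelial-like cells, a log2 ratio of 4.42 [4.17 to 4.69], and had a ratio of 0.15 in *Chek2*-/- cells. The log2 ratio of *Tnfrsf12a* was 2.09 in wild-type and 0.06 in *Chek2*-/- cells. *Rsad2* rose by 1.19 in *Chek2*-/- epithelial-like cells as well. Of the interferon-inducible genes, *Ifit1* had 4.54 in wild-type and 0.06 in *Chek2*-/- cells, *Ifit3* −0.40 in *Chek2*-/- cells, *Ifitm3* 2.33 and 0.11, *Iigp1* 3.58 and 0.35, and *Irgm1* 2.15 and 0.17. Granulosa-like cells had similar ratios at a lower level, with 4.15 for *Isg15* (45.9 CPM after irradiation), 5.38 for *Ifit1*, 4.60 for *Ifit3* and 2.97 for *Iigp1*.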

Granulosa cells, the second most abundant cell type in the ovary, displayed changes in the expression of 11 genes, including *Cdkn1a* and *Ccng1*, indicating induction of cell cycle arrest. 

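In 3044 non-irradiated and 3640 irradiated wild-type granulosa-like cells, *Cdkn1a* rose from 4.83 to 74.7 CPM, a log2 ratio of 3.95 [3.80 to 4.11]. *Ccng1* had a log2 ratio of 2.34 [2.24 to 2.44]. In *Chek2*-/- granulosa-like cells the ratios were 1.12 [0.87 to 1.38] for *Cdkn1a* and 0.46 [0.35 to 0.58] for *Ccng1*. The largest wild-type ratios in this class were those of *Ifit3b* (5.59, 337 UMIs against 6), *Ano3* (5.48, 456 against 9), *Svop* (5.44 [4.09 to 7.95], 163 against 3), *Ifit1* (1720 against 38) and *Ccl4* (5.13 [3.76 to 7.64], 131 against 3). The smallest were those of *S100a8* and *S100a9* (both −3.62), *Nlrp5* (−1.65), and *Hbb-bt* and *Alas2* (both −1.62). The sign for *Hbb-bt* changed with a minimum of 2000 genes per cell (0.16), and that for *Alas2* with thinning (0.27). *Hbb-bt* and *Alas2* were among the 10 genes ranked highest as specific to the erythroid-like cluster. Free RNA of cells other than oocytes was not estimated. A change within granulosa-like cells is therefore not shown for *S100a8*, *S100a9*, *Hbb-bt* or *Alas2*. In fibroblast-like cells the largest were *Rprm* (5.43), *Ano3* (5.28), *Cdkn1a* (4.19), *Pmaip1* (3.97) and *Trp53cor1* (3.95), and the smallest *A530040E14Rik* and *Cyp11a1* (both −2.31), *Zar1* (−2.21), *Dazl* (−2.13) and *AU015836* (−2.10). Of these 5, all but *Cyp11a1* are at 147 CPM or more in oocyte-like cells, and free oocyte RNA by the oocyte markers fell from 0.858 to 0.253% in fibroblast-like and from 0.647 to 0.267% in granulosa-like cells, so that a change within these cells is not shown for them or for *Nlrp5*.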

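Outside granulosa-like cells, *Cdkn1a* rose in *Chek2*-/- cells by 0.97 [0.77 to 1.17] in the fibroblast-like class (623 against 300 UMIs), by 0.91 [0.52 to 1.32] in the epithelial-like class and by 0.24 [0.08 to 0.39] in the oocyte-like class. *Ccng1* rose there by 0.49 [0.38 to 0.60], 0.59 [0.20 to 0.99] and 0.09 [−0.11 to 0.30]. The oocyte-like ratio of *Ccng1* was not distinguishable from 0 at this depth, 529 against 330 UMIs.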

As in bulk RNA-seq, very few DEGs were identified in *Chek2*^*−/−*^ cell clusters (Supplementary Data 2). These results indicate that IR-induced damage in the ovary elicits the strongest response in oocytes. This is supported by cellular changes observed in the ovary after IR, such as a high level of DNA damage marker γ-H2AX in oocytes compared to somatic cells (Fig. 1B) and persistence of pregranulosa cells after the loss of primordial oocytes (Fig. S3). 

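After irradiation of wild-type ovaries the summed ovary-RRGs were next highest, after the oocyte-like cells, in the 51 macrophage-like cells, which went from 728 to 1335 CPM. Pericyte-like cells went from 177 to 378 CPM and erythroid-like cells from 107 to 358 CPM. As numbers of UMIs, granulosa-like cells held 34725 and fibroblast-like cells 30502 ovary-RRG UMIs after irradiation, against 42410 in the 170 oocyte-like cells. In oocyte-like cells *Gpr132* (log2 ratio 7.69), *Gm648* (8.17) and *Cst6* (7.01) were among the ovary-RRGs with the largest ratios.

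**Figure D3:**
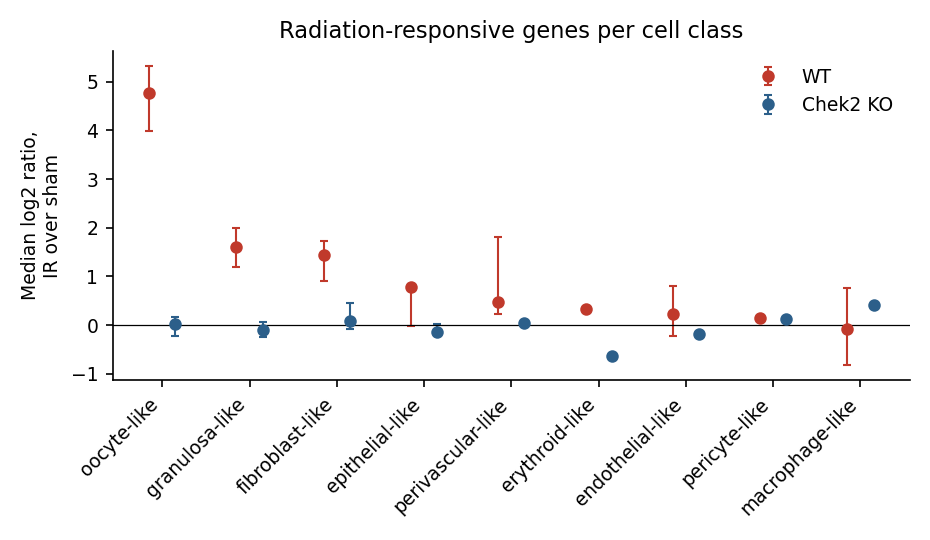
Median log2 ratio of the 78 ovary-RRGs found in the single-cell data, irradiated over non-irradiated, in each cell class of wild-type and *Chek2*-/- ovaries, with the range from resampled genes. The wild-type oocyte-like class lies at 4.76 and the *Chek2*-/- one at 0.02, and in the 5 classes to the right of the epithelial-like class at most 55 of the genes had UMIs.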

Next, we compared the overlap between ovary-RRGs from bulk analysis and RRGs from each ovarian cell type (FC ≥ 1.5; FDR ≤ 0.05). 

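For *Dcxr* and *Ifitm10* the log2 ratios in wild-type oocyte-like cells were 1.53 [1.43 to 1.64] and 4.35, and in *Chek2*-/- cells −0.05 and −0.14. *Cdkn1a* had a ratio of 2.26 [2.16 to 2.36] in wild-type oocyte-like cells, and of 3.08 when every cell was thinned to 3000 UMIs. *Bbc3* had 3.09 in wild-type and 0.09 in *Chek2*-/- cells. The wild-type ratios of *Hmcn2*, *9930012K11Rik* and *1700007K13Rik* were 5.08, 4.96 and 5.29.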

The largest overlap was with the RRGs in the oocyte cluster (oocyte-RRGs) and included *Cbr2, Dcxr, Fermt1, Fermt3, Ifitm10, Mdm2, Cdkn1a, Gm648, Hmcn2, Bbc3, 9930012K11Rik, Cst6*, and *1700007K13Rik* (Fig. 6A). 

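*Bax* (ENSMUSG00000003873) rose in wild-type cells of several classes, by 1.28 in granulosa-like, 1.25 in fibroblast-like, 1.23 in epithelial-like, 1.26 in endothelial-like and 1.15 in perivascular-like cells on the log2 scale, and by 0.31 in oocyte-like cells. For *Cdkn1a* the wild-type ratios were 2.49 in endothelial-like, 3.66 in perivascular-like and 1.63 [1.35 to 1.93] in epithelial-like cells.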

*Uba52, Cdkn1a,* and *Bax*—known DDR, cell cycle arrest, and apoptosis factors—were differentially expressed in multiple cell types. To assess DDR response patterns in gene expression across different cell types, we visualized the expression of core DDR genes and selected RRGs from this study using radar charts (Fig. 6B). 

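*Ccng1* had wild-type log2 ratios of 1.52 [1.39 to 1.65] in oocyte-like, 1.84 in fibroblast-like, 1.70 in epithelial-like, 1.58 in endothelial-like and 1.92 in perivascular-like cells. *Bbc3* rose by 1.47 in granulosa-like, 2.24 in fibroblast-like and 3.83 in perivascular-like cells. For *Ankrd65* there were 342 UMIs against 9 in oocyte-like cells (log2 ratio 6.29 [5.42 to 7.50]), 10 against 3 in granulosa-like cells (1.48 [−0.33 to 4.13]) and 3 against 0 in fibroblast-like cells. *Trp73* had 447 against 29 UMIs in oocyte-like cells (5.04 [4.52 to 5.66]), 19 against 4 in granulosa-like cells (2.01) and 11 against 2 in fibroblast-like cells (2.20). *Cbr2* had 88 UMIs against 2 in granulosa-like (5.04 [3.46 to 8.42]) and 43 against 1 in fibroblast-like cells (4.86 [2.87 to 10.76]). *Fermt1* had 50 against 12 UMIs in granulosa-like cells (1.91), and *Fermt3* 55 against 19. If free oocyte RNA, measured by oocyte marker genes, made up 0.267% of the UMIs of irradiated granulosa-like cells, the gain of *Cbr2* there was 3.76 times and that of *Ankrd65* 1.29 times what it would carry. The gain of *Cdkn1a* was 285 times that amount.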

Known DDR genes such as *Cdkn1a, Bbc3 Ccng1*, and *Mdm2* were induced in multiple cell types, while *Cbr2, Fermt1, Fermt3, Ankrd65, Trp73*, and a few other RRGs were exclusively induced in oocytes (Fig. 6B and Fig. S4). 

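*Mdm2* went from 79.3 to 833 CPM in wild-type oocyte-like cells, a log2 ratio of 3.39 [3.33 to 3.46], and from 74 to 80 CPM in *Chek2*-/- oocyte-like cells (0.11 [−0.01 to 0.24]). The other classes reached 40 to 117 CPM after irradiation, 61.4 CPM in granulosa-like (0.62), 48.9 CPM in fibroblast-like (0.60) and 117 CPM in macrophage-like cells (1.38).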

Interestingly, *Mdm2*—a negative regulator of p53—showed the highest induction and expression in irradiated oocytes compared to other cell types. This may suggest a unique mechanism limiting p53 activity in primordial oocytes during DDR (Fig. 6B). Among oocyte-RRGs that were not identified by the bulk analysis were *Perp, Ddit4, Fos*, and *Phlda3*, which have all been previously implicated in DDR and p53 pathway (Attardi et al., 2000; Ellisen et al., 2002; Kawase et al., 2009). 

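*Phlda3* (ENSMUSG00000041801) had a log2 ratio of 3.58 [3.39 to 3.78] in wild-type and 0.85 [0.38 to 1.37] in *Chek2*-/- oocyte-like cells. *Ddit4* (ENSMUSG00000020108) had 3.04 and 1.72 [1.43 to 2.03], and *Perp* (ENSMUSG00000019851) 1.65 [1.52 to 1.79] and −0.10. For *Fos* (ENSMUSG00000021250) the ratio was negative in wild-type cells, −1.11 [−1.19 to −1.04], and 0.25 in *Chek2*-/- cells. Within subcluster 1 of the oocyte-like cells the wild-type ratio was −0.11 [−0.25 to 0.03] (455 against 3767 UMIs), so that a shift in cells between subclusters stays open. In bulk wild-type ovaries *Phlda3* had a log2 fold change of 1.21 (edgeR adjusted p = 7.83e-11) and *Ddit4* of 0.52 (edgeR adjusted p = 0.000613), both higher in 6 of 6 libraries. *Perp* had 0.35 (edgeR adjusted p = 0.0681), and *Fos* 0.58 (edgeR adjusted p = 0.59).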

To uncover the differences in how individual cell types respond to IR-induced damage, we conducted GSEA utilizing hallmark gene sets and pathways (Fig. 6C). Given the lack of significant response in *Chek2*^*−/−*^ ovaries, our analysis focused on wild-type ovaries. We observed clear differences in pathway activation between cell types. The strongest activation of apoptosis was detected in oocytes, erythroid, and perivascular cells. 

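As a list of the leading-edge genes from the bulk data, apoptosis had median log2 ratios in wild-type cells of 0.85 in epithelial-like, 0.74 in granulosa-like, 0.62 in oocyte-like, 0.58 in pericyte-like and 0.49 in fibroblast-like cells. The medians were 0.40 in erythroid-like, 0.35 in perivascular-like and 0.22 in endothelial-like cells. The complete Hallmark set was not analysed here.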

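The G2M checkpoint set was not analysed here, and the 6 proliferation genes were summed in its place. They went from 375 to 857 CPM in wild-type epithelial-like, from 1157 to 1427 CPM in fibroblast-like and from 743 to 892 CPM in endothelial-like cells. In granulosa-like cells they were at 1049 and 1036 CPM. In *Chek2*-/- ovaries they rose from 622 to 886, from 1058 to 1353 and from 813 to 961 CPM in the first 3 classes, and from 1043 to 1388 CPM in granulosa-like cells.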

G2M checkpoint activation was detected in fibroblasts, epithelial, and endothelial cells. 

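The p53 list, with 19 of 20 genes holding UMIs in oocyte-like cells, had a median log2 ratio of 2.26 in wild-type oocyte-like cells, where all 19 rose. It was 1.37 in fibroblast-like, 1.28 in granulosa-like, 1.05 in both erythroid-like and perivascular-like, 0.94 in macrophage-like, 0.90 in epithelial-like, 0.73 in pericyte-like and 0.52 in endothelial-like cells, each above all 10000 random lists. In *Chek2*-/- cells the medians were 0.11 in oocyte-like, 0.03 in granulosa-like and 0.34 in fibroblast-like cells, at the 87.1, 78.4 and 100 percentiles of the random lists. They were 0.19 in epithelial-like (99 percentile), 0.24 in perivascular-like (99.6), 0.40 in pericyte-like (99.9) and 0.42 in macrophage-like cells (99.4).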

The p53 pathway was activated in oocytes, granulosa cells, fibroblasts, erythroid, and perivascular cells. Oocytes and epithelial cells showed induction of the c-MYC signaling, which is involved in p53-induced apoptosis (Phesse et al., 2014). The INF-α, INF-γ, and TNFα signaling via NF-κB— previously identified in bulk RNA-seq analysis—were activated in granulosa and epithelial cells. 

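The interferon-α list had a median log2 ratio of 1.34 in wild-type epithelial-like, 0.94 in granulosa-like and 0.93 in perivascular-like cells. It was 0.82 in erythroid-like, 0.70 in oocyte-like, 0.28 in fibroblast-like and 0.27 in pericyte-like cells, and −0.25 in endothelial-like and −0.54 in macrophage-like cells. For interferon-γ it was 1.56 in granulosa-like, 1.49 in epithelial-like, 1.11 in erythroid-like, 0.93 in perivascular-like and 0.89 in oocyte-like cells. It was 0.32 in pericyte-like, 0.23 in fibroblast-like, −0.25 in endothelial-like and −0.27 in macrophage-like cells. The TNFα list had 1.31 in oocyte-like, 0.85 in epithelial-like and 0.44 in granulosa-like cells. In *Chek2*-/- cells the TNFα list was at 0.91 in epithelial-like and −0.22 in granulosa-like cells.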

Previous studies reported elevated levels and overrepresentation of DNA repair genes in oocytes (Pan et al., 2005; Stringer et al., 2018). This suggests that oocytes are capable of efficient DNA repair. To test whether CHEK2 deficiency impairs DNA repair machinery, we examined constitutive expression profiles of 160 genes involved in DNA DSB repair in non-irradiated wild-type and *Chek2*^*−/−*^ cells (Ciccia and Elledge, 2010; Milacic et al., 2024; Rothkamm et al., 2003). 

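Of the 160 DSB repair genes the paper examined, a list of 30 fixed in advance was used here. In non-irradiated wild-type ovaries 20 of the 30 had their highest CPM of the 9 classes in oocyte-like cells. The median log2 ratio over the 30 genes was 0.95 for oocyte-like over granulosa-like and 1.43 for oocyte-like over fibroblast-like cells.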

In agreement with previous reports, oocytes showed elevated levels of most DSB repair genes compared to other cell types (Fig. S7A). Additionally, increased expression of many repair genes was also observed in mitotically active granulosa and fibroblast clusters (3 and 4). 

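Of the 30 DSB repair genes, 27 had a higher CPM in the dividing than in the other fibroblast-like clusters, with a median log2 ratio of 1.19. In the granulosa-like class 26 of the 30 were higher in the dividing cluster, with a median of 0.78.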

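In non-irradiated oocyte-like cells the median log2 ratio of *Chek2*-/- over wild-type was 0.12 over the 30 genes, from −0.12 to 0.37. In granulosa-like cells it was −0.03, from −0.18 to 0.18, and 0 of the 30 genes differed by more than 2-fold in either class.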

Further comparison revealed similar expression profiles of DNA repair genes in oocytes and granulosa cells in wild-type and *Chek2*^*−/−*^ ovaries (Fig. S7B). This suggests that oocyte’s capacity to repair damaged DNA is likely not affected by CHEK2 deficiency, at least at the transcriptional levels, although differences may arise at the level of protein activity. In summary, transcriptional profiling reveals that IR-induced damage is more harmful to primordial oocytes and results in a stronger response compared to other cell types, despite the expression of many DNA repair genes. Moreover, analysis at the single-cell level reveals that IR-induced damage activates different response pathways in different cell types.

### 2.6. Radiation induces unique cellular responses in oocytes

To enhance our understanding of the oocyte-specific response to IR-induced damage, we re-clustered both irradiated and non-irradiated oocytes from wild-type and *Chek2*^*−/−*^ females into six distinct subclusters. 

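The 579 oocyte-like cells of the 4 libraries were clustered again with the RRGs kept out of the variable genes, which gave 8 subclusters of 108, 96, 76, 72, 67, 62, 54 and 44 cells. The number of subclusters was 5 at a halved and 10 at a doubled resolution. Median UMIs per cell ranged from 2694 in subcluster 4 to 300959 in subcluster 8.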

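Subcluster 7 held 54 cells, all from irradiated wild-type ovaries, against 0 of 196 non-irradiated wild-type, 0 of 75 non-irradiated and 0 of 138 irradiated *Chek2*-/- cells. A count of 0 allows shares of up to 1.86%, 4.8% and 2.64% of these (95% exact binomial limits). As a cluster from 1 library it may be a state of that library and not a cell type, and no other irradiated wild-type library was there to compare. With the RRGs among the variable genes the corresponding subcluster held 60 cells, also all from irradiated wild-type ovaries. Irradiated wild-type cells numbered 23, 1, 1, 27, 17, 41 and 6 in the other 7 subclusters.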

Interestingly, we identified a unique group, subcluster 5, consisting exclusively of irradiated oocytes from the wild-type group, while the remaining five subclusters included oocytes from all four groups (Fig. 7A). 

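Subcluster 7 held 54 of the 170 irradiated wild-type oocyte-like cells, 31.8% (95% exact binomial interval 24.8 to 39.3%). The share was 35.3% with the RRGs among the variable genes, 32.9% at a doubled resolution and 32.6% without doublet removal. At a halved resolution the subcluster with most irradiated wild-type cells held 83 of them among its 128 cells, or 48.8% of all irradiated wild-type oocyte-like cells. The 116 irradiated wild-type cells outside subcluster 7 had a median of 3437 UMIs, against 137018 in it. Their ovary-RRGs summed to 1749 CPM, with a median log2 ratio of 3.69 over all non-irradiated wild-type oocyte-like cells.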

44% of all irradiated wild-type oocytes were in subcluster 5, suggesting that the remaining irradiated oocytes in other subclusters may be at an earlier stage of DDR or from different follicle types that are resistant to radiation-induced DNA damage. Subclusters 2, 5, and 6 exhibited a transcriptional signature of primordial oocytes characterized by higher expression of genes related to meiosis (*Sycp1, Sycp3*), early oocyte development (*Solhl1*), and low expression of genes associated with oocyte growth (*Gdf9* and *Zp1/2*) (Figs. 7B and S5). In contrast, cells in subcluster 3 expressed high levels of *Gdf9* and *Zp1/2* indicative of growing oocytes in primary and secondary follicles (Figs. 7B and S5). 

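No subcluster met the marker rule for primordial oocytes (*Sycp1*, *Sycp3*, *Sohlh1*, *Dppa3* and *Lhx8*), since these genes were present in most subclusters. *Gdf9* was at 239 to 462 CPM in subclusters 1 to 4, 6 and 7, against 5133 CPM in subcluster 5 and 1994 CPM in subcluster 8. *Sycp3* ranged from 740 to 1336 CPM in the former, and *Sohlh1* from 318 to 585 CPM. The irradiated wild-type subcluster 7 had 184 CPM of *Sycp1*, 903 of *Sycp3*, 354 of *Sohlh1* and 462 of *Gdf9*. It had 469 CPM of *Zp1*, 2122 of *Zp2*, 2602 of *Zp3* and 8755 of *Ooep*. Each of these 4 was above its level in subclusters 1 to 4 and 6 and below that in subcluster 8.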

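Subcluster 8, with all 6 growing oocyte markers past the rule, had *Gdf9* at 1994, *Zp1* at 826 and *Zp2* at 3319 CPM. Subcluster 5 had the highest *Gdf9*, with *Zp1* at 676 and *Zp2* at 1821 CPM, *Sycp3* at 240 CPM and *Sohlh1* at 78.9 CPM. In subclusters 5 and 8 together, 54 non-irradiated and 23 irradiated wild-type cells, the median log2 ratio of the ovary-RRGs was 3.36, against 4.98 in the other subclusters.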

Subcluster 4 likely represents activated oocytes in primordial or transitional follicles due to the downregulation of *Sycp1, Sycp3*, and *Solhl1*, as well as low expression of *Gdf9* and *Zp1/2* (Figs. 7B and S5). Subcluster 1 most likely contains low-quality cells based on low expression of oocyte marker genes and overall low gene count (Figs. 7B and S5). 

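Subclusters 4 and 6 had the fewest UMIs, with medians of 2694 and 3509 per cell. They held 27 and 41 of the 170 irradiated wild-type cells, 6 and 9 of the 196 non-irradiated ones, 33 and 9 of the 138 irradiated *Chek2*-/- cells, and 6 and 3 of the 75 non-irradiated ones. *Col1a1*, *Cdh11* and *Pdgfra* were among the 10 genes ranked highest as specific to subcluster 6.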

Subcluster 5 was distinguishable for the differential expression of 147 genes (FC ≥ 1.5; FDR ≤ 0.05) (Supplementary Data 3). Among them, 15 genes previously identified as ovary-RRGs in bulk ovary analysis, *Fermt1, Fermt3, Cbr2, 1700007K13Rik, Mdm2, 9930012K11Rik, Cdkn1a, Cst6, Ifitm10, Acp4, Dcxr, Hmcn2, Bbc3, Gpr132*, and *Gm648* (Fig. 7C, Fig. S5). 

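Differential expression between subclusters was not tested here, as all cells of subcluster 7 come from 1 library. Among the 10 genes ranked highest as specific to it were *Cst6*, *Cbr2*, *Slc6a8*, *Fermt3*, *Gm648*, *Fermt1*, *Myod1* and *9930012K11Rik*. It held 77.1% (76.7 to 77.5%) of the ovary-RRG UMIs of irradiated wild-type oocyte-like cells, and 58.4% of all their UMIs.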

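In subcluster 7 *Mdm2* was at 998, *Cdkn1a* at 253, *9930012K11Rik* at 227, *Cst6* at 198, *Fermt3* at 196 and *Dcxr* at 180 CPM. *Cbr2* was at 164, *Ifitm10* at 161, *Fermt1* at 141, *Acp4* at 114 and *1700007K13Rik* at 104 CPM. *Bbc3*, *Hmcn2*, *Gm648* and *Gpr132* followed with 82.4, 82.3, 66.7 and 52.9 CPM.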

We further examined the expression of all ovary-RRGs from the bulk analysis across the oocyte subclusters and observed that the majority were specifically upregulated in subcluster 5 (Fig. 7D). 

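Of the 77 ovary-RRGs with UMIs in wild-type oocyte-like cells, 67 had their highest CPM in subcluster 7, among them 66 of the 74 listed as higher. Their sum was 4189 CPM there, and the median log2 ratio over all non-irradiated wild-type oocyte-like cells was 5.06.

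**Figure D4:**
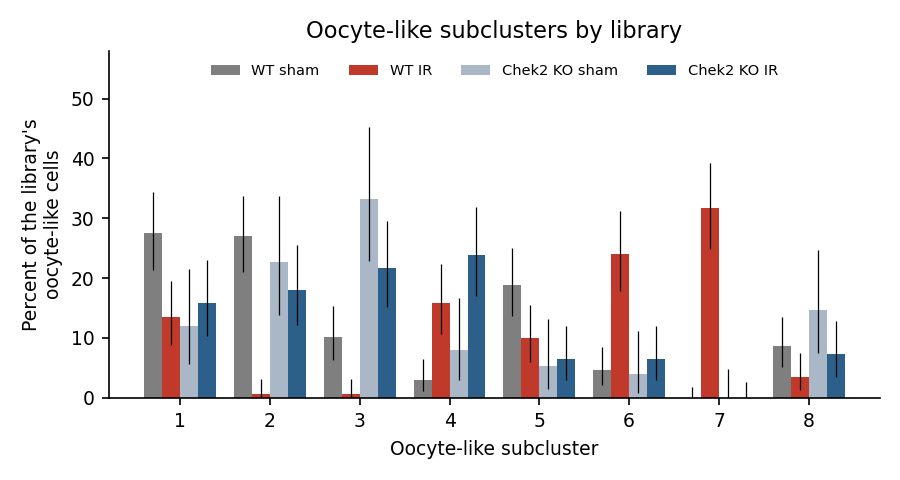
Percent of each library's oocyte-like cells in each of the 8 oocyte-like subclusters, 1 bar per library with its 95% exact binomial interval. Subcluster 7 holds 31.8% of the irradiated wild-type cells and 0% of the others.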

The fact that subcluster 5 oocytes represent 44% of all oocytes in the wild-type irradiated sample indicates that they largely contributed to the RRG signature in the ovary. However, many ovary-RRGs did not reach statistical significance in single-cell and subcluster analysis, potentially due to oocyte-to-oocyte variability in expression levels. The analysis of subcluster 5 identified additional oocyte-RRGs. Some are linked to p53 and apoptosis such as *Ddit4* (Ellisen et al., 2002), *Perp* (Ihrie et al., 2003) and *Pycard* (Ohtsuka et al., 2004), and others function as cell surface receptors such as *Lama5* (Spenlé et al., 2013), and *Mcam* (Wang and Yan, 2013) (Fig. 7C, E and Supplementary Data 3). 

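*Perp* was at 120 CPM and *Pycard* at 96.8 CPM in subcluster 7. *Ddit4* was at 133 CPM in subcluster 7 and at 131 CPM in subcluster 5, and *Lama5* at 55.8 and 45.5 CPM. *Mcam* was at 46 CPM in subcluster 7. Over all oocyte-like cells the wild-type log2 ratios were 4.29 for *Pycard*, 3.32 for *Lama5* and 5.12 for *Mcam*, and those in *Chek2*-/- cells 0.43, 1.58 [1.10 to 2.11] and −0.59.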

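*Acp4*, named among the oocyte-RRGs, had a log2 ratio of 3.78 in wild-type oocyte-like cells. *Trp73* had a ratio of 0.77 [−0.16 to 1.85] in *Chek2*-/- oocyte-like cells, not distinguishable from 0 at this depth. *Bax* was at −0.10 in the same cells.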

RRGs from both bulk and subcluster analyses demonstrated CHEK2-dependent upregulation in the oocyte cluster (Fig. S6). GSEA revealed a strong enrichment for pathways related to p53, DNA repair, and oxidative phosphorylation in subcluster 5 oocytes (Fig. 7F). Enrichment for mTORC1, E2F, MYC targets, apical junctions, G2M checkpoint, and apoptosis was also observed in subcluster 5. While p53 and apoptotic signaling were expected in response to IR, the upregulation of pathways related to cell junctions detected by both bulk and single-cell approaches is noteworthy. Cell-to-cell communication through gap junctions can propagate an IR-damage response between cells via bystander effect, and the desmosomal protein PERP—upregulated in oocytes after IR (Fig. 7E)—is a known apoptotic factor (Attardi et al., 2000; Tang et al., 2023). To expand on our findings from the bulk analysis, we performed TF enrichment analysis for subcluster 5 RRGs using ChIP-seq data collected from the ReMap database, and again identified p63 as the top-ranking TF, followed by KLF9 and p53 (Fig. 7G). Two other transcriptional regulators already identified in bulk ovary analysis (Fig. 4B), SNAI2 and THAP1, were ranked higher for oocyte-RRGs (Fig. 7G). 

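In non-irradiated wild-type ovaries *Trp63* was at 57.2 CPM in oocyte-like cells and at most 5.03 CPM in the other classes, and *Thap1* at 41.8 CPM against at most 11.7 CPM. *Trp53* was at 63.4 CPM in oocyte-like, 137 CPM in granulosa-like and 172 CPM in endothelial-like cells. *Klf9* was highest in pericyte-like cells (109 CPM) and at 11.9 CPM in oocyte-like cells. For *Snai2* the level was 49.5 CPM in fibroblast-like, 42.9 CPM in pericyte-like, 39.5 CPM in perivascular-like and 0.899 CPM in oocyte-like cells.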

Interestingly, p63 and THAP1 are predominantly expressed in oocytes compared to other ovarian cells (Fig. S8), suggesting they may propagate DDR signaling specific to oocytes. p53 and KLF9 are expressed in all cell types while SNAI2 is highly expressed in fibroblasts (Fig. S8). Overall, 32 DEGs in subcluster 5 were previously experimentally validated as targets for p63, 30 for p53, and 19 shared by both factors (Fig. 7H). In summary, *de novo* re-clustering of oocytes from control and irradiated wild-type and *Chek2*^*−/−*^ ovaries identified primordial oocytes undergoing active DDR. These oocytes show strong activation of the p53 pathway, DNA repair, and oxidative phosphorylation. Interestingly, activation of the apical junction pathway and upregulation of plasma membrane/cell surface proteins in primordial oocytes in subcluster 5 suggests an intriguing possibility of coordinated DDR signaling at the interface between primordial oocytes and pregranulosa cells. Moreover, these results indicate that, although TAp63 primarily mediates DDR and apoptosis in oocytes, the strong signature of p53-related signaling suggests an active role for p53 in the oocyte’s response to DNA damage. Further studies are needed to determine which DDR processes in oocytes are regulated by p53, and to which extent DDR in pregranulosa cells affects oocyte survival or death.

### 2.7. Radiation induces a moderate response in pregranulosa cells in primordial follicles

Radiation-induced damage eliminates oocytes in primordial follicles but not in growing primary and secondary follicles (Fig. 1A). Therefore, we hypothesized that the radiation response differs between pregranulosa cells from primordial follicles and granulosa cells from growing follicles. To identify pregranulosa cells, we *de novo* re-clustered granulosa clusters 2 and 4, which resulted in nine distinct subclusters (Fig. 8A and Fig. S9A). 

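The granulosa-like cells formed 8 subclusters of 2688, 2442, 2288, 1893, 1762, 1235, 1064 and 129 cells, with the RRGs kept out of the variable genes. With the RRGs among them there were 10.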

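Subclusters 2 and 4 met the marker rule for quiescent granulosa cells. *Btg2* was at 1014 and 1191, *Junb* at 501 and 585 and *Txnip* at 452 and 681 CPM, and *Btg2* and *Txnip* at most at 626 and 233 CPM in the other subclusters. *Amh* was at 116 CPM in subcluster 2 and 24 CPM in subcluster 4, and *Hsd3b1* at 266 and 56.6 CPM.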

We classified cells in subcluster 1 as pregranulosa in primordial follicles based on the expression of previously described quiescence genes such as *Junb, Btg2*, and *Txnip* (Meinsohn et al., 2021) and lack of follicle activation markers *Amh, Hsd3b1, Nr5a2, Slc18a3* and *Fam13a* (Meinsohn et al., 2021; Niu and Spradling, 2020) (Fig. 8B, C). 

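In subcluster 1, which no rule named, *Amh* was at 538, *Hsd3b1* at 729, *Btg2* at 216 and *Junb* at 151 CPM.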

Subcluster 2 showed downregulation of quiescence markers and upregulation of follicle activation markers such as *Amh, Inha*, and *Hsd3b1*; therefore, they were classified as granulosa cells in activated primary follicles. 

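Subcluster 3 met the rule for replicating granulosa cells, with *Amh* at 612 and *Top2a* at 161 CPM. Subcluster 5 had the highest *Top2a*, 1090 CPM, with all 6 proliferation genes past the rule, and subcluster 7 had 4 of them.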

Subclusters 3–5 contained mitotically active granulosa cells from growing primary follicles characterized by signatures of follicle activation (*Amh* and *Hsd3b1*) and proliferation (*Mcm2–7*, *Top2a, and Cdc20*). 

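Subcluster 6 met the rule for transitional granulosa cells, with *Kitl* at 783 and *Hsd3b1* at 1665 CPM, both the highest of the 8 subclusters, and *Btg2* at 626 CPM.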

Subcluster 6 expressed high levels of *Kitl* and *Hsd3b1* as well as quiescence markers *Junb* and *Btg2*, suggesting that they were pregranulosa cells that have initiated follicle activation and may belong to the transitional follicle (Fig. 8B, C). Cells in subcluster 8 expressed epithelial markers *Gng13 and Lgr5* along quiescence genes, possibly representing the remnant population of embryonic epithelial pregranulosa cells (Meinsohn et al., 2021; Niu and Spradling, 2020). 

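*Lgr5* and *Gng13* were at 27.9 and 40.9 CPM in the quiescent-like subcluster 4, the highest of the 8 subclusters, as were *Aldh1a2* (175 CPM) and *Krt18* (184 CPM). No subcluster met the rule for epithelial pregranulosa cells with the RRGs kept out of the variable genes, and 1 did with them among these genes.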

The identity of cells in subcluster 7 remains undetermined as they expressed granulosa and fibroblast-related genes (Fig. 8B, C). Cells in subcluster 9 were classified as low-quality due to low gene counts. In contrast to oocytes, irradiated and non-irradiated cells from wild-type and *Chek2*^*−/−*^ ovaries were distributed across all subclusters (Fig. S9B). 

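Of the 3640 irradiated wild-type granulosa-like cells, 20.6, 22.5, 10.4, 16.6, 10.2, 9.92, 6.18 and 3.46% were in subclusters 1 to 8. Subcluster 8 held 129 cells, 126 of them irradiated wild-type, with a median of 2609 UMIs per cell. With the RRGs among the variable genes, 1 of the 10 subclusters was made up of irradiated wild-type cells in 710 of its 766 cells. Each such subcluster rests on 1 library.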

To evaluate whether pregranulosa or other granulosa subtypes contributed to the radiation response signature in the ovary, we analyzed the expression of ovary-RRGs. Unlike for oocytes, there was no specific granulosa subcluster with a strong radiation-response signature, and most ovary-RRGs were not expressed in granulosa cells with the exception of known DDR genes such as *Bbc3, Ccng1*, and *Mdm2* (Fig. S9C). 

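The summed ovary-RRGs rose in wild-type cells of each of subclusters 1 to 7, from 139 to 587, 150 to 414, 120 to 313, 166 to 467, 123 to 319, 180 to 593 and 111 to 338 CPM. *Ccng1* had wild-type log2 ratios of 1.90 to 2.67 in these subclusters, *Bbc3* of 0.67 to 2.07 and *Mdm2* of 0.33 to 0.73.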

Interestingly, GSEA revealed differences in pathway activity between pregranulosa cells in subclusters 1, 6, and 8 and granulosa cells in growing follicles in subclusters 2–5 (Fig. 8D). These differences may be linked to varying radiation responses within these two types of follicles as individual units. Pregranulosa cells showed a stronger signature for the p53 pathway, apoptosis, apical junction, TNFα signaling via NF-κB, and interferon signaling while granulosa cells in growing follicles showed a stronger signature for the DNA repair, MTORC1 signaling, oxidative phosphorylation, and G2M checkpoint (Fig. 8D). Although the identity of subcluster 7 cells remains unclear they showed a signature more similar to pregranulosa cells (Fig. 8D). 

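In the quiescent-like subcluster 2 the wild-type log2 ratios were 3.06 for *Cdkn1a*, 1.22 for *Bax*, 2.05 for *Tnfrsf12a*, 2.34 for *Ifitm3* and 1.63 for *Cxcl10*. Those of *Tubb4b*, *Hmgcs1*, *Msmo1* and *Hspb1* were 0.73, 0.65, 0.65 and 0.32. *Cxcl10* also had a ratio of 1.30 in *Chek2*-/- cells of subcluster 2. Both quiescent-like subclusters together gave 3.73 for *Cdkn1a*, and 5.09 at a doubled resolution.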

Differential gene expression analysis in individual subclusters revealed that pregranulosa cells in primordial follicles (subcluster 1) exhibited a moderate response to radiation with fifteen genes showing significant changes in expression in wild-type ovaries after radiation (FC ≥ 1.5; FDR ≤ 0.05), including *Cdkn1a, Bax, Hspb1, Hmgcs1, Msmo1, Tnfrsf12a, Tubb4b, Ifitm3*, and *Cxcl10* (Fig. 8E and Supplementary Data 4). Interestingly, embryonic epithelial pregranulosa cells in subcluster 8 exhibited the strongest response to radiation, with 73 differentially expressed genes (FC ≥ 1.5; FDR ≤ 0.05) including *Cxcl10, Isg15, Ifitm3, Ifit1, Hmox1, Mt1, Tnfrsf12a, Hsp90aa1, Hspb1, Cdkn1a* (Fig. 8E). 

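In the quiescent-like subcluster 4, which had the highest *Lgr5* and *Gng13*, the wild-type log2 ratio of *Cdkn1a* was 4.93 [4.34 to 5.66]. *Tnfrsf12a* had 4.25, *Cxcl10* 3.64 [3.48 to 3.80], *Ifit1* 3.69, *Isg15* 3.08 and *Ifitm3* 2.08. The ratios of *Mt1*, *Hspb1*, *Hmox1* and *Hsp90aa1* were 1.83, 1.55, 1.51 and 1.20. In *Chek2*-/- cells of the same subcluster *Cxcl10* had 0.67 and *Hspb1* −0.02.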

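*Cdkn1a* rose in wild-type cells of the other subclusters too, with log2 ratios of 4.56, 4.14, 4.27 and 4.34 in subclusters 1, 3, 5 and 7, and a smaller one in subcluster 6. *Bax* had 0.95 to 1.67 over subclusters 1 to 7.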

Other subclusters showed significant differential expression of only a small number of genes in wild-type irradiated cells (FC ≥ 1.5; FDR ≤ 0.05), including *Cdkn1a, Uba52*, and *Bax* (Fig. 8E, F and Supplementary Data 4), in agreement with findings from the whole granulosa cell cluster analysis. 

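*Tnfrsf12a* had wild-type log2 ratios of 2.05 and 4.25 in the quiescent-like subclusters 2 and 4 and 0.42 to 0.86 in subclusters 1, 3, 5, 6 and 7. *Cxcl10* had 0.55 to 1.19 in those 5 subclusters. *Isg15* had 4.53 in subcluster 2, and 3.80, 4.71, 3.71, 4.75 and 1.78 in subclusters 1, 3, 5, 6 and 7.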

In summary, analysis of the radiation response across different types of granulosa cells revealed a moderate transcriptional response in pregranulosa cells from radiation-sensitive primordial follicles and a weak response in granulosa cells from radiation-resistant growing follicles.

## 3. Discussion

Females are born with a finite supply of immature PFs, which are expected to last throughout their reproductive lifespan until menopause. As we increasingly recognize that various exogenous and endogenous sources can cause DNA damage in primordial oocytes enclosed in PF, leading to their accelerated depletion, it becomes critical to identify the factors that regulate the oocyte’s response to DNA damage and its survival. This is important because the loss of immature follicles results in loss of fertility and hormonal dysregulation in females. In this study, we employed both bulk and single-cell transcriptomics to uncover the molecular mechanisms of DDR in the ovary that led to the elimination of primordial follicles in response to DNA damage caused by ionizing radiation. Our approach revealed that the response to DNA damage induced in ovaries, by a relatively low but oocyte lethal dose of radiation, is solely dependent on CHEK2 downstream signaling as the transcriptional response was almost entirely abolished in its absence. Radiation-induced DNA damage disproportionately affected oocytes and induced the strongest response at the transcriptional level driven by two CHEK2 targets: TAp63 and p53. We further demonstrate that the ovarian response to radiation involves the activation of interferon and inflammatory pathways in the ovarian soma and signaling at the cell-cell junctions likely between the oocyte and pregranulosa cells. Our findings reveal novel genes and unique responses in oocytes DDR, which may help explain their sensitivity to various genotoxic insults.

The single-cell composition of one-week-old ovaries, determined through transcriptional cell clustering, reveals the presence of nine major cell types. Among these, fibroblasts (or fibroblast-like stromal cells) and granulosa cells are the most abundant, together accounting for nearly 90% of all cells. Oocytes constitute around 2%, while the remaining cell types include endothelial, epithelial, erythroid, macrophages, pericytes, and perivascular cells. Following IR, oocytes exhibit the highest number of differentially expressed genes. This suggests that primordial oocytes are exquisitely sensitive to DNA damage and harbor a unique DDR. Somatic cells in the G2/M phase of the cell cycle are most sensitive to DNA damage due to the limited time for repair before chromosome segregation and subsequent cell division. Therefore, it may not be surprising that primordial oocytes, which are suspended in the dictyate stage of meiotic prophase I, similar to the G2 phase, are highly sensitive to DNA damage. However, despite remaining arrested for many months or years—which would give them enough time to repair the damage before resuming meiosis—they seem to default to apoptosis rather than repair despite elevated expression of key DNA repair genes.

The examination of changes in gene expression indicates that oocytes exhibit the strongest response to DNA damage in the ovary. Radiation treatment led to upregulation of multiple known DDR and apoptotic genes in oocytes including *Cdkn1a, Bbc3, Ddit4, Perp*, and *Phlda3*. This is in agreement with a previous study in purified primordial oocytes which reported an enhanced expression of pro-apoptotic genes (Fester et al., 2022). However, we also identified other upregulated genes in irradiated oocytes that point to additional response pathways that were not previously implicated in the DDR in ovaries. Although the function of *Ankrd65* is unknown, Ankyrin repeats mediate protein-protein interactions, and many proteins with ankyrin repeats have been implicated in DNA damage response (Dhyani et al., 2015; Hall et al., 2016; Neilsen et al., 2008). This suggests that ANKRD65 plays a role in DDR and damage repair, specifically in oocytes. The upregulation of *Cbr2* and *Dcxr*—which belong to a family of carbonyl oxidoreductases—reveals a potential mechanism of detoxification in response to oxidative damage specifically in oocytes (Ebert et al., 2015). These proteins can reduce endogenous and exogenous carbonyl compounds, including those derived from lipid peroxidation of mitochondrial membranes, and can provide protection against reactive oxygen and reactive carbonyl species (ROS and RCS). CBR2 is predominantly expressed in the lungs and is reported to localize to mitochondria but its exact function remains unknown (Matsuura et al., 1994). *Cbr2*^*−/−*^ females seem to be fertile, as are *Chek2*^*−/−*^, therefore more in-depth studies are needed to determine the role of CBR2 in ovarian DDR and follicle survival (de Angelis et al., 2015). DCXR is a multifunctional protein involved in sugar metabolism, carbonyl detoxification, cell adhesion, and male fertility (Ebert et al., 2015). *C. elegans* ortholog of DCXR (DHS-21) plays a role in detoxification of carbonyl compounds, and *dhs-21* mutants have shorter lifespans presumably due to decreased defense against oxidative damage (Son et al., 2011). *Dcxr*-deficient mice die before wean age, thus the role of DXCR in ovaries and female fertility was not assessed (de Angelis et al., 2015). However, DCXR was detected in human oocytes by Human Protein Atlas (Uhlén et al., 2015). This suggests that CBR2 and DCXR may protect oocytes from oxidative damage induced by IR and endogenous sources, however they may not be required for oocyte survival in the absence of pro-apoptotic signaling. Although a *Cbr2* ortholog was not found in humans, it is possible that DCXR alone fulfills this function in human oocytes. Intriguingly, DCXR is also implicated in cell adhesion and has been shown to colocalize with E-cadherin at cell-cell junctions (Cho-Vega et al., 2007; Ebert et al., 2015). Importantly, *Dcxr* is not the only gene induced by IR in oocytes associated with cell-cell junctions, suggesting a potential role for communication between oocytes and pregranulosa cells in the regulation of oocyte survival. *Fermt1* and *Fermt3*, also known as kindlin-1 and 3, are best known for their role in cell-extracellular matrix adhesion and integrin activation (Larjava et al., 2008; Plow and Qin, 2019). Interestingly, FERMT1 plays a role in oxidative stress response, and its deficiency results in increased sensitivity to oxidative stress (Emmert et al., 2017). The exact mechanism by which integrin-mediated adhesion may regulate oocyte survival remains unknown. Nevertheless, it has been demonstrated that the activation of integrins and cell adhesion can regulate cell survival in response to DNA damage through the modulation of p53 and p73/c-Abl, thereby potentially linking kindlins and apoptosis in oocytes (Lewis et al., 2002; Truong et al., 2003). Furthermore, we found that IR causes an upregulation of the cell-adhesion gene *Perp* in oocytes. PERP, a desmosomal protein, is a known target of p53 and p63 and is involved in apoptosis (Awais et al., 2016; Ihrie et al., 2003; Roberts and Paraoan, 2020). The oocytes in PFs are surrounded by pregranulosa cells, which are similarly quiescent and non-proliferative. They support oocyte quiescence and survival through direct contact and bidirectional communication across cell-cell junctions (Eppig, 1991, 2018; Rodrigues et al., 2021). These findings imply that there may be a coordinated response to radiation between primordial oocytes and the surrounding pregranulosa cells.

The analysis of DDR in pregranulosa cells from primordial follicles revealed a moderate transcriptional response to radiation with fifteen differentially expressed genes. In addition to canonical DDR genes (*Cdkn1a* and *Bax*), pregranulosa cells upregulated other genes previously linked to radiation response. Two genes involved in the biosynthesis of cholesterol *(Hmgcs1* and *Msmo1*) were upregulated in pregranulosa cells after radiation. It has been reported that *Hmgcs1* regulates radiosensitivity of cancer cells by controlling cholesterol metabolism and mitochondrial gene expression (Zhang et al., 2023). Cholesterol is concentrated in the plasma membrane and thus may affect protein function at the interface between the oocyte and pregranulosa cells. Although there is evidence for the role of cholesterol in DDR, the underlying mechanisms remain unknown (Werner et al., 2019). Over expression of a heat shock protein HSPB1 (HSP25) has been shown to provide protection against radiation, therefore upregulation of *Hspb1* in pregranulosa cells could contribute to their radiation resistance (Baek et al., 2000; Park et al., 2000). Interestingly, the remnant population of embryonic pregranulosa cells showed the most robust response to radiation among granulosa cell types. It is unclear if these cells contribute to primordial follicles in the one-week-old ovary or persist in the ovary beyond puberty. In contrast, granulosa cells in growing follicles were largely unaffected by radiation at the transcriptional level, reflecting their tolerance to the radiation dose used in this study. The difference in oocyte’s response to radiation enclosed in primordial or growing follicles may be also linked to the differential activity of cellular pathways in the supporting granulosa cells within the follicle. Elevated activity of p53, apoptosis, apical junctions, interferon, and TNFα signaling pathways in pregranulosa cells may contribute to PF radiosensitivity. More studies are needed to better understand the communication between the oocyte and granulosa cells in the radiation-sensitive and radiation-resistant follicles.

Fibroblast cells in the ovarian stroma show an overall weak response to radiation. Upregulation of *Cdkn1a, Exoc4,* and *Btg2* in these cells indicates activation of DNA repair and pro-survival responses (Rouault et al., 1996; Torres et al., 2015). This implies that the IR dose used in this study, while lethal to primordial oocytes, is tolerated by fibroblasts. This is corroborated by previous studies where neither lower (0.1 Gy) nor higher (1 Gy) doses resulted in fibrosis which could arise after IR (Kimler et al., 2018; Quan et al., 2020). The ovarian surface epithelium showed the second highest number of differentially expressed genes (20 DEGs), exhibiting a strong interferon-induced immune response. This included genes such as *Isg15*, *Rsad2*, *Stat1*, *Tnfrsf12a*, and interferon-inducible genes *Ifit1*, *Ifit3*, *Ifitm3*, *Iigp1*, *Irgm1*. Multiple epithelial RRGs were also upregulated in pregranulosa cells (e.g., *Isg15*, *Ifitm3*, *Tnfrsf12a*), which may reflect their epithelial origin (Niu and Spradling, 2020). Most of our knowledge about the role of interferon signaling in response to IR-induced DNA damage comes from studies in cancers where it is often linked to cGAS/STING signaling (Deng et al., 2014; Goedegebuure et al., 2021; Storozynsky and Hitt, 2020; Wilkins et al., 2019). Interferon alpha was shown to induce apoptosis via the mitochondrial pathway and activation of BAX, which we see upregulated in epithelial cluster cells (Panaretakis et al., 2003). ISG15, a ubiquitin-like protein that conjugates to various proteins in response to interferon, was previously shown to be upregulated in response to DNA damage and has been implicated in the regulation of p53 and p63 (Sandy et al., 2020; Wardlaw and Petrini, 2023). Interestingly, while TAp63 is exclusively expressed in oocytes, p53 and CHEK2 are ubiquitously expressed in all cells within the ovary. Therefore, it is possible that extrinsic signaling from other cells in the ovary, including the neighboring pregranulosa and surface epithelium or fibroblasts in the stroma, may also play a role in regulating the fate of primordial oocytes either by direct cell-cell communication, or by stimulating changes in the microenvironment (Gaugler et al., 2007; Martinez-Zubiaurre and Hellevik, 2023; Widel et al., 2012). Intriguingly, a previous study reported a strong interferon response in purified oocytes after IR (Fester et al., 2022). Our study detected INF-α, INF-γ, and inflammatory signatures in ovaries by bulk RNA-seq but not in oocytes using scRNA-seq. It is possible that the protocol used for oocyte purification resulted in contamination with epithelial cells or incomplete separation of primordial oocytes from pregranulosa cells, which may be the actual source of the interferon signaling. Studies in cancer cells show that the upregulation of interferon-stimulated genes is associated with resistance to DNA-damaging radiotherapy (Padariya et al., 2021; Weichselbaum et al., 2008). This suggests that interferon response may contribute to the resistance of pregranulosa cells to radiation and their survival. Further studies are needed to determine the role of interferon signaling in primordial follicles and ovarian environment in response to DNA damage.

Although p53 is activated, and p53-regulated genes are upregulated in response to DNA damage in oocytes, much less is known about the role of p53 in primordial oocytes compared to TAp63. p53 is a multifunctional protein best known for regulating cell cycle arrest or inducing apoptosis in response to DNA damage (Wang et al., 2023). While most of our knowledge about p53 comes from studying cancer cells or other proliferating cells, it has also been implicated in regulating non-apoptotic programs such as metabolism, stemness, and neuronal differentiation (Lacroix et al., 2020; Olivos and Mayo, 2016; Tedeschi and Di Giovanni, 2009). Interestingly, a study in postmitotic cells in Drosophila revealed that p53 does not induce apoptosis after IR. Instead, it regulates metabolism, proteolysis, and DNA repair (Kurtz et al., 2019). It is possible that in quiescent meiotically arrested primordial oocytes, p53 is also not involved in triggering apoptosis; its primary role may be regulating oocyte survival. Moreover, it has been shown that cell type-specific and condition-dependent thresholds of p53 accumulation determine its pro-apoptotic activity (Hanson et al., 2019; Jiménez et al., 2022; Stewart-Ornstein et al., 2021). Our previous work has shown that alkylating agents induce more DNA damage in oocytes, leading to activation of p53-dependent apoptosis and primordial follicle loss (Emori et al., 2023). Therefore, the amount of cellular damage and specialized mechanisms likely regulate p53 activity in oocytes. Elevated expression of *Mdm2* in oocytes, which directs p53 degradation, suggests tight control of p53 activity in oocytes. Indeed, loss of MDM2 activity in oocytes causes premature depletion of PFs due to accumulation of p53 (Zhang et al., 2017). A better understanding of the DDR responses driven byTAp63 and p53—that may be beneficial to oocyte’s survival but are made ineffective by excessive (or precautious) TAp63-driven apoptosis—will be critical for elucidating the mechanisms of ovarian aging, and ovariotoxic effects of therapeutic or environmental genotoxic exposures.

## 4. Materials and methods

### 4.1. Animals

All procedures used in this study were approved by the IACUC at The Jackson Laboratory. C57BL/6J (#000664) and *Trp53*tm1Tyj/J (#002101) mice were obtained from The Jackson Laboratory. *Chek2*tm1b(EUCOMM)Hmgu mice were obtained from KOMP program at JAX. *Trp63*S621A mutant line was generated using CRISPR/Cas9 (Emori et al., 2023). For total body irradiation experiments, 7 to 9-day old females were irradiated using a Cesium-137 gamma irradiator. Females were exposed to sham or a single dose of 0.5 Gy administered at a rate of (~170 Rad/min). Ovaries were collected at 3 or 6 h after radiation for RNA or protein extraction or were fixed in 4% PFA for immunostaining. For whole ovary immunostaining and imaging, ovaries were collected one week after radiation following perfusion with PFA as previously described (Boateng et al., 2021).

### 4.2. Immunohistochemistry

Ovarian sections of 5 μm thickness were prepared and immunostained using standard procedures. Primary antibodies used in this study were mouse anti-p63 (4A4, Biocare Medical, CM163A), rabbit anti-pCHEK2(T68) (Bioworld Technology, BS4043), rabbit anti-phospho-p53(S15) (Cell Signaling, 9284), rabbit anti-DDX4 (Abcam, ab13840), mouse anti-γ-H2AX (Millipore, 05–636). The secondary antibodies used were Alexa Fluor (Invitrogen). Immunostaining for phospho-p53(S15) was performed with Starr Trek reagent (Biocare Medical, STUHRP700H). Imaging was performed using a Leica DM550 microscope and LAS X software (Leica).

### 4.3. Whole ovary immunostaining, optical clearing, and imaging

Immunostaining and optical clearing of whole ovaries was performed using CUBIC as described in (Boateng et al., 2021). The primary antibody incubation was carried out at room temperature with gentle rocking for 2–4 days. The primary antibodies used were rabbit anti-DDX4 (Abcam, ab13840) and secondary antibodies were Alexa Fluor (Invitrogen). Whole ovaries were imaged using the Leica DIVE/4Tune multiphoton and LAS X software (Leica). 3D rendering was prepared with IMARIS software (Bitplane).

### 4.4. In situ hybridization using RNAScope

Ovaries from 9-day-postpartum pups treated with sham or 0.5 Gy IR were fixed in 4% paraformaldehyde overnight at 4°C, embedded by freezing in O.C.T. media (Tissue-Tek), and sectioned into 10 μm thickness. Sections were processed using the Manual RNAscope 2.5 HD RNAscope kit (Advanced Cell Diagnostics (ACD) #322350) as described in the manufacturer’s instructions. In brief, 10-μm ovarian sections were pretreated with protease before hybridization with target probes: *Ankrd65* (ACD #843881), *Cbr2* (ACD #842871), and *Fermt3* (ACD #562571) and control probes: *Ppib* (ACD #313911), *DapB* (ACD #310043). Sections were incubated with amplifier probes AMP1 through AMP5, and then Fast-RED A/B solution was applied to sections for chromogenic staining of probes. Positive staining was identified as red, punctuate dots in the cells. Sections were counterstained with Hematoxylin Gills I and 0.02% ammonia water was used for blueing. Images were acquired using a bright field microscope (Leica DM5500) or NanoZoomer (C-13210-01). Experiments were performed with at least two ovaries per IR condition with a minimum of three replicates.

### 4.5. Quantitative RT-qPCR analysis

Ovaries were dissected from female pups exposed to sham or 0.5 Gy radiation 6 h after exposure (N = 3 per group). The ovaries were immediately frozen in liquid nitrogen and stored at −80°C until RNA extraction. Total RNA was extracted from pooled ovaries using a RNeasy Micro Kit (Qiagen, 74004) according to the manufacturer’s instructions, with an additional DNAse I treatment step to remove DNA contamination. A minimum of 500 ng of total RNA was reverse transcribed into cDNA using SuperScript IV reverse transcriptase (Invitrogen, 18091050) according to the manufacturer’s instructions. The cDNA samples were used as templates for quantitative real-time PCR (qPCR) using the ViiA7 Real Time PCR system (Life Technologies) and the Power Track SYBR Green PCR master mix (Applied Biosystems, A46109). The qPCR reactions were performed in triplicate. The primer sequences for the target genes and the reference gene *Gapdh* are shown in Table S4. The qPCR cycling conditions were as follows: 95°C for 2 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. The qPCR data were analyzed using the ViiA7 software, and the gene expression levels were calculated using the 2-ΔΔCT method, with GAPDH as the reference gene. The fold change in expression for each target gene between the sham and 0.5 Gy groups was calculated and plotted using PRISM 9.5.1 (GraphPad Software). Statistical analysis was performed using PRISM 9.5.1. One-way ANOVA with Bonferroni post hoc analysis was employed to determine differences between more than two groups. Values of P < 0.05 were considered statistically significant. Data are presented as means ± SEM.*P < 0.05; **P < 0.01; ***P < 0.001; P < 0.0001; n.s., non-significant.

### 4.6. Bulk RNA sequencing and analysis

Ovaries were dissected 6 h after sham or radiation treatment with 0.5 Gy and stored in RNAlater until extraction. RNA was extracted from paired ovaries (N = 6 per condition) using a miRNeasy micro extraction kit per the manufacturer’s instructions (Qiagen, 217084). RNA concentration and quality were assessed using the RNA Total RNA Nano Assay (Agilent Technologies). Libraries were constructed using the KAPA mRNA HyperPrep Kit (KAPA Biosystems). Library quality and concentration were checked using the D5000 Screen Tape (Agilent Technologies) and quantitative PCR (KAPA Biosystems). Barcoded libraries were then pooled and sequenced on the HiSeq2000 (Illumina) using TruSeq SBS Kit v4 reagents. The primary RNA-seq processing, quality control, and transcript-level quantitation were carried out using Nextflow-based pipeline nf-core/rnaseq (version1.4.3dev) (Ewels et al., 2020). Briefly, 100bp paired-end reads quality was checked using FastQC (v.0.11.9) (RRID:SCR_014583). Reads passing the quality thresholds were aligned and quantified using the Salmon quantification tool (RRID:SCR_017036) (Patro et al., 2017). Salmon v.1.3.0 was used to build an index and quantify transcript and gene expression against the reference transcriptome (Ensembl transcript release 105) using default parameters. Differential gene expression analysis was performed using the DESeq2 package (v.1.28.1) (RRID:SCR_015687) (Love et al., 2014). Differentially expressed genes were defined as significant with an adjusted p-value (FDR) < 0.05 and Fold change ≥ 2. The bulk RNA-seq results were visualized using heatmaps, volcano and box plots in Partek Genomics Suite (RRID:SCR_011860).

### 4.7. Single-cell RNA sequencing

7-day-old wild-type and *Chek2*^−/−^ females (N = 4 per group) were exposed to sham or 0.5 Gy radiation. Pooled ovaries were dissected 6 h after exposure and immediately dissociated into a single-cell suspension using the combined enzymatic-mechanical tissue dissociation protocol. In brief, ovaries were first incubated in collagenase IV (1 mg/ml, Worthington) and DNAse (0.02%, Worthington) solution in HBSS. After 15 min incubation at 37°C, trypsin was added to a final concentration of 0.125% and solution with ovaries was mixed by gentle pipetting. Following additional 10 min incubation at 37°C trypsin was inactivated by adding FBS and solution with ovaries was mixed by gentle pipetting with a wide-bore tip to mechanically facilitate the dissociation of the tissue into a single-cell suspension. Cell suspensions were filtered with a 40 μm mesh filter to remove debris and cell aggregates and spun down at 2000 rpm for 5 min in a swing-bucket centrifuge. Cell pellets were resuspended in 2% BSA PBS and single-cell suspensions were analyzed for viability and counted on a Countess II automated cell counter (Thermo Fisher). A total of 12,000 cells per sample were loaded onto a channel of 10X Chromium microfluidic chips for a targeted cell recovery of 6000 cells per lane. Single-cell capture, barcoding, and library preparation were performed according to manufacturer’s protocol (10x Genomics). Sample cDNA and library quality controls were performed using the Agilent 4200 TapeStation instrument and quantified by qPCR (Kapa Biosystems/Roche). Libraries were sequenced on a NovaSeq 6000 (Illumina) with the S2 100 cycle kit targeting 50,000 reads per cell.

### 4.8. Single-cell data processing and analysis

The raw sequencing reads from Illumina were aligned to the mouse reference genome mm10 using Cell Ranger V4 software (RRID:SCR_017344) with default parameters. Filtered gene counts generated after Cell Ranger were used for all the downstream analyses. The low-quality cells failing to meet the following threshold criteria were discarded, <1000 genes expressed or >20% mitochondrial transcripts or >50% ribosomal transcripts. In addition, the genes that were expressed in less than 3 cells were also discarded. The potential doublets were removed by applying the DoubletFinder (McGinnis et al., 2019) (RRID:SCR_018771) and DoubletDecon (Aran et al., 2019) packages with default parameters. Only the cells marked as doublets by both algorithms were removed. The remaining QC-pass cells were analyzed using the Seurat package (Satija et al., 2015) (RRID:SCR_016341) and batch-corrected using the Harmony package (Korsunsky et al., 2019). In brief, the single cells were normalized based on their library size and later log-transformed. For dimensionality reduction, principal component analysis was applied on the 2000 most variable genes and the first 30 computed PCs were used as an input for Leiden-based clustering. For cell type assignment, the cluster-specific marker genes were computed and visualized in dot plots or feature plots for cell type inference. In parallel, a supervised algorithm SingleR (Aran et al., 2019), that relies on pre-defined reference transcriptome profiles, was used to compare the single-cell transcriptomes and assign the cell type labels. The single-cell results, marker genes and overlaps with bulk RNA-seq were visualized using heatmaps, dot, violin, or radar plots in R language and Partek Genomics Suite (RRID:SCR_011860).

### 4.9. Enrichment analyses of differentially expressed genes from bulk and scRNA-seq

The functional enrichment analyses were performed using g:Profiler (RRID:SCR_006809) (Raudvere et al., 2019) and Mus musculus as the species. Differentially expressed genes were ranked by significance (FDR) and analyzed by g:SCS multiple testing correction method and significance threshold set to 0.05. Statistical significance was calculated using a custom background list of all genes expressed in the ovary as detected by bulk RNA sequencing. Functional analysis was conducted using the Gene Ontology database for molecular function (GO:MF), cellular component (GO:CC), and biological function (GO:BF) and KEGG database for biological pathways. Minimum and Maximum term size limits were set at 10 and 1000 genes.

Gene set enrichment analysis (GSEA) for bulk RNA-seq normalized gene expression data was performed using the GSEA software (GSEA version 4.2.3) (RRID:SCR 001905) (Subramanian et al., 2005) and the hallmark gene set collection (RRID:SCR_016863) from the Molecular Signatures Database (MsigDB) (Liberzon et al., 2011). The number of permutations was set to 1000 (geneset) and dataset minimum and maximum size were set to 10 and 1000, respectively. Absolute NES (normalized enrichment score) > 1.6 and FDR < 0.05 were set as cut-offs for significant enrichment. For scRNA-seq data, we used the fGSEA (RRID:SCR_020938) R package for pathway enrichment analysis and tested for different gene sets like Hallmarks gene sets from MSigDB database (Liberzon et al., 2011) (RRID:SCR_016863). For fGSEA input, genes were pre-ranked using a fast Wilcoxon rank-sum test (presto R package V1.0.0) to test the enrichment of different gene sets. Enrichment analysis for predicted transcription factors (TF) was conducted using g:Profiler and the TRANSFAC database (with no term size limit). Further TFs enrichment analysis was performed by ChEA3 (RRID:SCR_023159) with ReMap Chip-seq library (Keenan et al., 2019).

## Supplementary Material

Supp 1

Supp 2

Supp 3

Supp 4

Supp 5

Supplementary data to this article can be found online at https://doi.org/10.1016/j.ydbio.2024.09.007.

## Figures and Tables

**Fig. 1.**
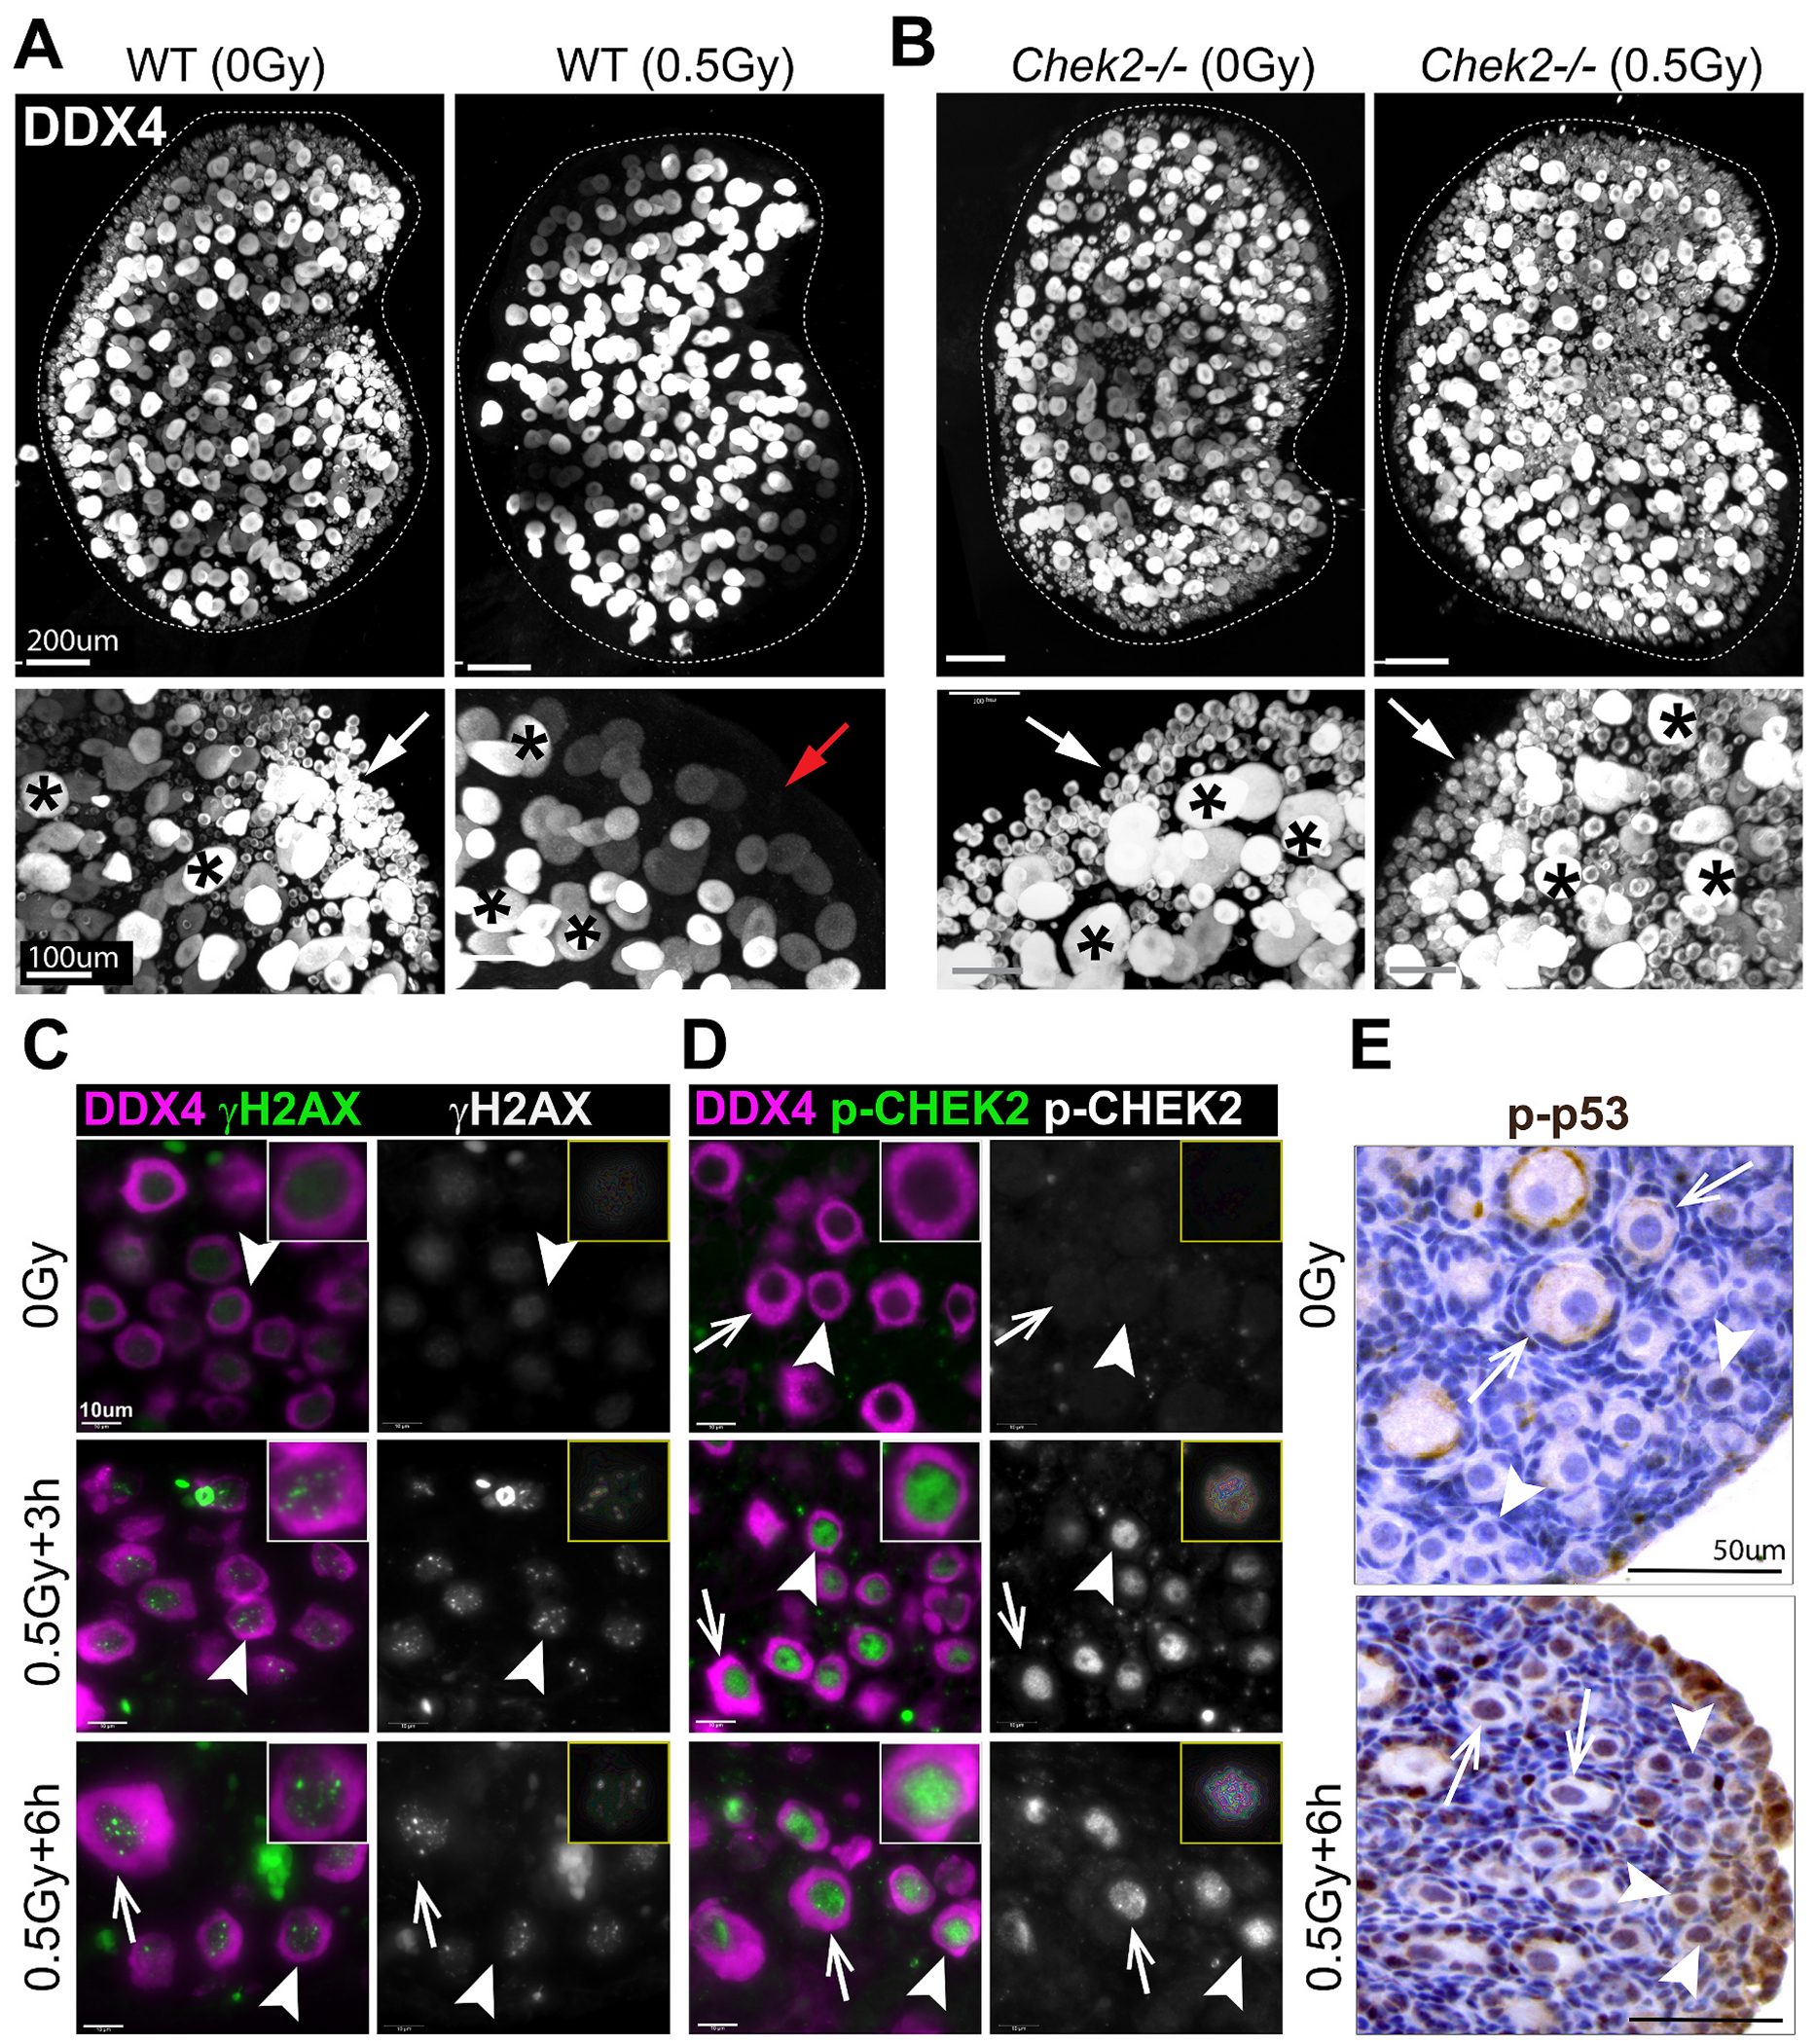
IR-induced DNA damage activates CHEK2-dependent signaling leading to primordial oocyte loss. IR dose of 0.5 Gy eliminates primordial oocytes (white arrows) in wild-type (**A**) but not in *Chek2*-deficient ovaries (**B**). Large growing oocytes (asterisks) are not eliminated by IR. The red arrow indicates the area depleted of primordial oocytes in wild-type irradiated ovaries. Shown are 3D renderings of whole ovaries (top) and a magnified view (bottom). Ovaries were collected one week after IR and immunostained with oocyte marker DDX4. IR induces DNA damage in oocytes, as evidenced by γH2AX staining (**C**), and leads to phosphorylation and activation of CHEK2 (p-CHEK2) (**D**). IR leads to phosphorylation and activation of p53 (p-p53) in oocytes and other ovarian cells (**E**). Arrowheads indicate primordial oocytes and arrows indicate oocytes in primary follicles.

**Fig. 2.**
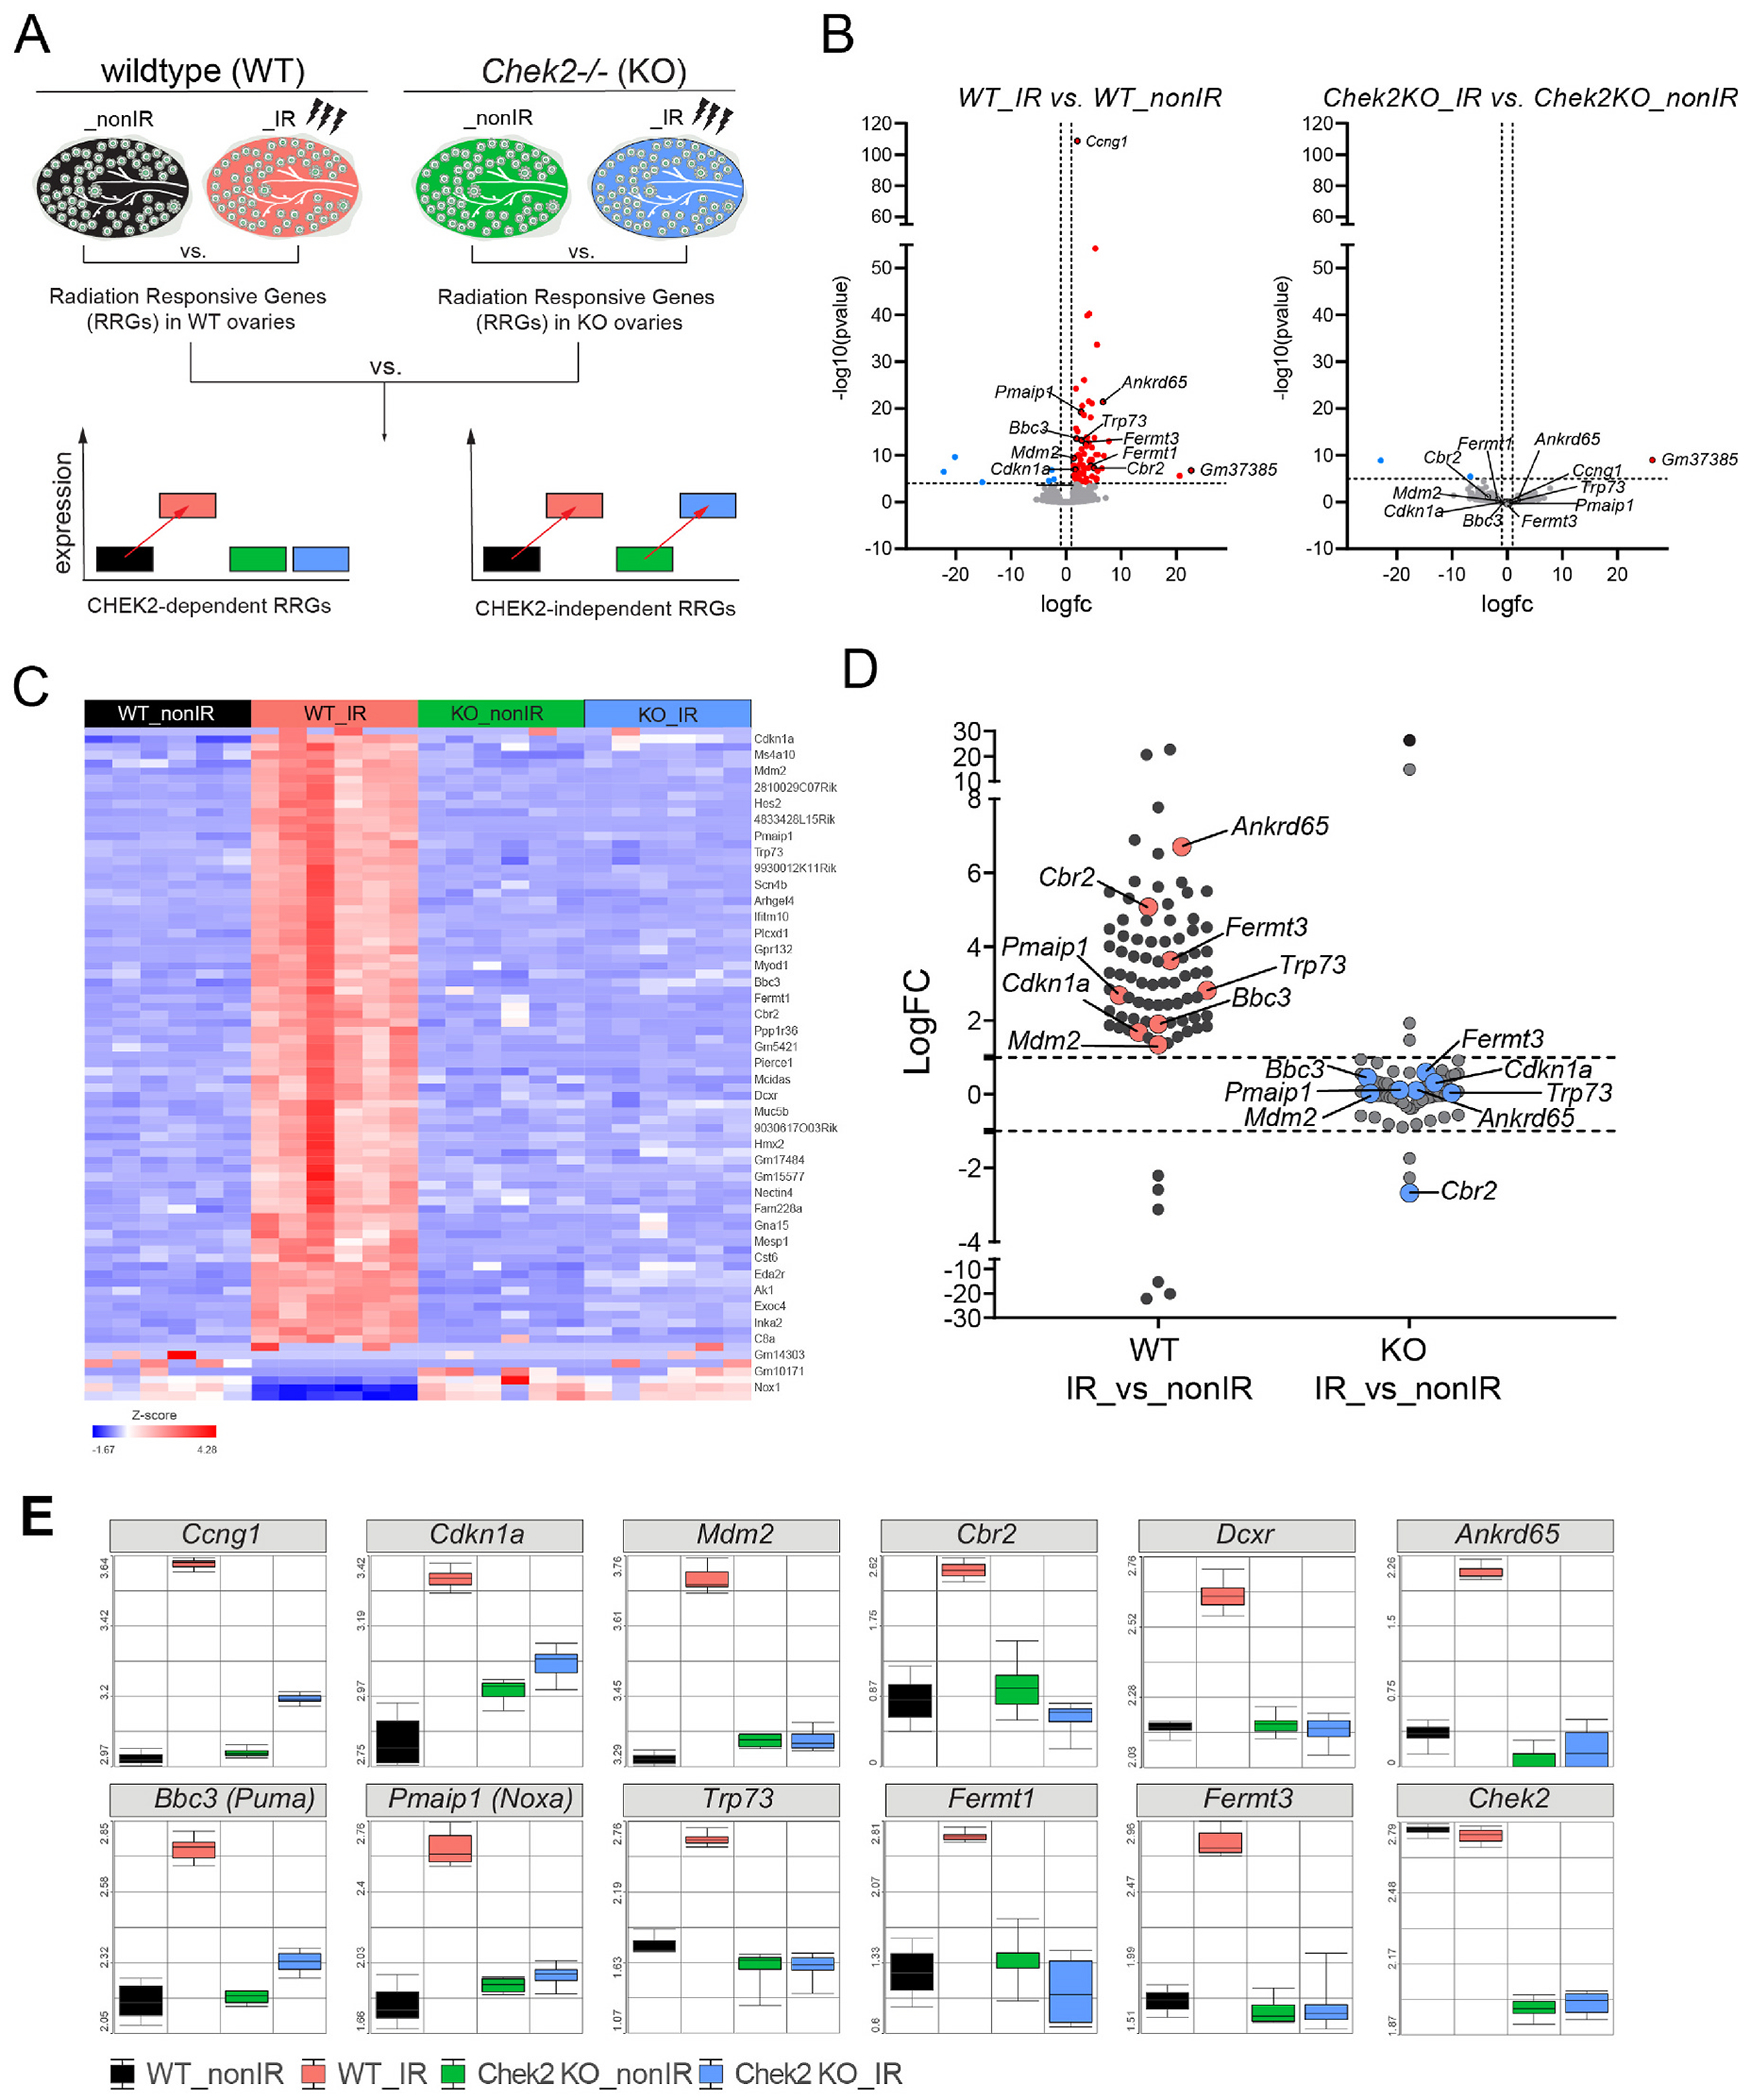
Radiation response in ovaries is abolished in the absence of CHEK2. **A)** Schematic representation of the experimental design. **B**) Volcano plot showing significant Radiation-Responsive Genes (RRGs) at FDR < 0.05 in wild-type and *Chek2*^*−/−*^ ovaries. Up-regulated LogFC ≥ 1 (red), non-significant (grey), and downregulated LogFC ≤ −1 (blue). **C**) Heatmap showing expression of 83 RRGs across treatment groups. **D**) Comparison of gene expression changes (LogFC) induced by IR in wild-type vs. *Chek2*^*−/−*^ ovaries shows a lack of response in the absence of CHEK2. **E**) Box plots showing expression of genes representing known DDR markers and newly identified RRGs in the ovary (N = 6 samples per group).

**Fig. 3.**
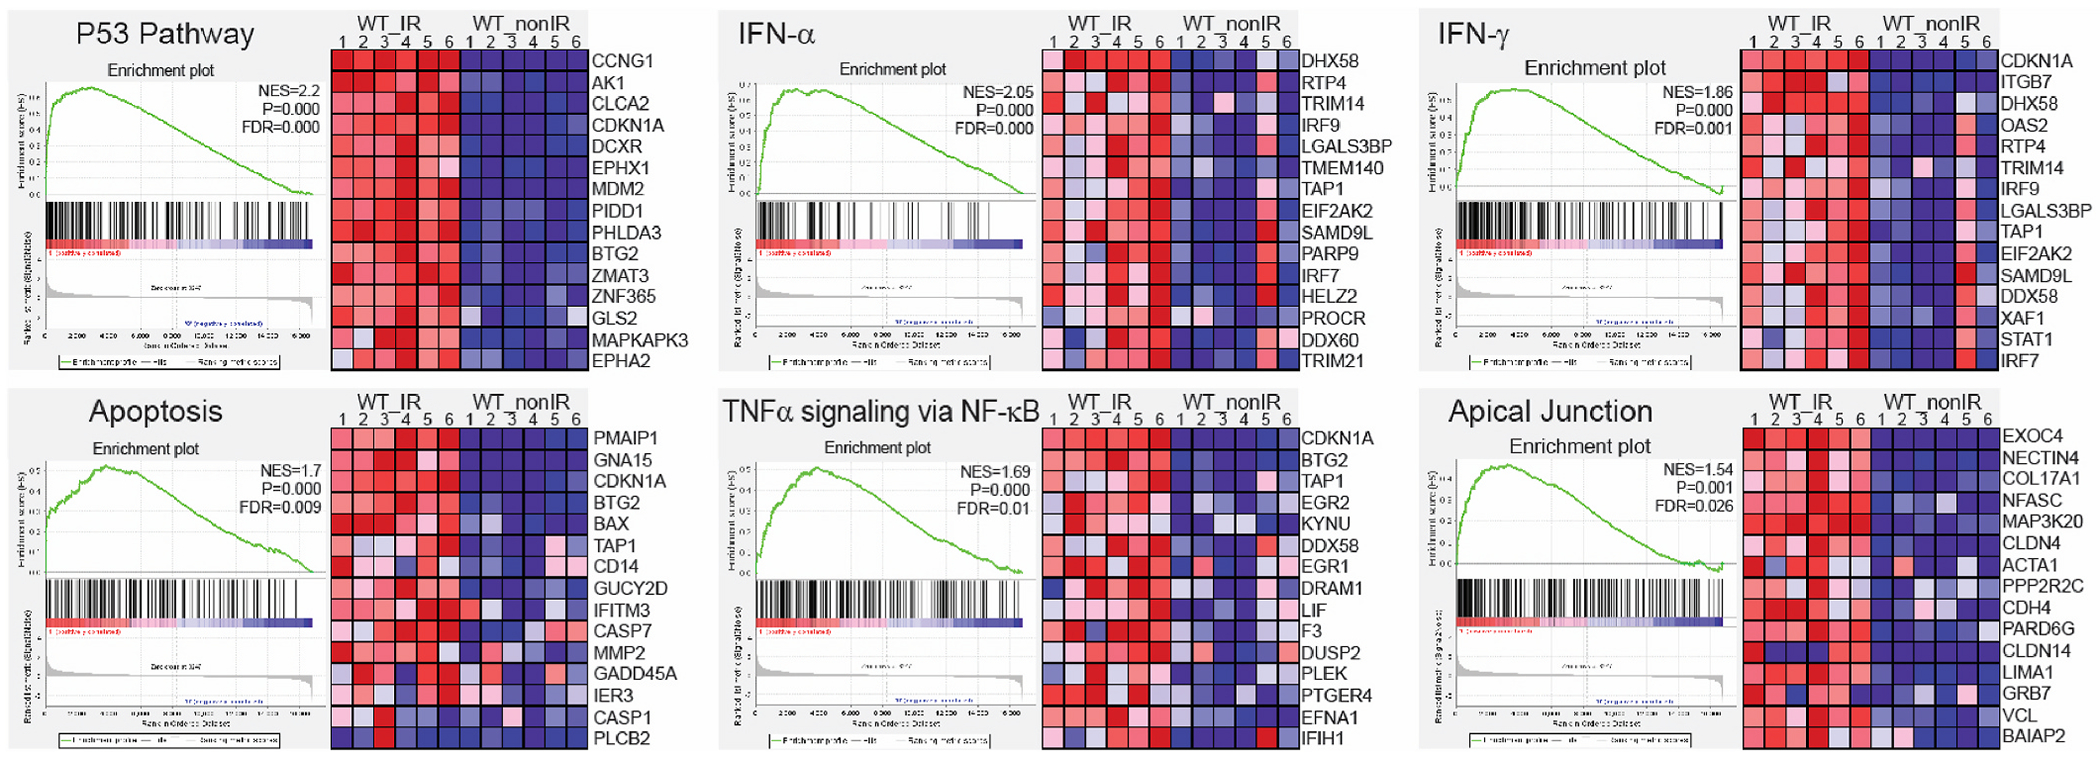
Gene Set Enrichment Analysis (GSEA) in HALLMARK datasets. The p53, apoptosis, inflammatory, and apical junctions gene sets were significantly activated in irradiated ovaries. The plots show the leading edge (most significant genes) as vertical bars accumulated below the peak of the green enrichment score (ES) line and on the right as heatmaps. NES - normalized ES, P - nominal p value, FDR - q value. The significance criteria were nominal p-value < 0.05 and FDR q-value ≤ 0.05.

**Fig. 4.**
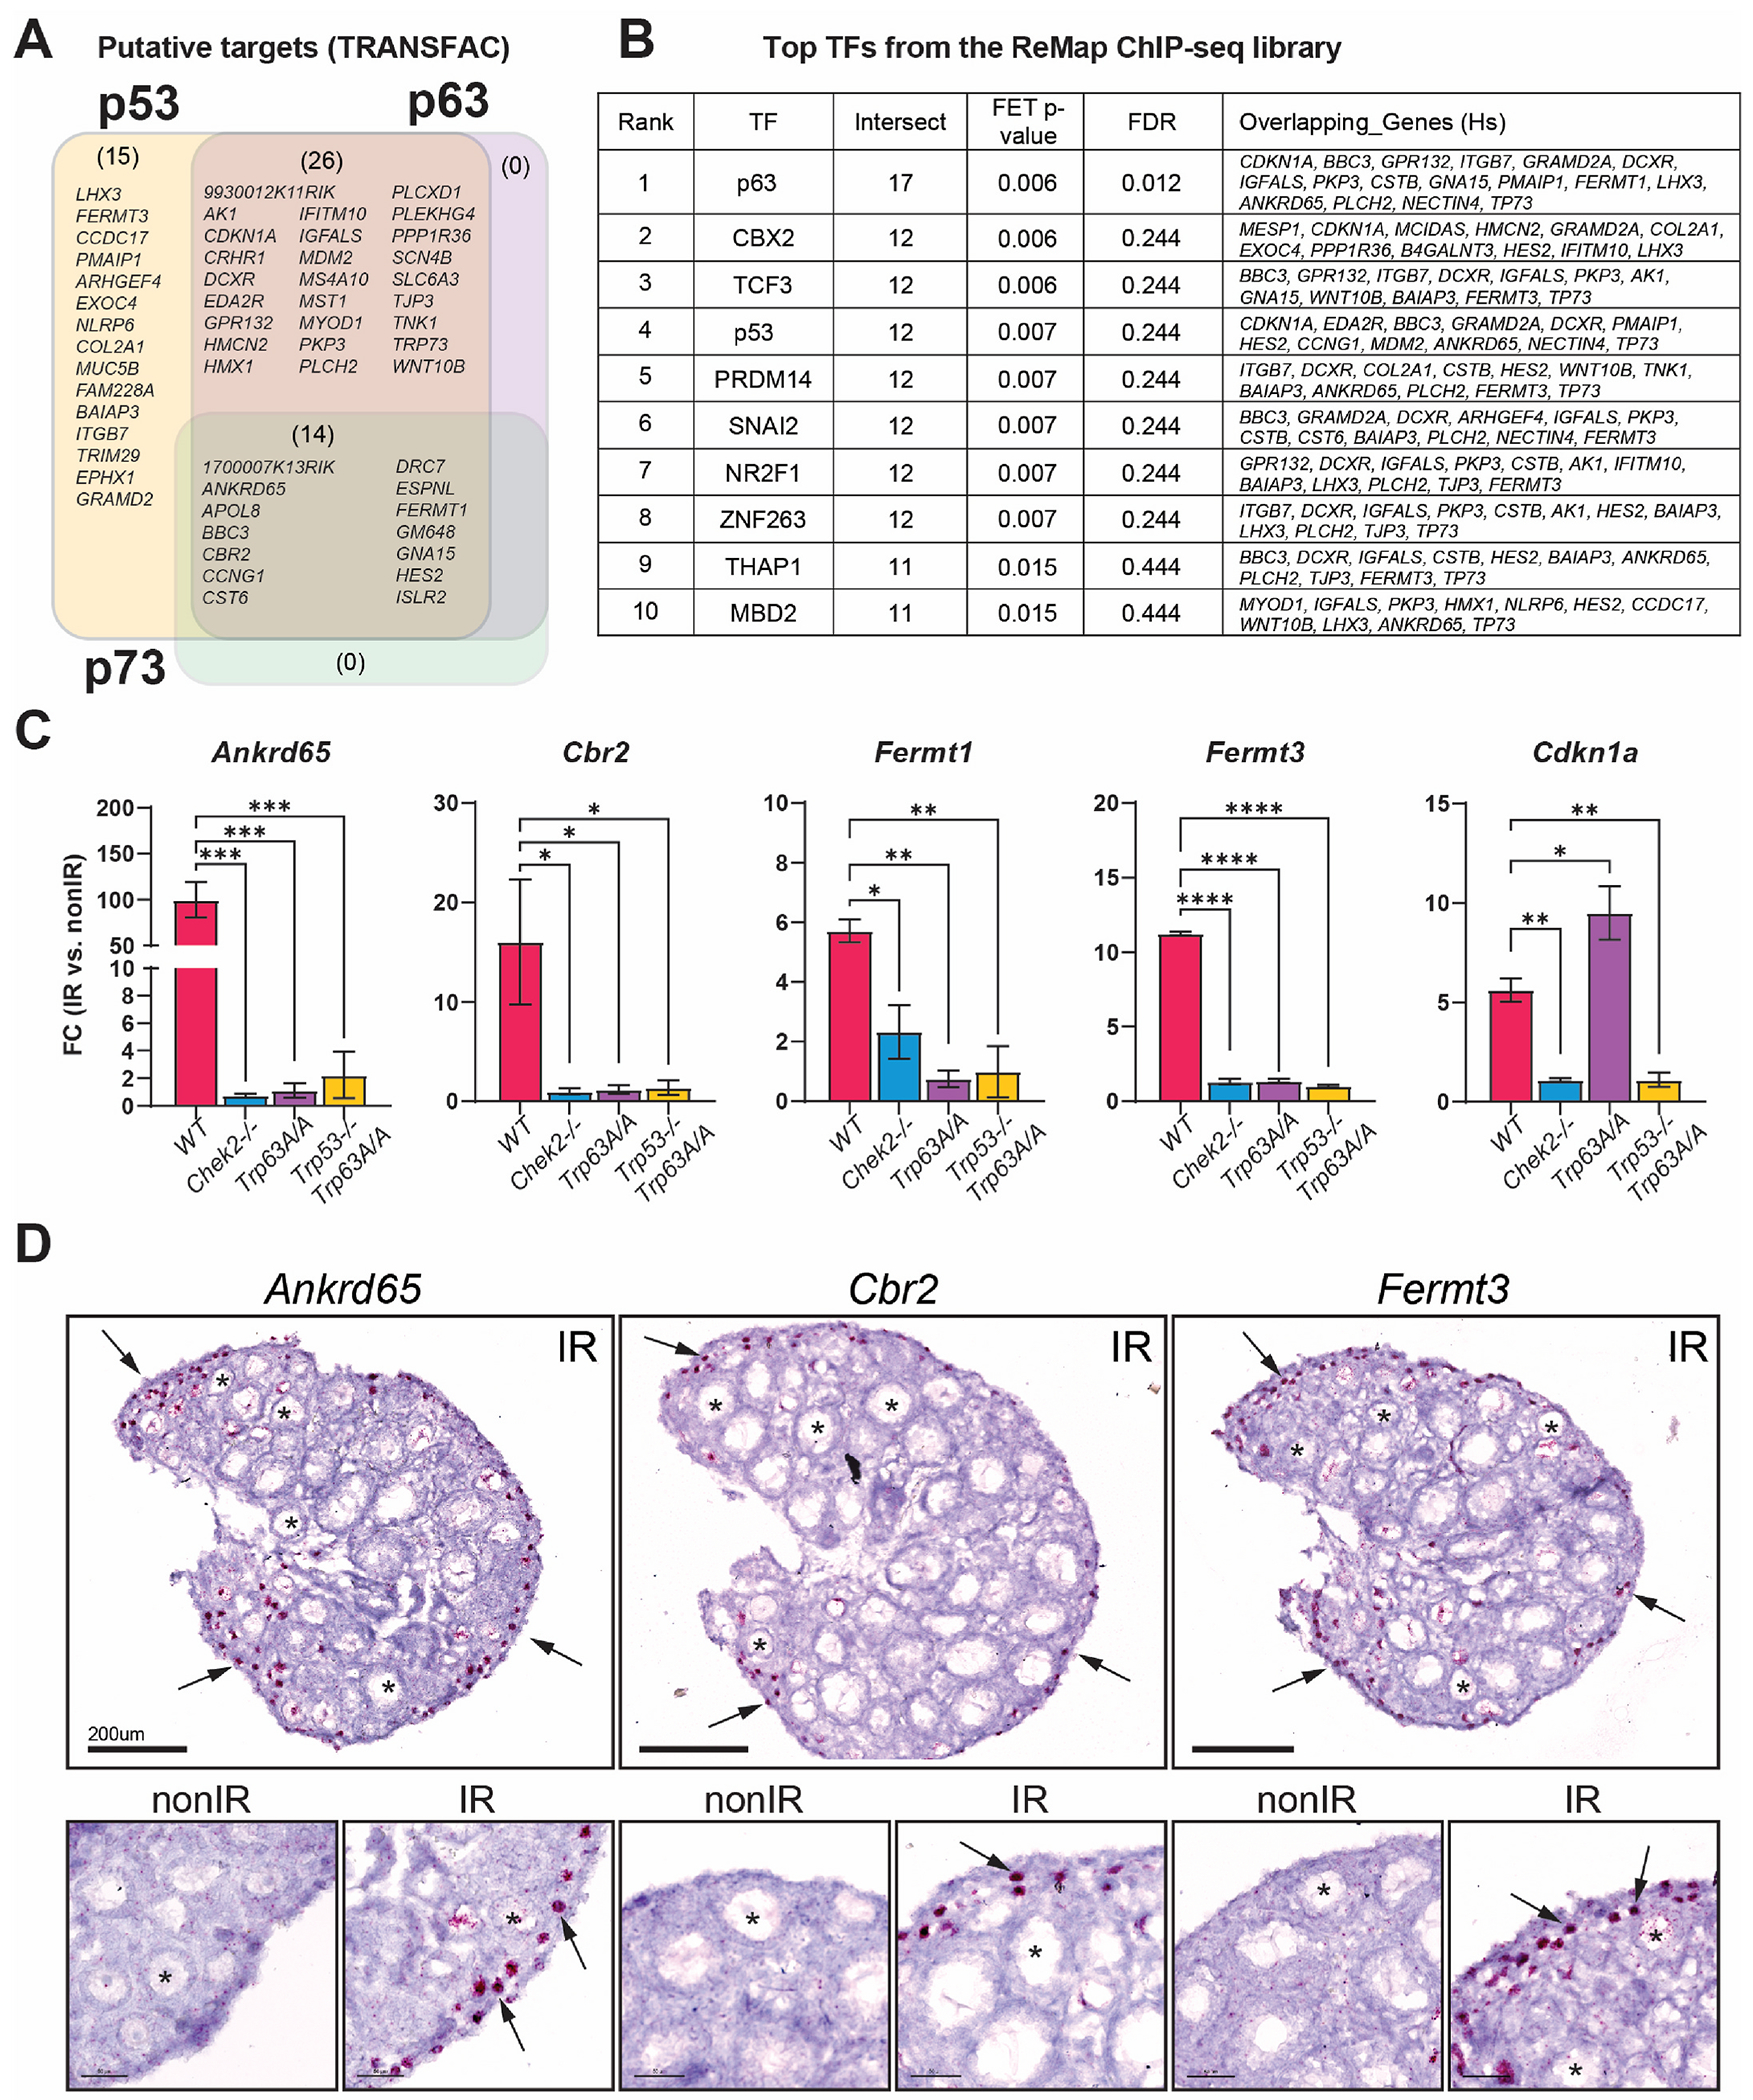
Radiation induces expression of TAp63 and p53 target genes. **A**) Venn diagram showing putative targets of p53, p63, and p73 transcription factors (TF) among RRGs based on TRANSFAC database. **B**) Top TFs predicted to regulate RRG expression based on validated ReMap ChIP-seq datasets. **C**) RT-qPCR analysis of RRGs expression in ovaries from mutant mice lacking active CHEK2, TAp63, and p53. One-week-old females were exposed to 0.5Gy IR and ovaries were collected 6 h after radiation for gene expression analysis. **D**) RNAscope validation of oocyte-specific upregulation of novel RRGs in the ovary 6 h after IR. The red signal indicates the presence of the transcript. Arrows indicate oocytes.

**Fig. 5.**
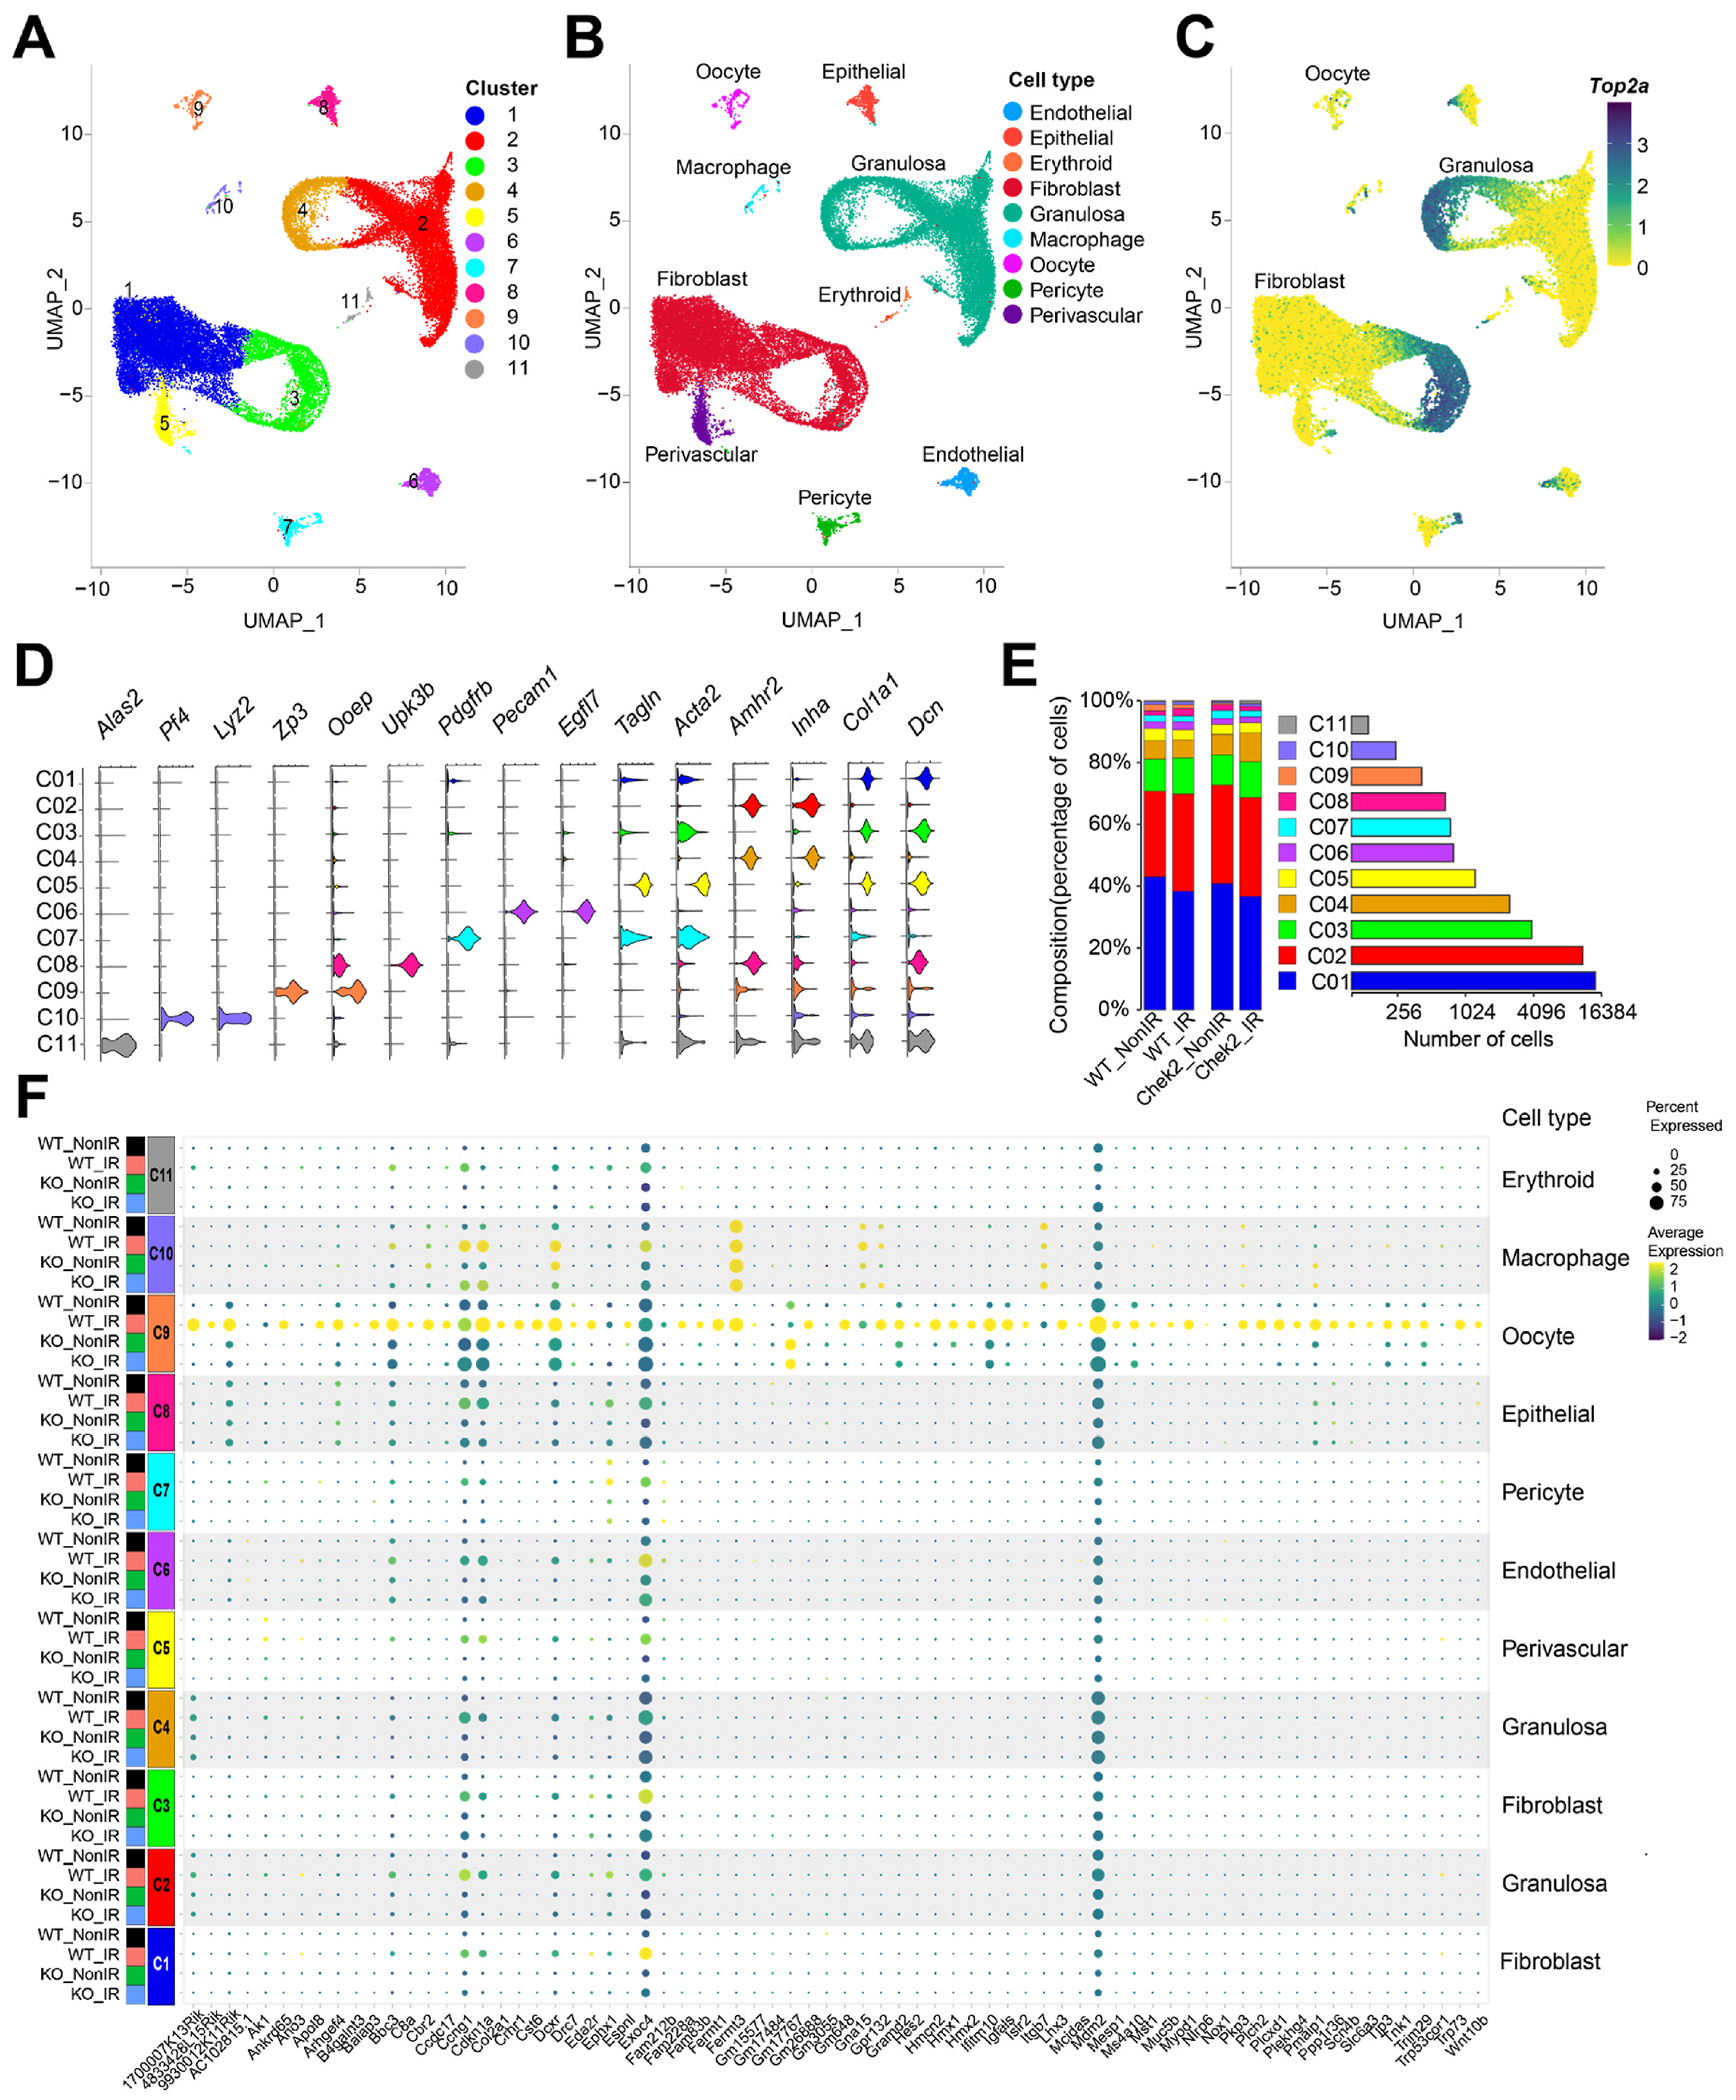
Radiation Responsive Genes are predominantly induced in oocytes. UMAP plots of all cells from wild-type and *Chek2*^*−/−*^ ovaries with and without radiation identified 11 clusters (**A**) representing nine cell types (**B**). **C**) UMAP plot showing expression of proliferation marker *Top2a*. **D**) Clusters were identified by the expression of cell-type-specific markers shown as violin plots. **E**) Distribution of cells among clusters. **F**) Bubble plot comparing expression of ovary-RRGs from bulk analysis across individual clusters and cell types. Bubble size is proportional to the percentage of cells in a cluster expressing a gene, and color intensity is proportional to average scaled gene expression within a cluster.

**Fig. 6.**
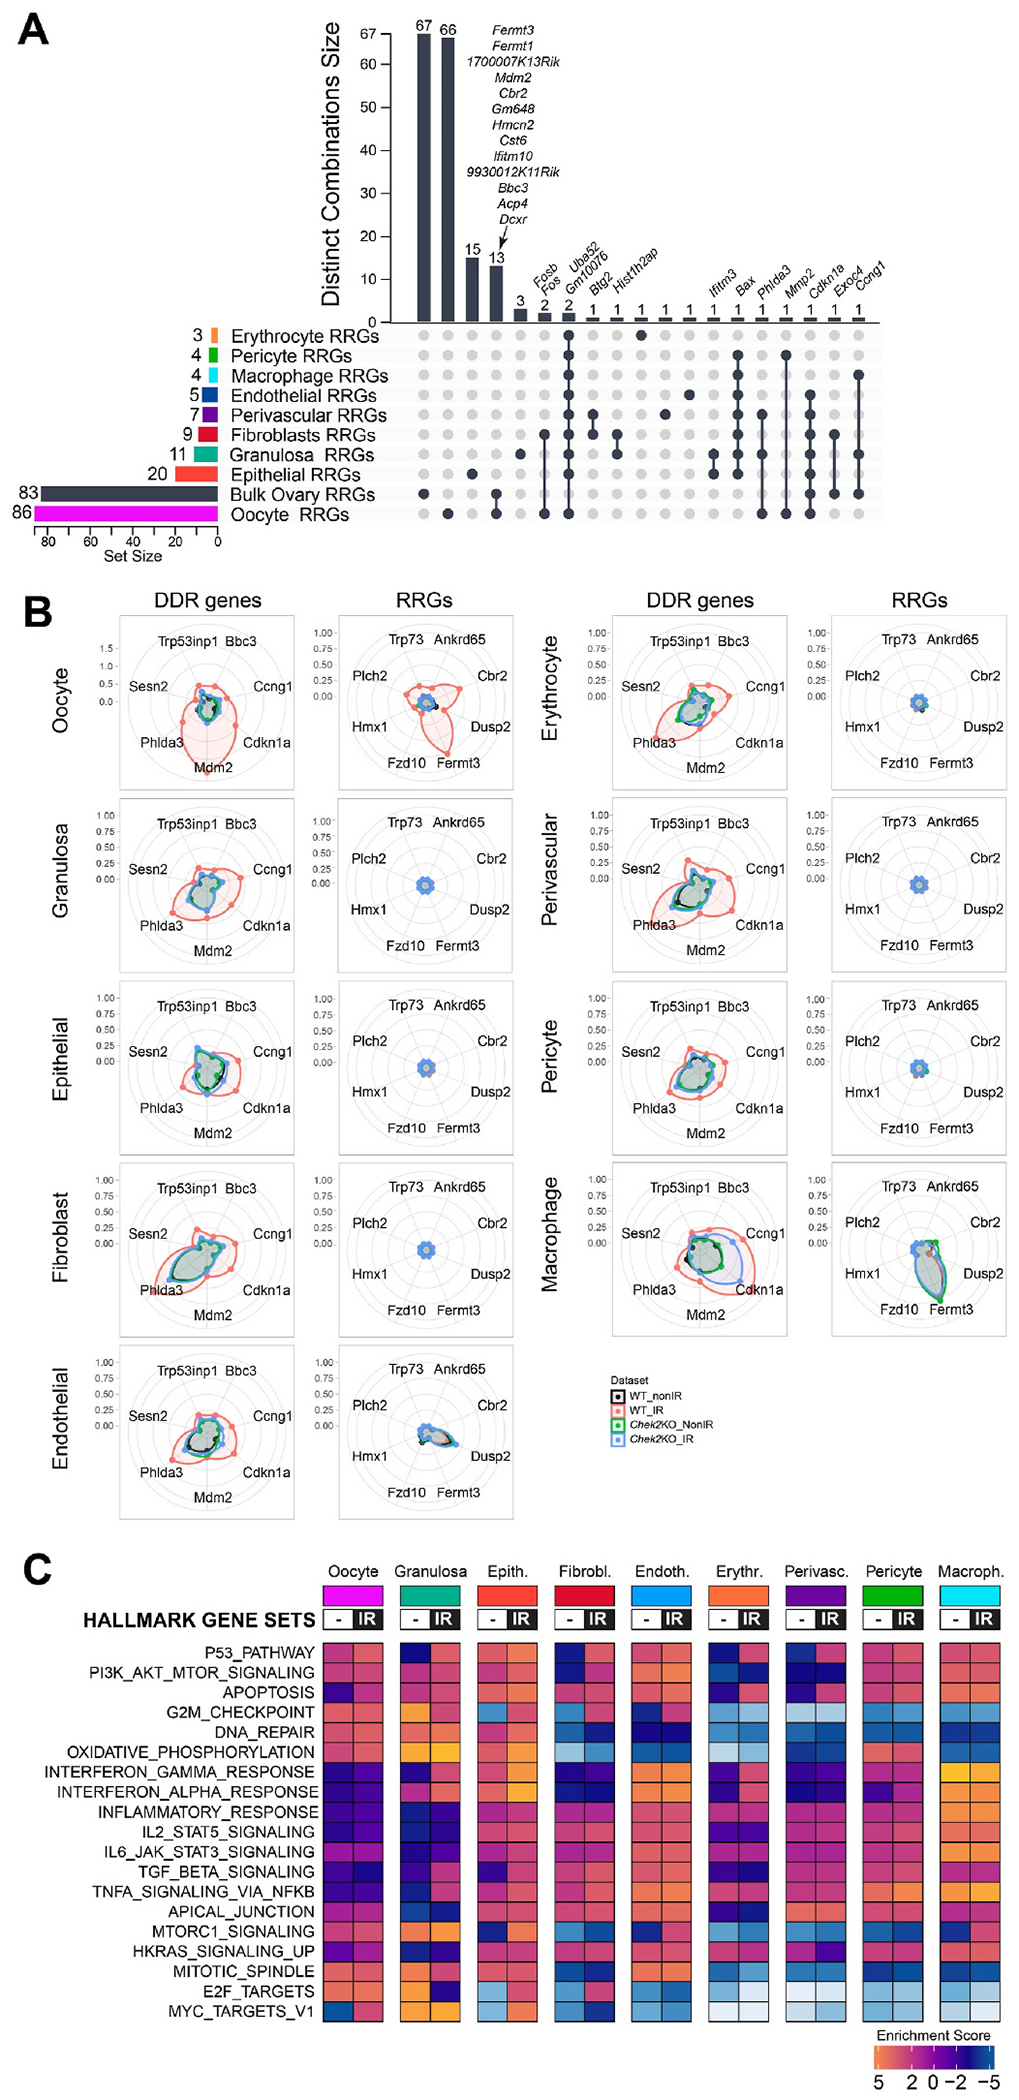
Radiation response varies between different cell types in the ovary. **A**) UpSet plot showing RRGs specific to a cell type and RRGs shared between cell types (single filled circle and filled circles connected with vertical lines, respectively). The vertical bar plot indicates unique or overlapping RRGs in clusters. The horizontal bar plot indicates the number of RRGs per cell type. **B**) Radar charts comparing upregulation of known DDR genes and RRGs in different cell types in wild-type and *Chek2*^*−/−*^ ovaries. Concentric rings represent log2FC. **C**) Heatmap showing different hallmark gene sets activated in specific cell types after radiation.

**Fig. 7.**
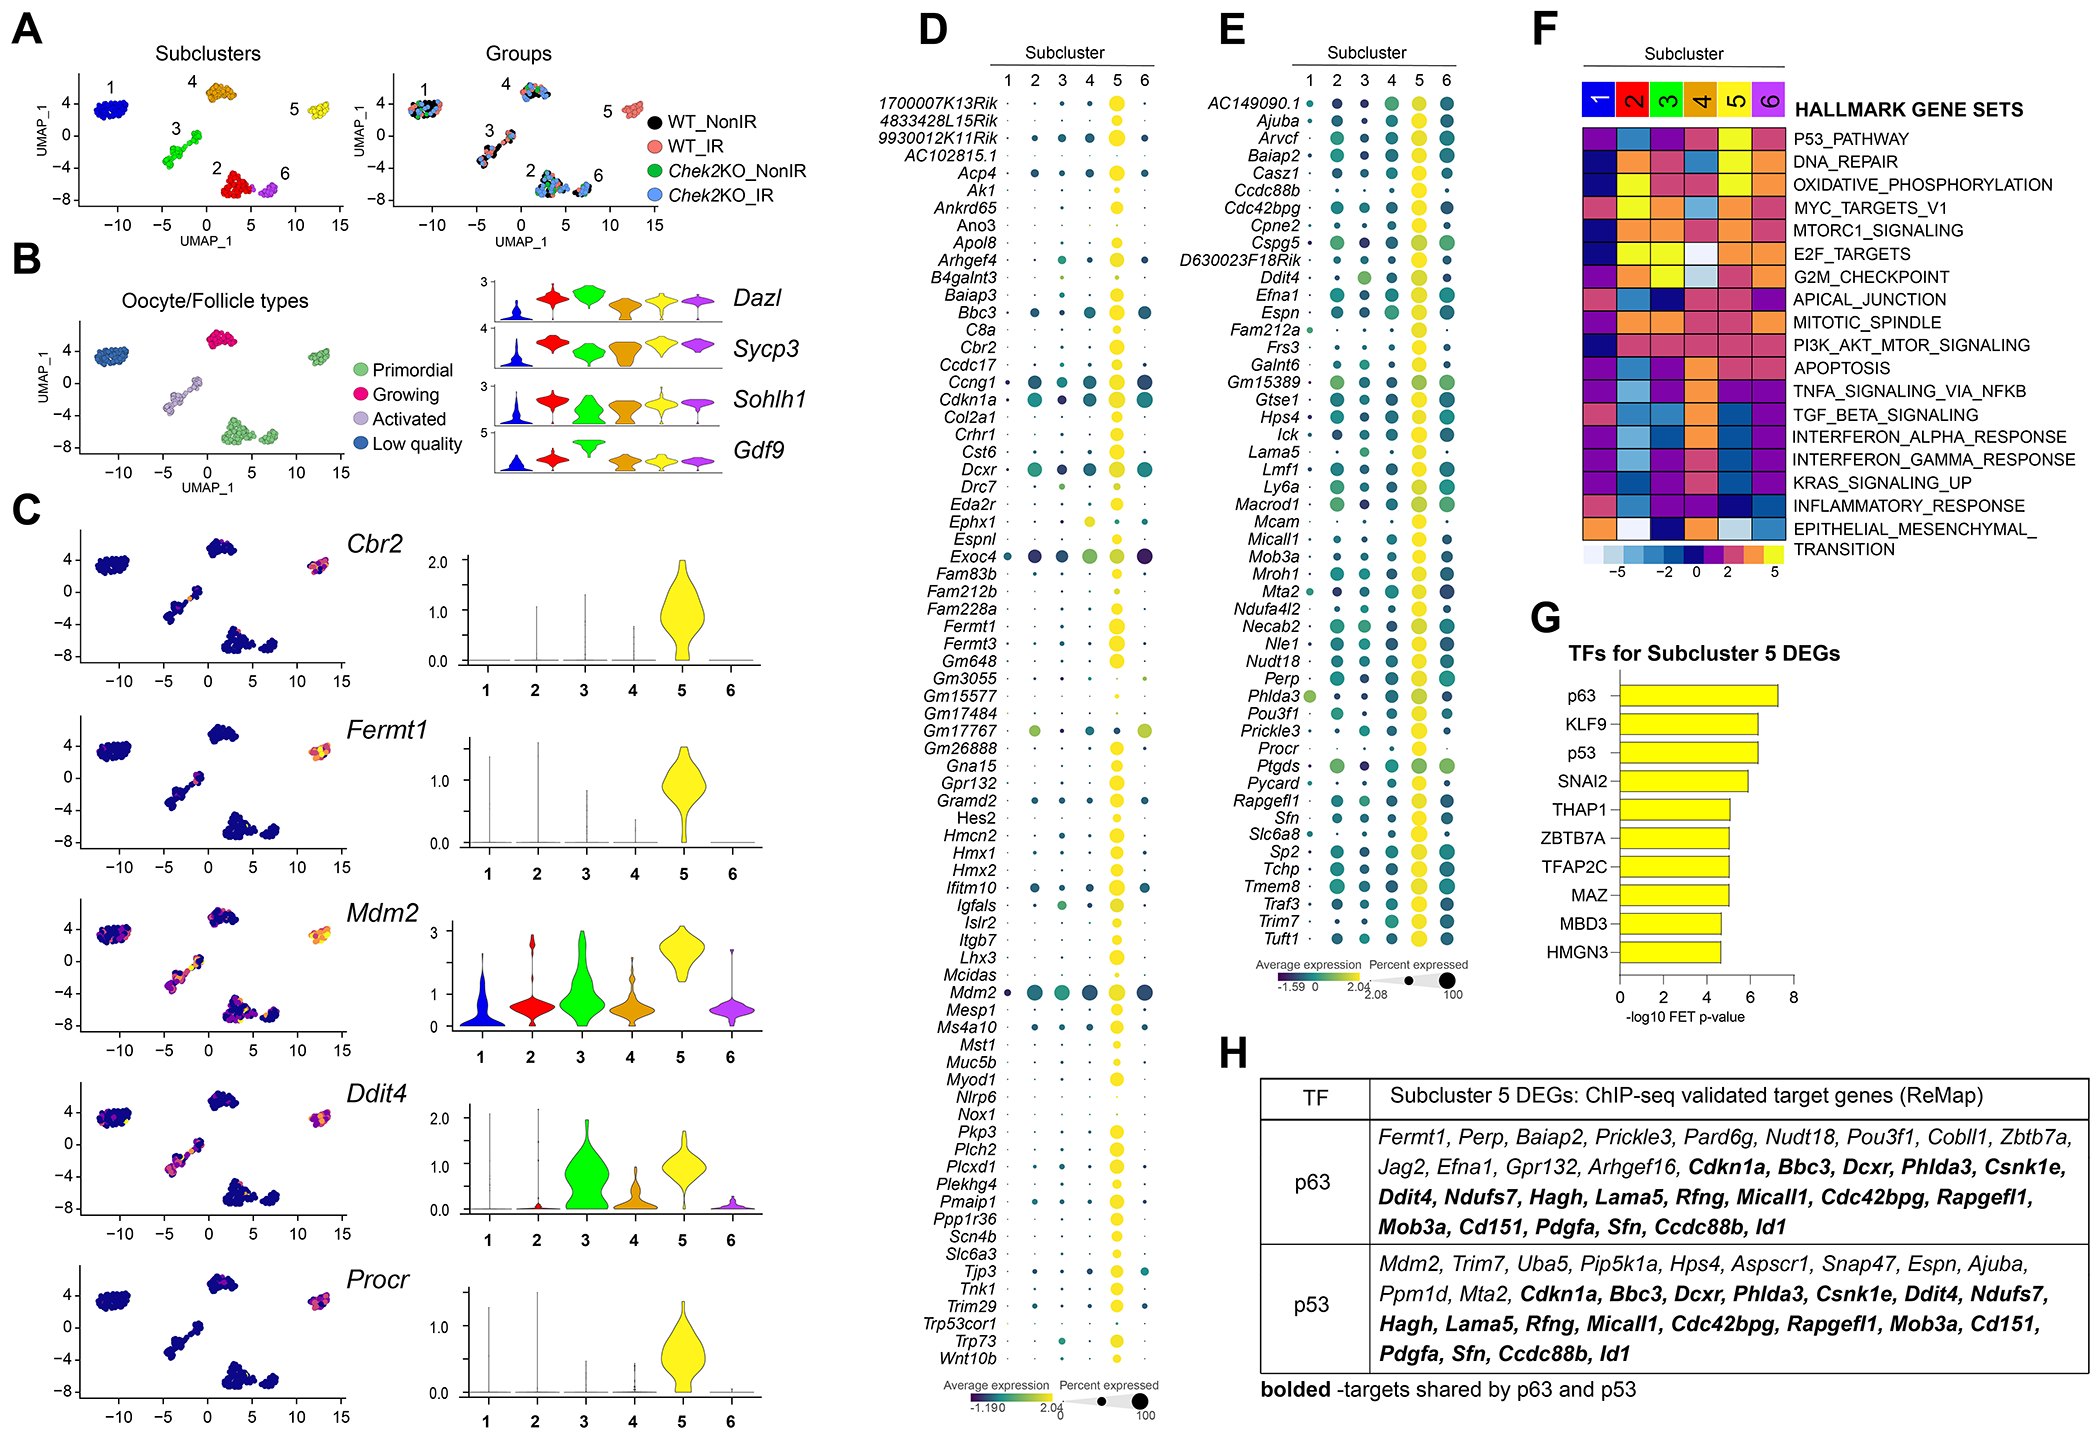
Oocytes display unique and diverse transcriptional changes in response to radiation. **A**) UMAP plots of oocyte subclusters identified by *de novo* reclustering. Subcluster 5 is comprised of solely wild-type irradiated oocytes. **B**) Markers of oocyte development shown as violin plots used to identify corresponding follicle stages. **C**) Gene expression levels of representative oocyte-RRGs overlaid on UMAP plots and shown by violin plots. **D**) Bubble plot comparing expression of ovary-RRGs from bulk analysis across six oocyte subclusters. **E**) Bubble plot showing subcluster-specific expression of additional oocyte-RRGs identified by subcluster analysis. **F**) Heatmap showing subcluster-specific gene set enrichment for different Hallmark gene sets. **G**) TF enrichment analysis for subcluster 5 RRGs using ChEA3 ReMap dataset. **H**) List of RRGs in subcluster 5 previously validated as p63 and p53 targets.

**Fig. 8.**
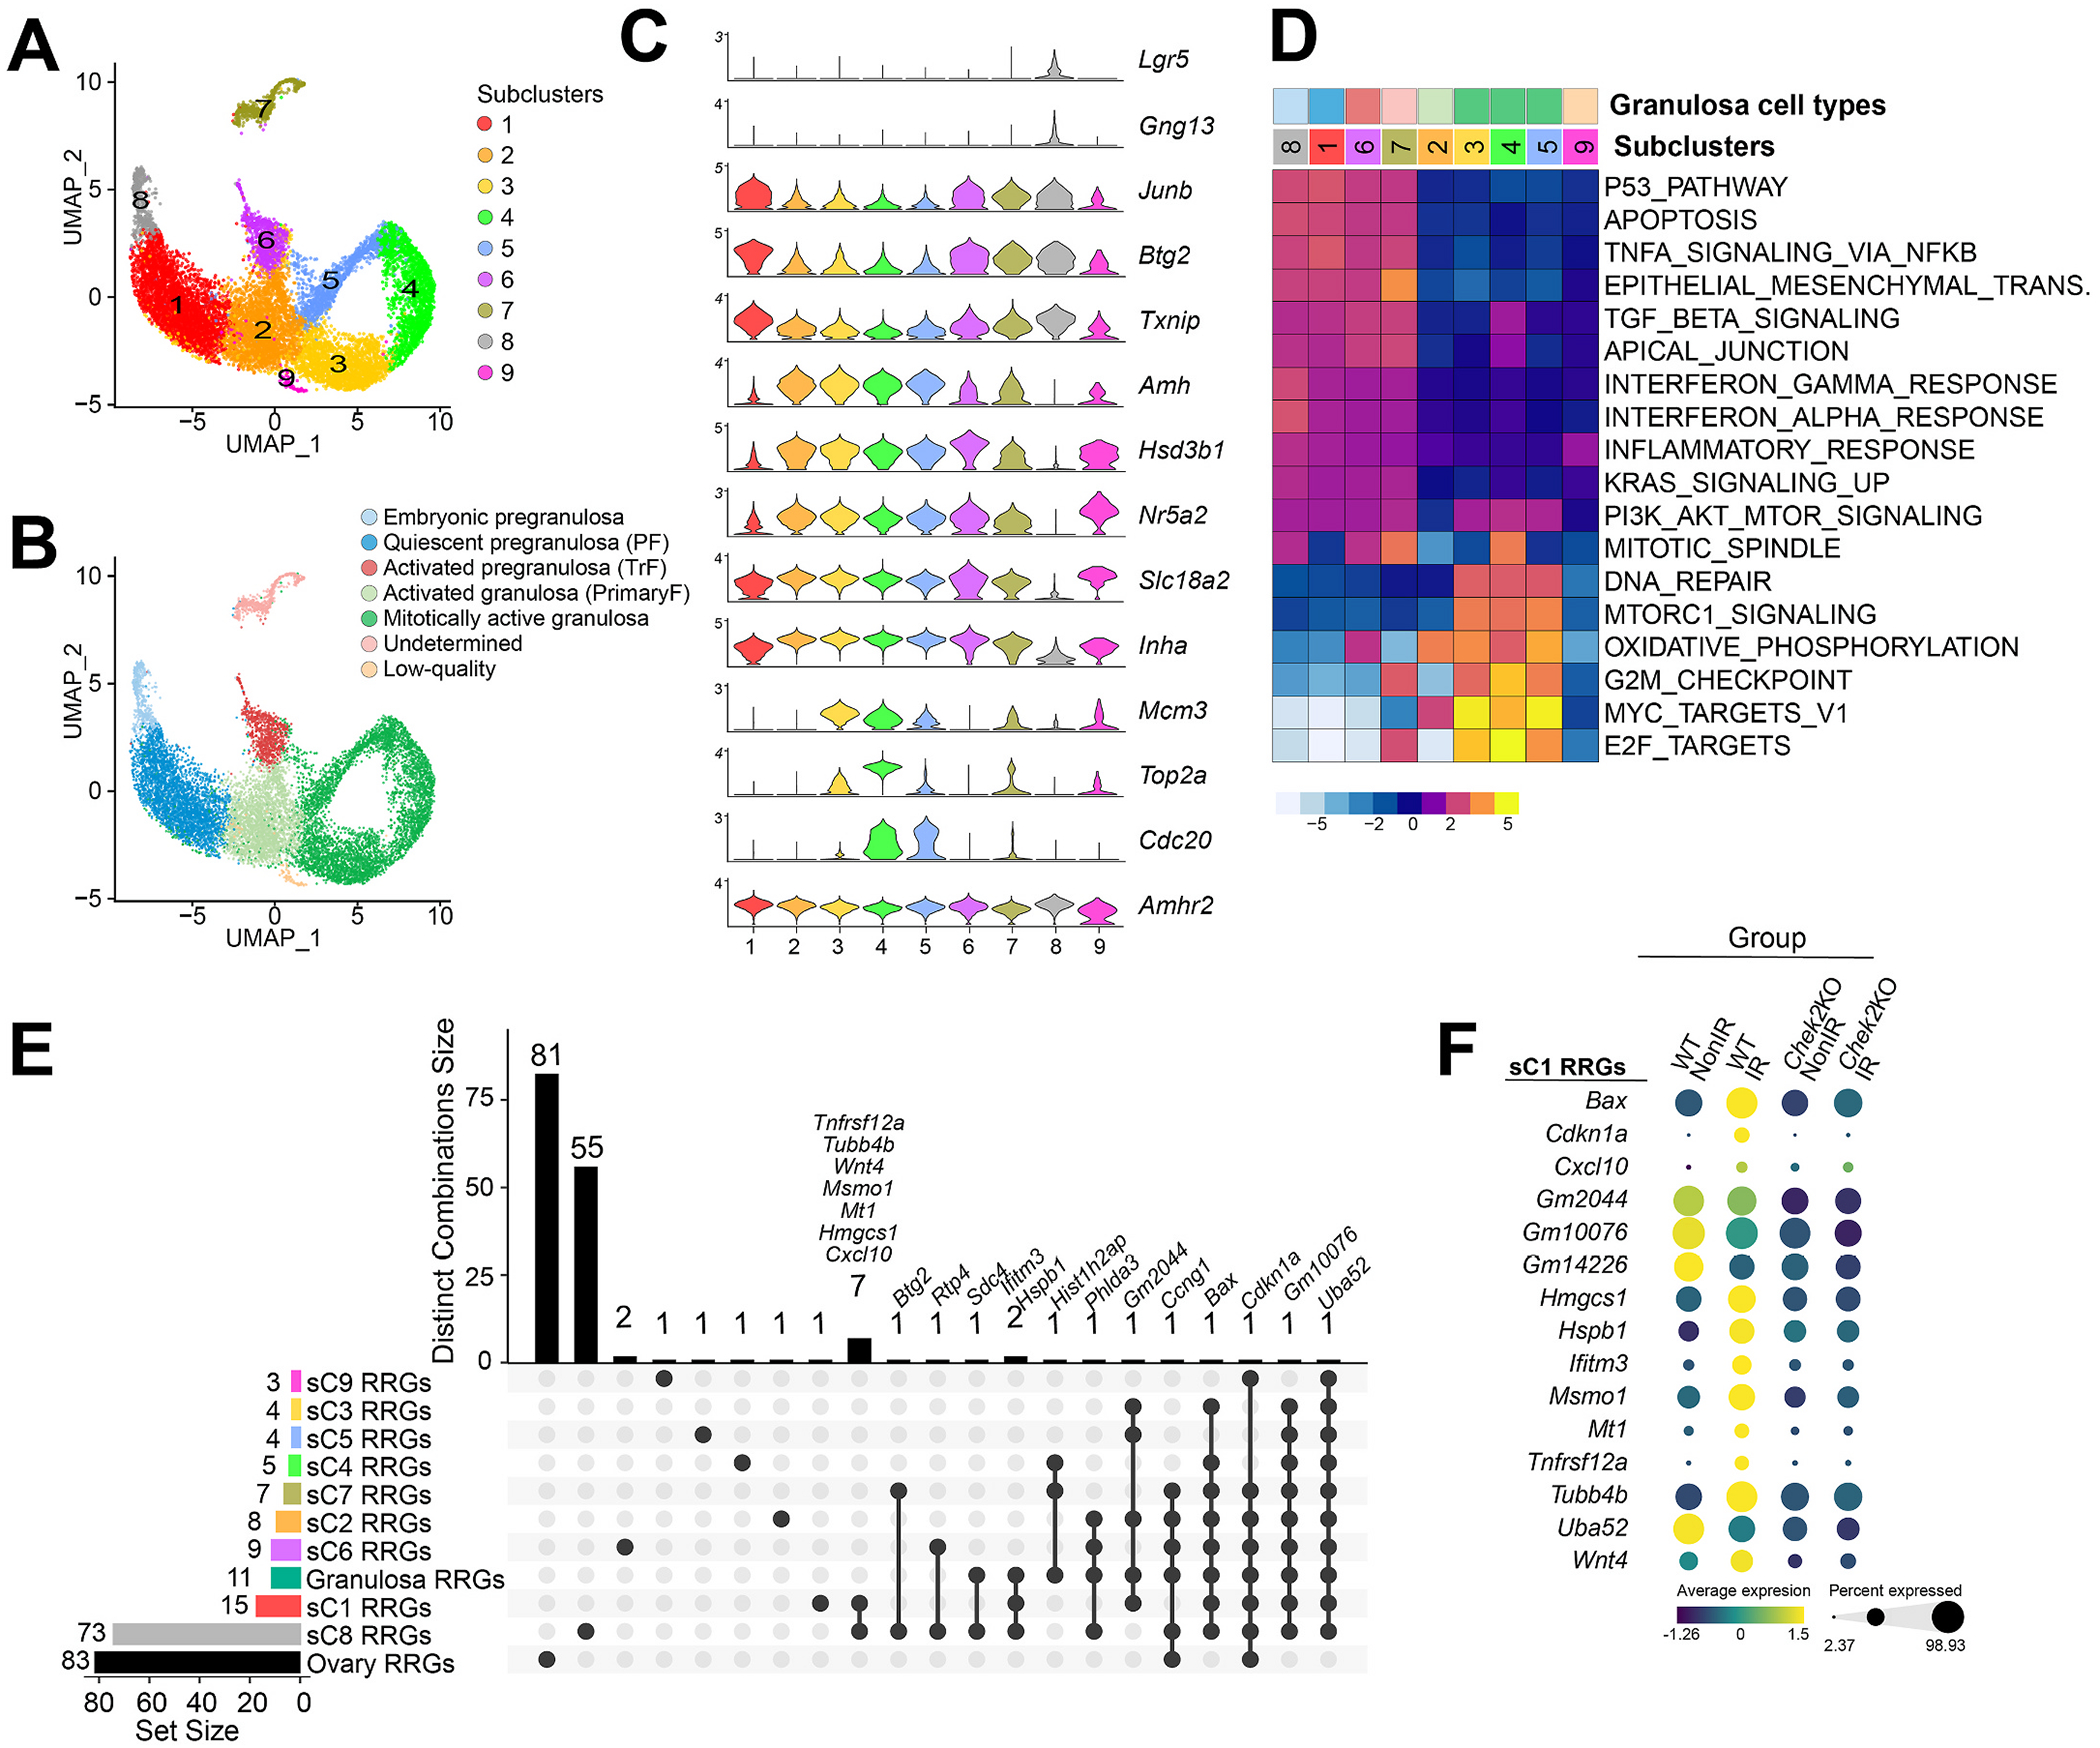
Pregranulosa in primordial and granulosa cells in growing follicles differ in pathway activity and response to radiation. UMAP plots of granulosa cells subclusters (**A**) and associated follicle stage (**B**) identified by expression of genes representing follicle development shown as violin plots (**C**). PF - primordial follicle, TrF - transitional follicle, PrimaryF - primary follicle. **D**) Heatmap showing granulosa cell subcluster and follicle type-specific gene set enrichment for different Hallmark gene sets using GSEA. **E**) UpSet plot showing RRGs specific and shared between granulosa cell subclusters (sC1–sC9) (single filled circle and filled circles connected with vertical lines, respectively). Vertical bar plot indicates unique or overlapping RRGs in subclusters. The horizontal bar plot indicates the number of RRGs per cluster. **F**) Bubble plot comparing expression of RRGs from pregranulosa cells of primordial follicles (subcluster 1) in wild-type and *Chek2*^*−/−*^ cells.

## Data Availability

Data will be made available on request.

# Supplementary material for: Single-cell and bulk transcriptional profiling of mouse ovaries reveals novel genes and pathways associated with DNA damage response in oocytes
**Source:** Dev Biol. Author manuscript; Available in PMC 2025 Sep 2.
**Supplement:** Supp 1

**Single-cell and bulk transcriptional profiling of mouse ovaries reveals novel genes and pathways associated with DNA damage response in oocytes.**

Monique Mills^1,2^, Chihiro Emori^4^, Parveen Kumar^3^, Zachary Boucher^1^, Joshy George^3^ and Ewelina Bolcun-Filas^1^*

Keywords: DNA Damage Response, CHEK2, oocyte, ovary, single-cell transcriptomics

**Supplementary Materials:**

**Supplementary Figures (S1-S9)**

**Supplementary Tables (S1-S4)**

**Figure S1.**

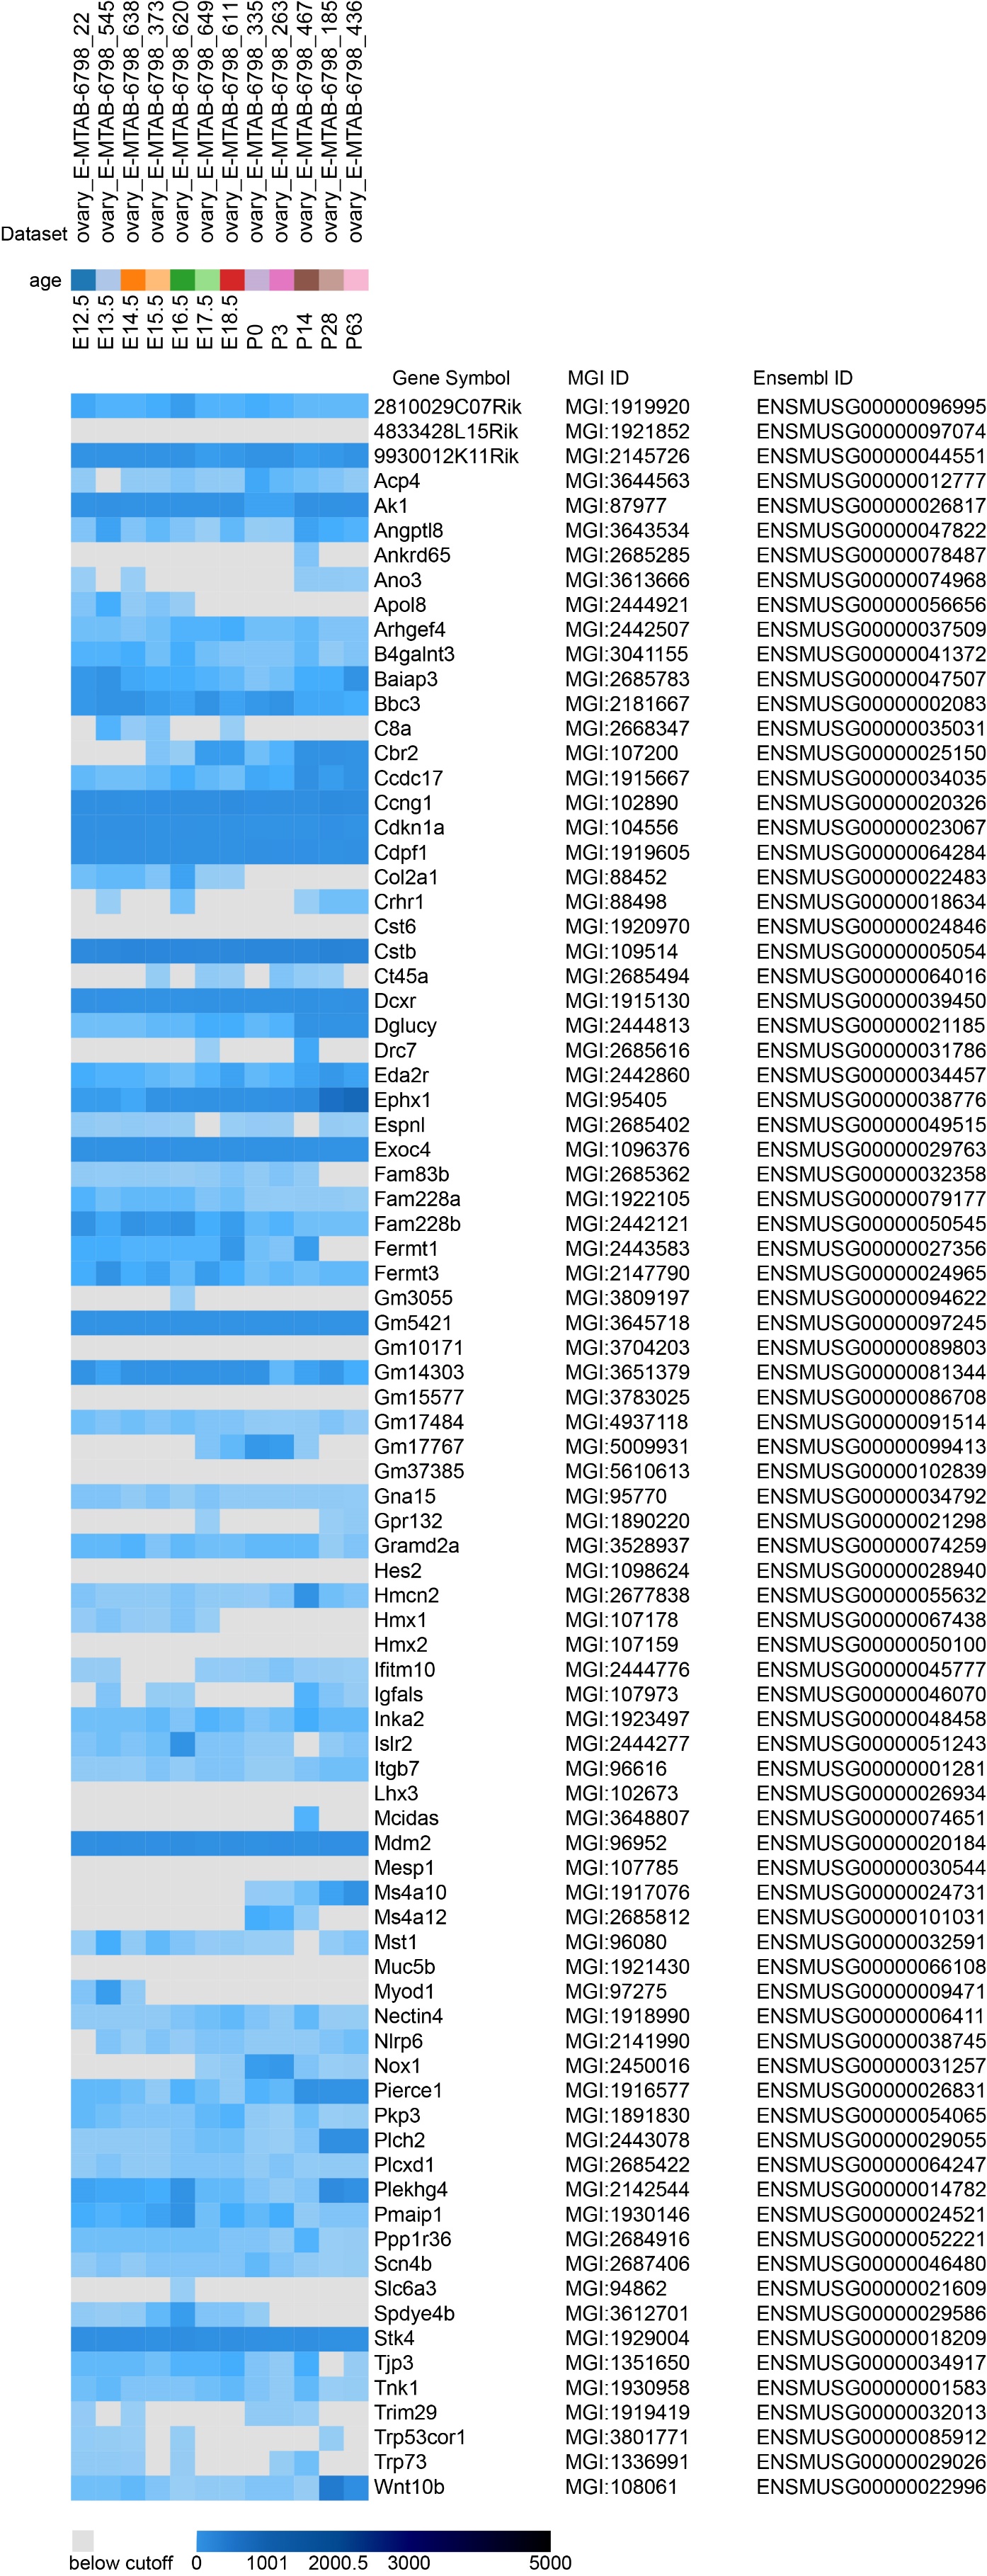

**Figure S1**. Expression of RRGs identified in the study during ovary development generated using published data and Gene Expression Database (GXD) at Mouse Genome Informatics Portal https://www.informatics.jax.org/expression.shtml

**Figure S2.**

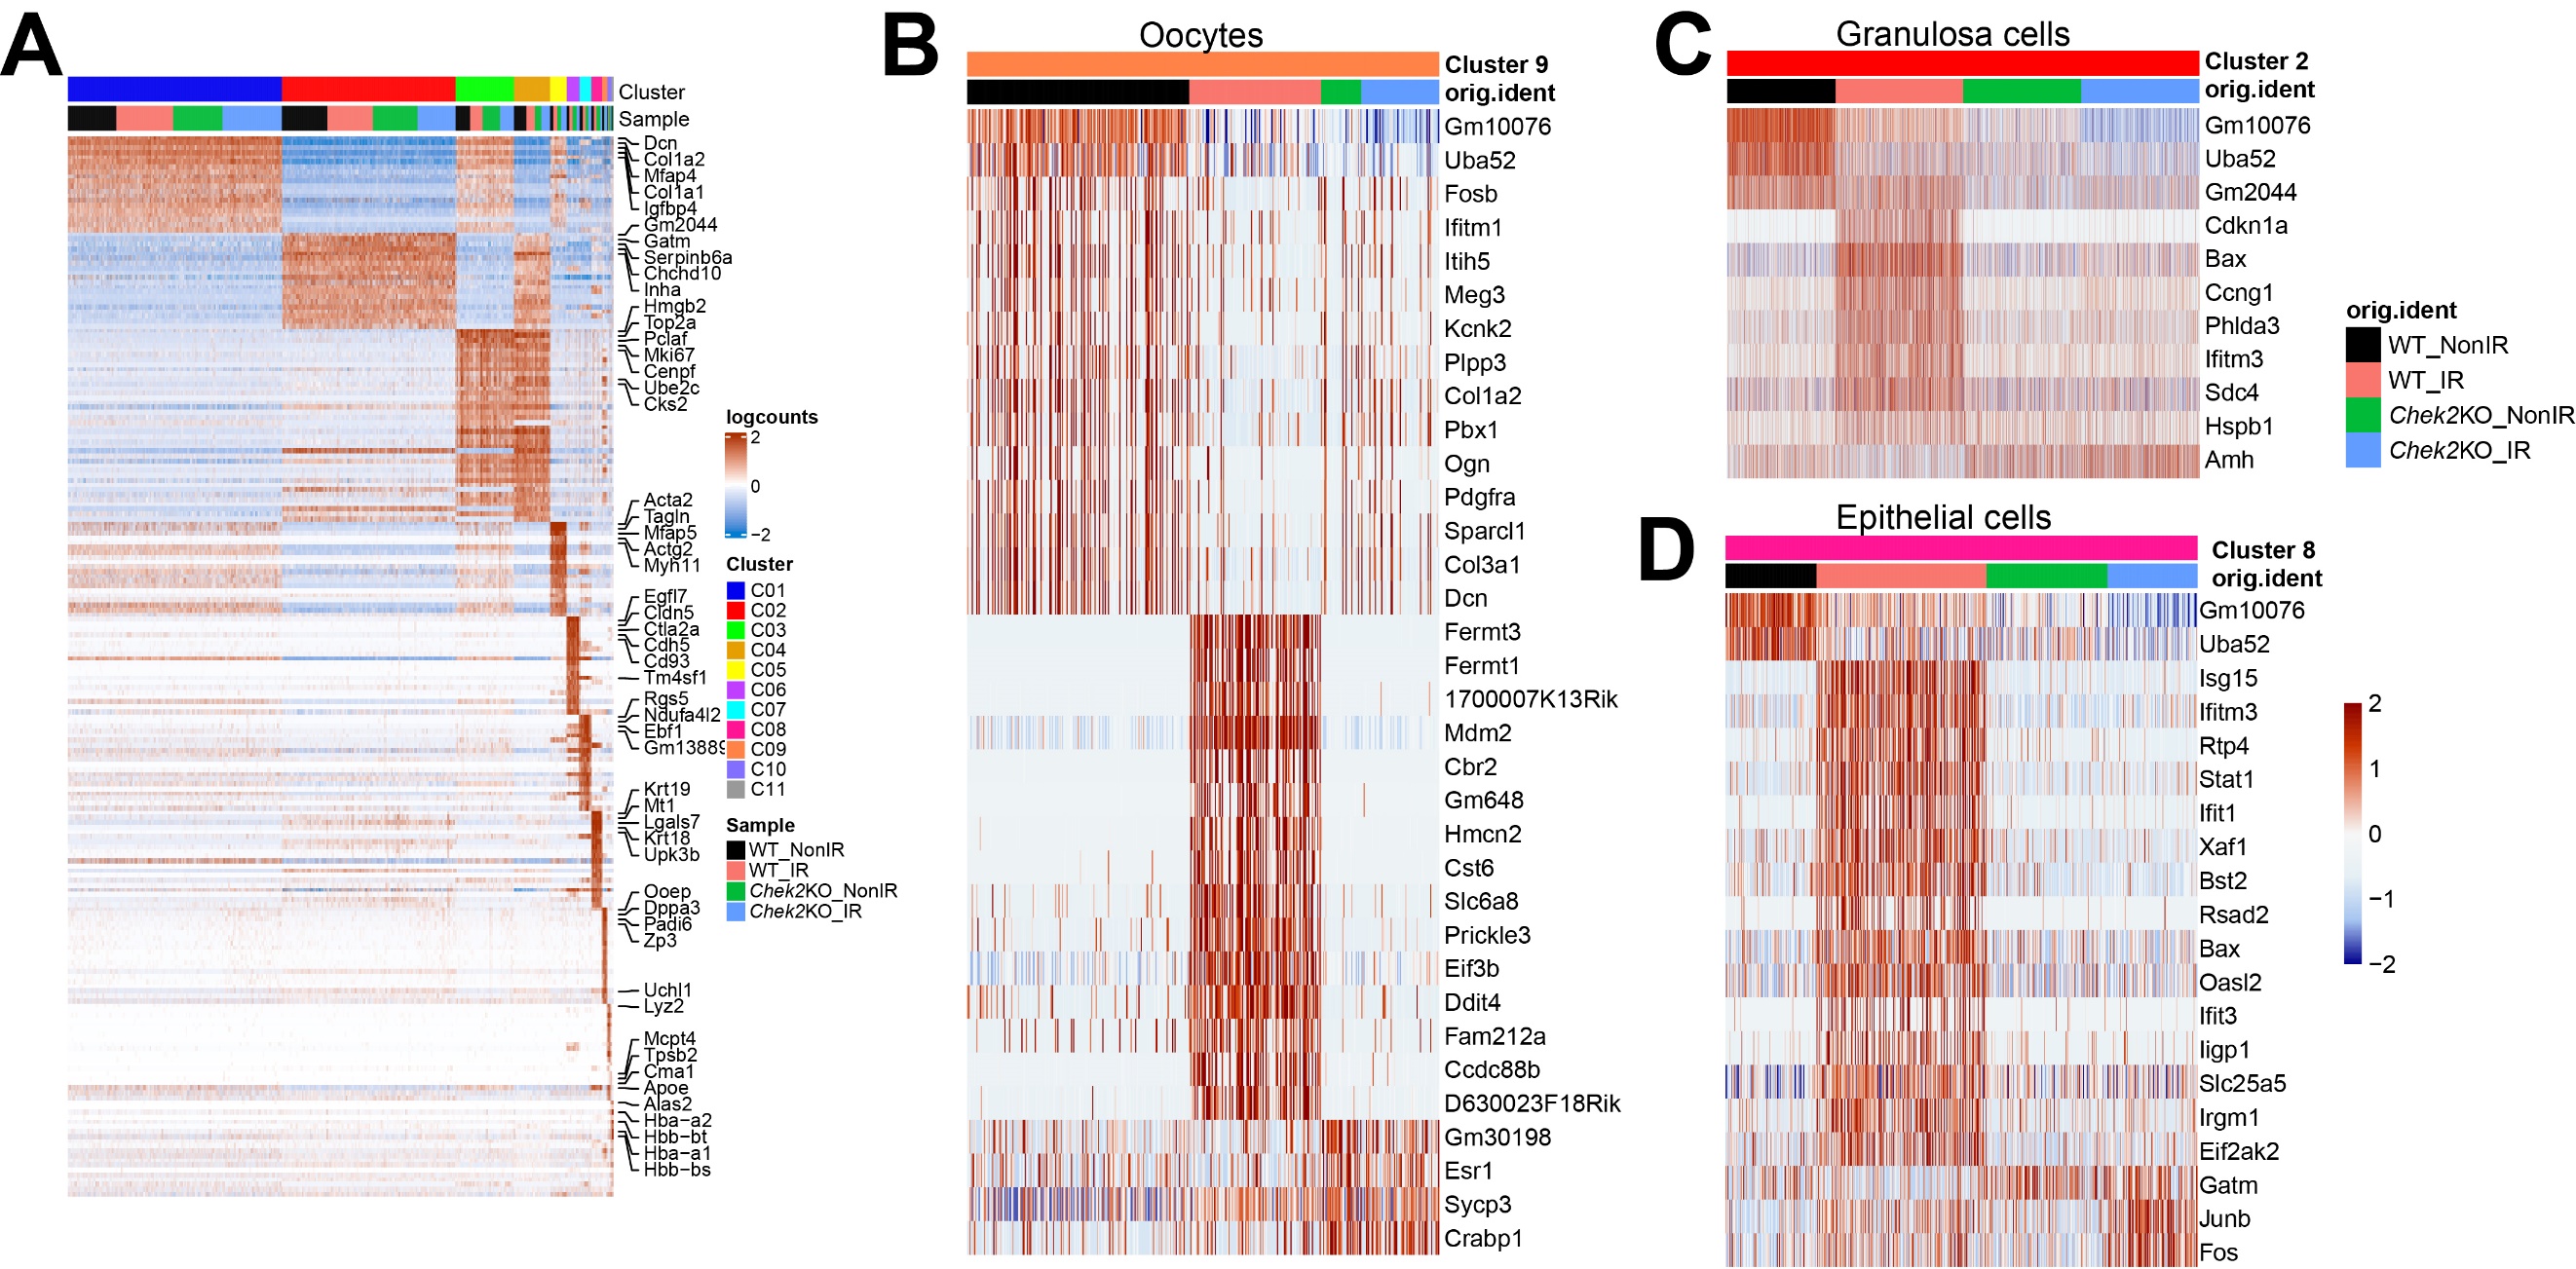
**Figure S2**. **A**) Heatmap of marker gene expression from single cells obtained from wild-type and *Chek2^-/-^* ovaries with and without radiation organized into 11 clusters. **B**-**D**) Heatmaps of differentially expressed genes in oocyte, granulosa, and epithelial cell clusters.

**Figure S3.**

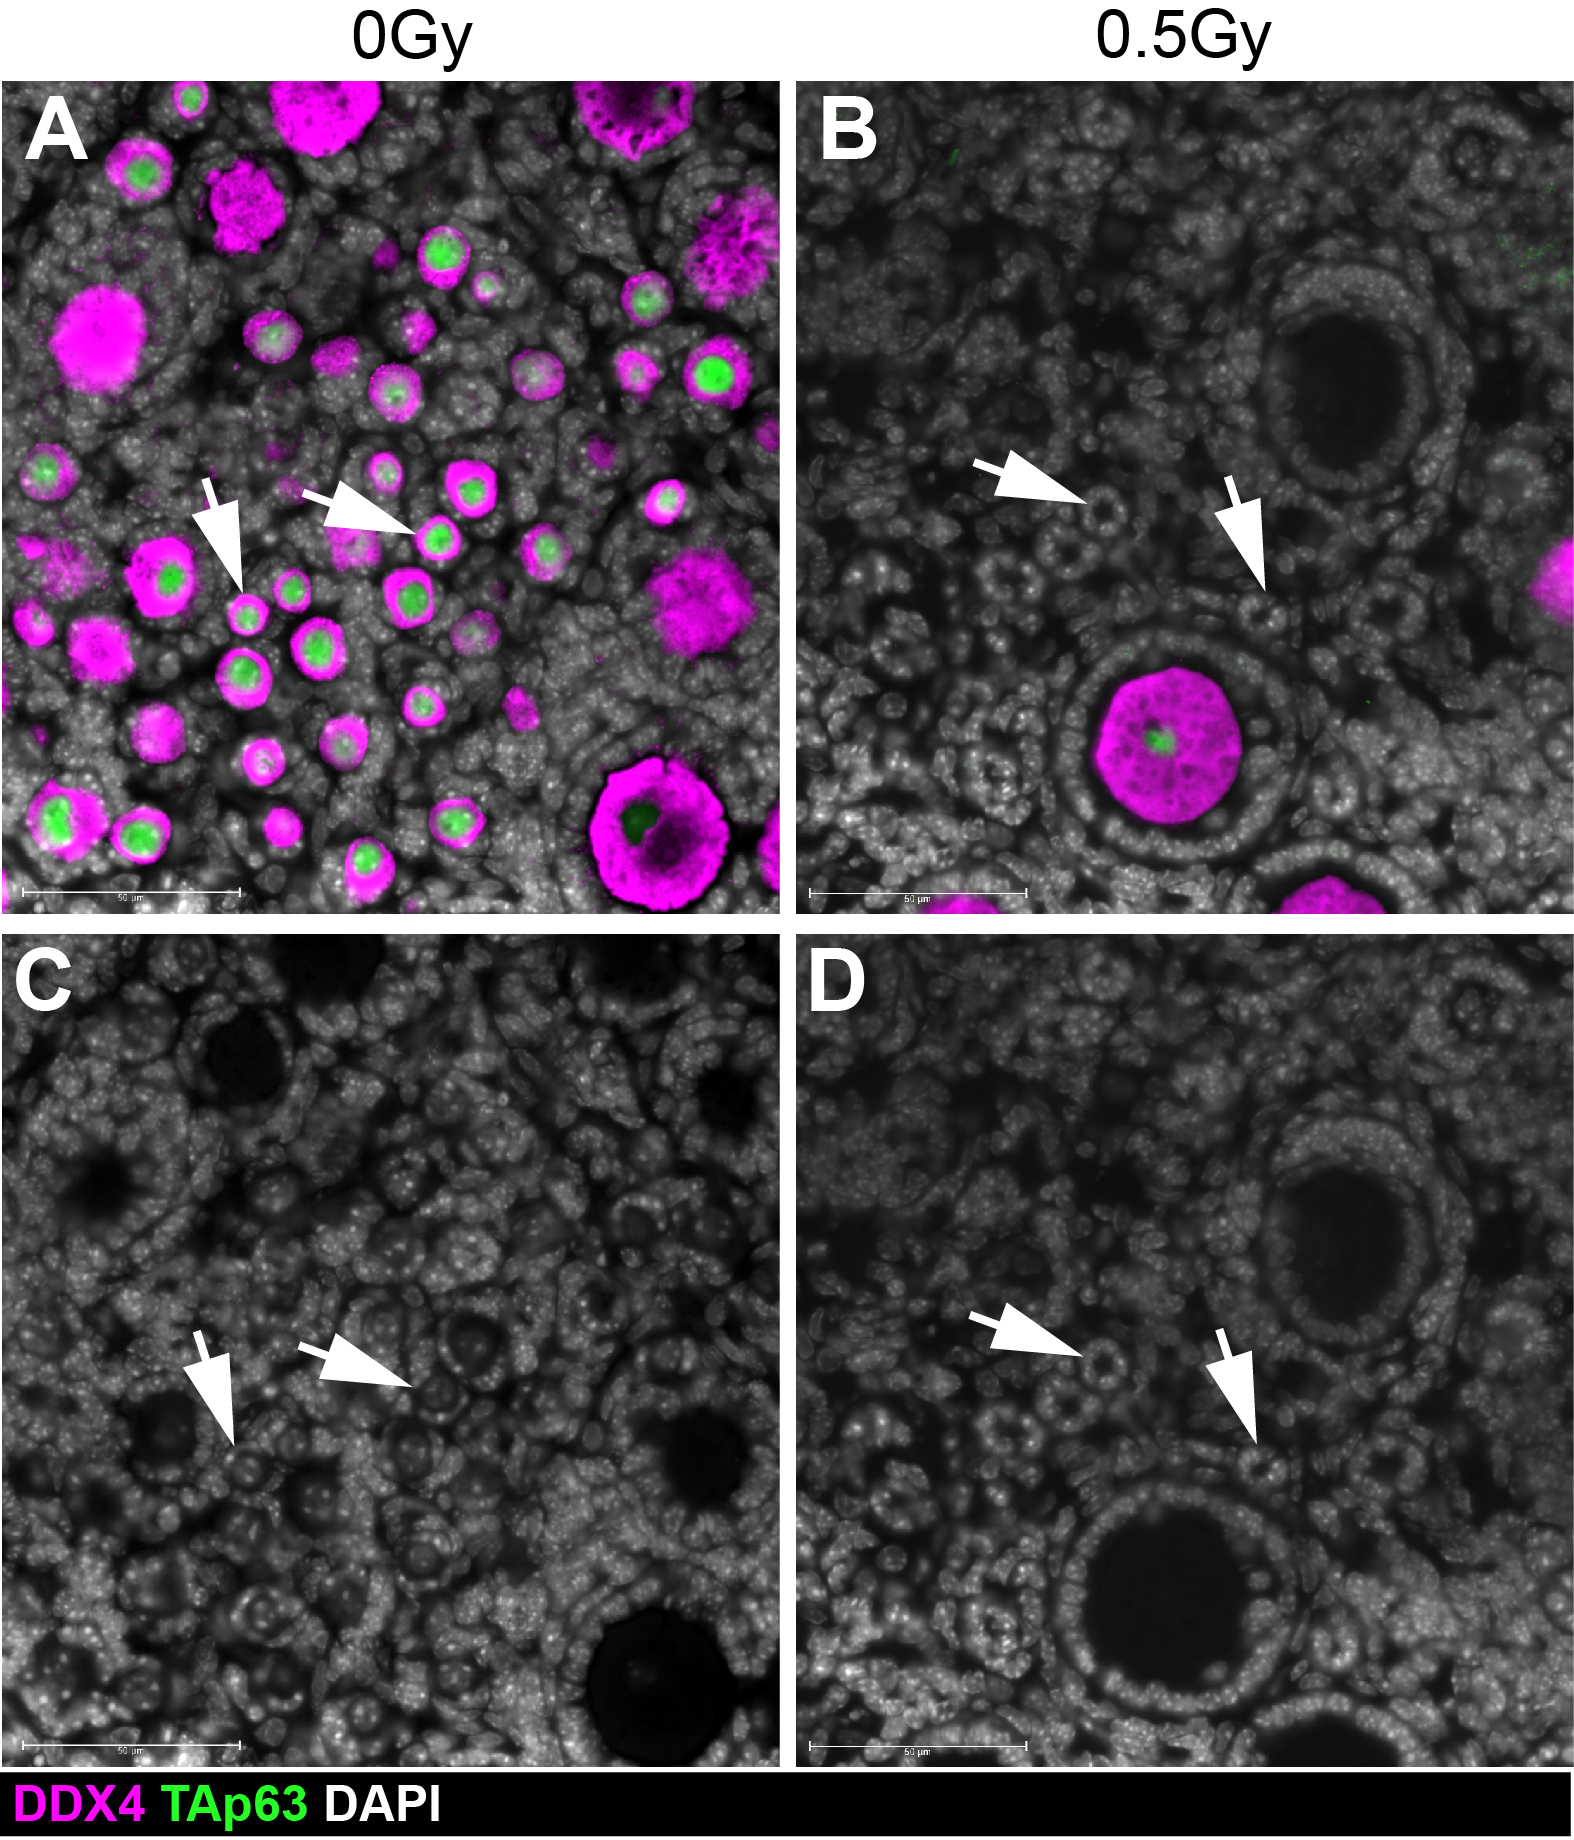

**Figure S3**. Example image of non-irradiated (**A**) and irradiated (**B**) ovaries immunostained with oocyte markers DDX4 and TAp63. **C-D)** Grayscale image for DAPI channel to visualize nuclei. Arrows indicate primordial follicles with an oocyte inside in non-irradiated (**C**) and empty follicles with visible granulosa cells but without the oocyte in the irradiated ovary (**D**).

**Figure S4.**

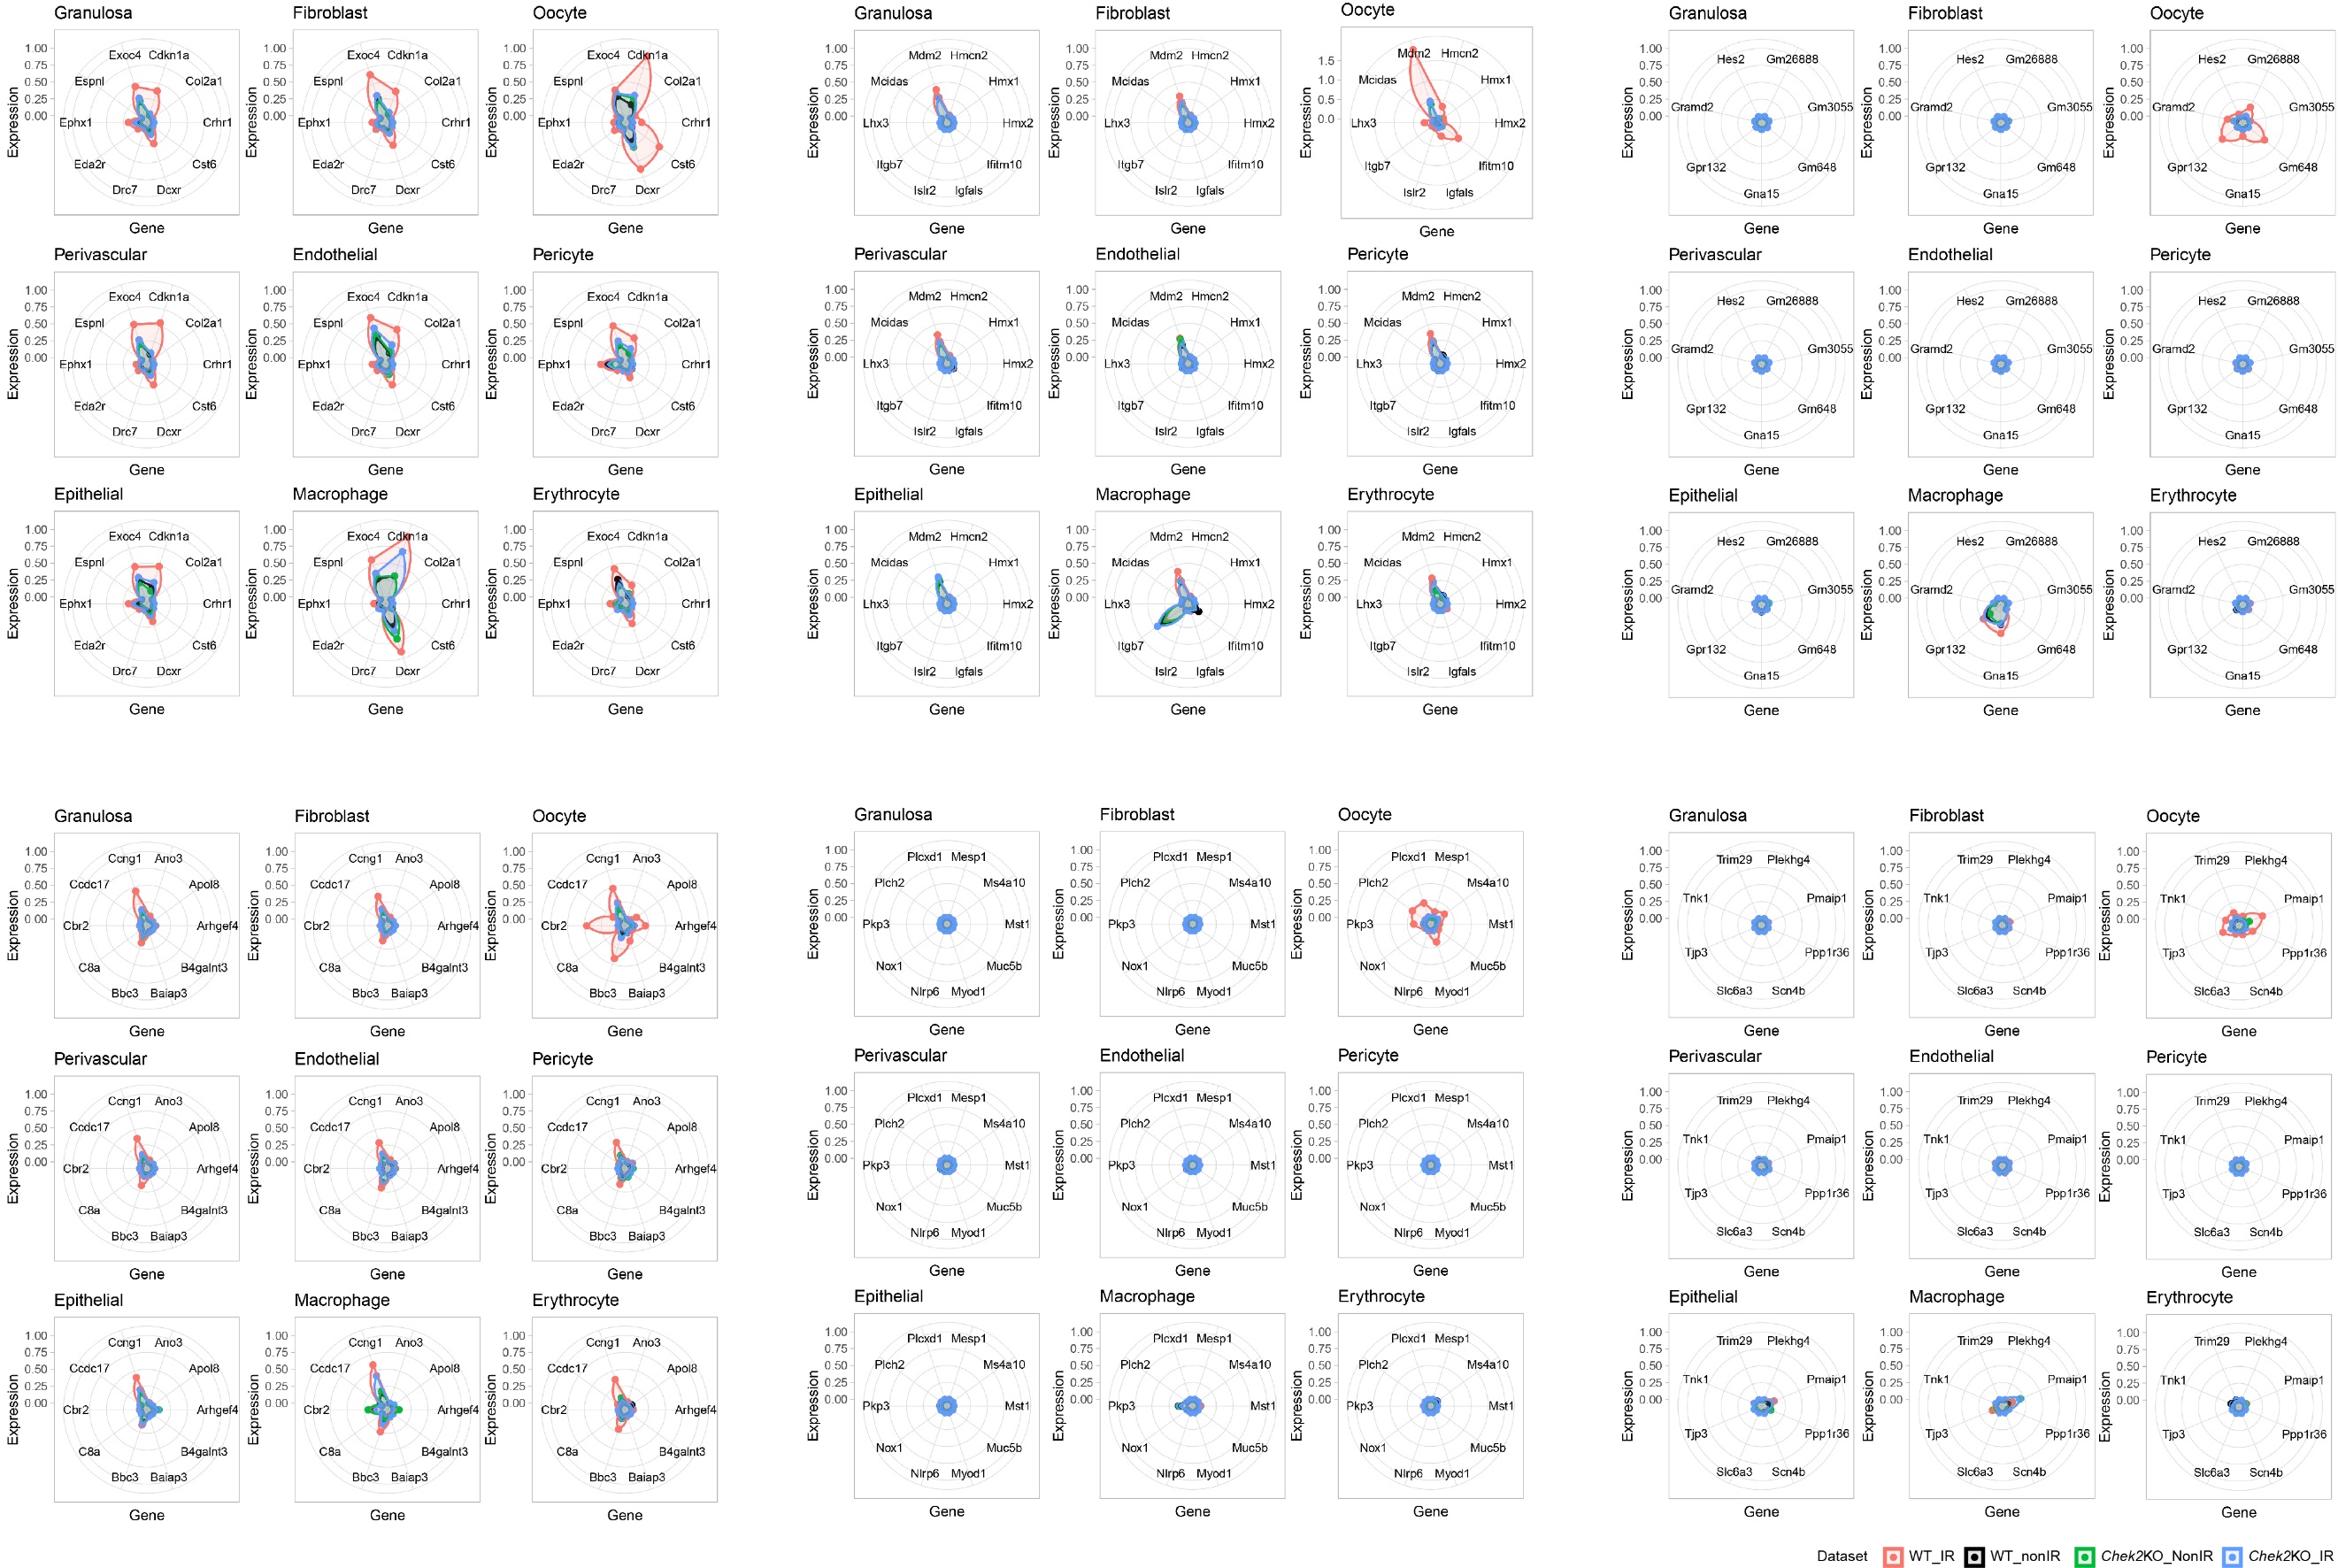

**Figure S4**. Radar charts showing expression of RRGs in different cell types. Each plot compares cells from wild-type irradiated (red), wild-type non-irradiated (black), *Chek2^-/-^* non-irradiated (green), and *Chek2^-/-^* irradiated (blue)

**Figure S5.**

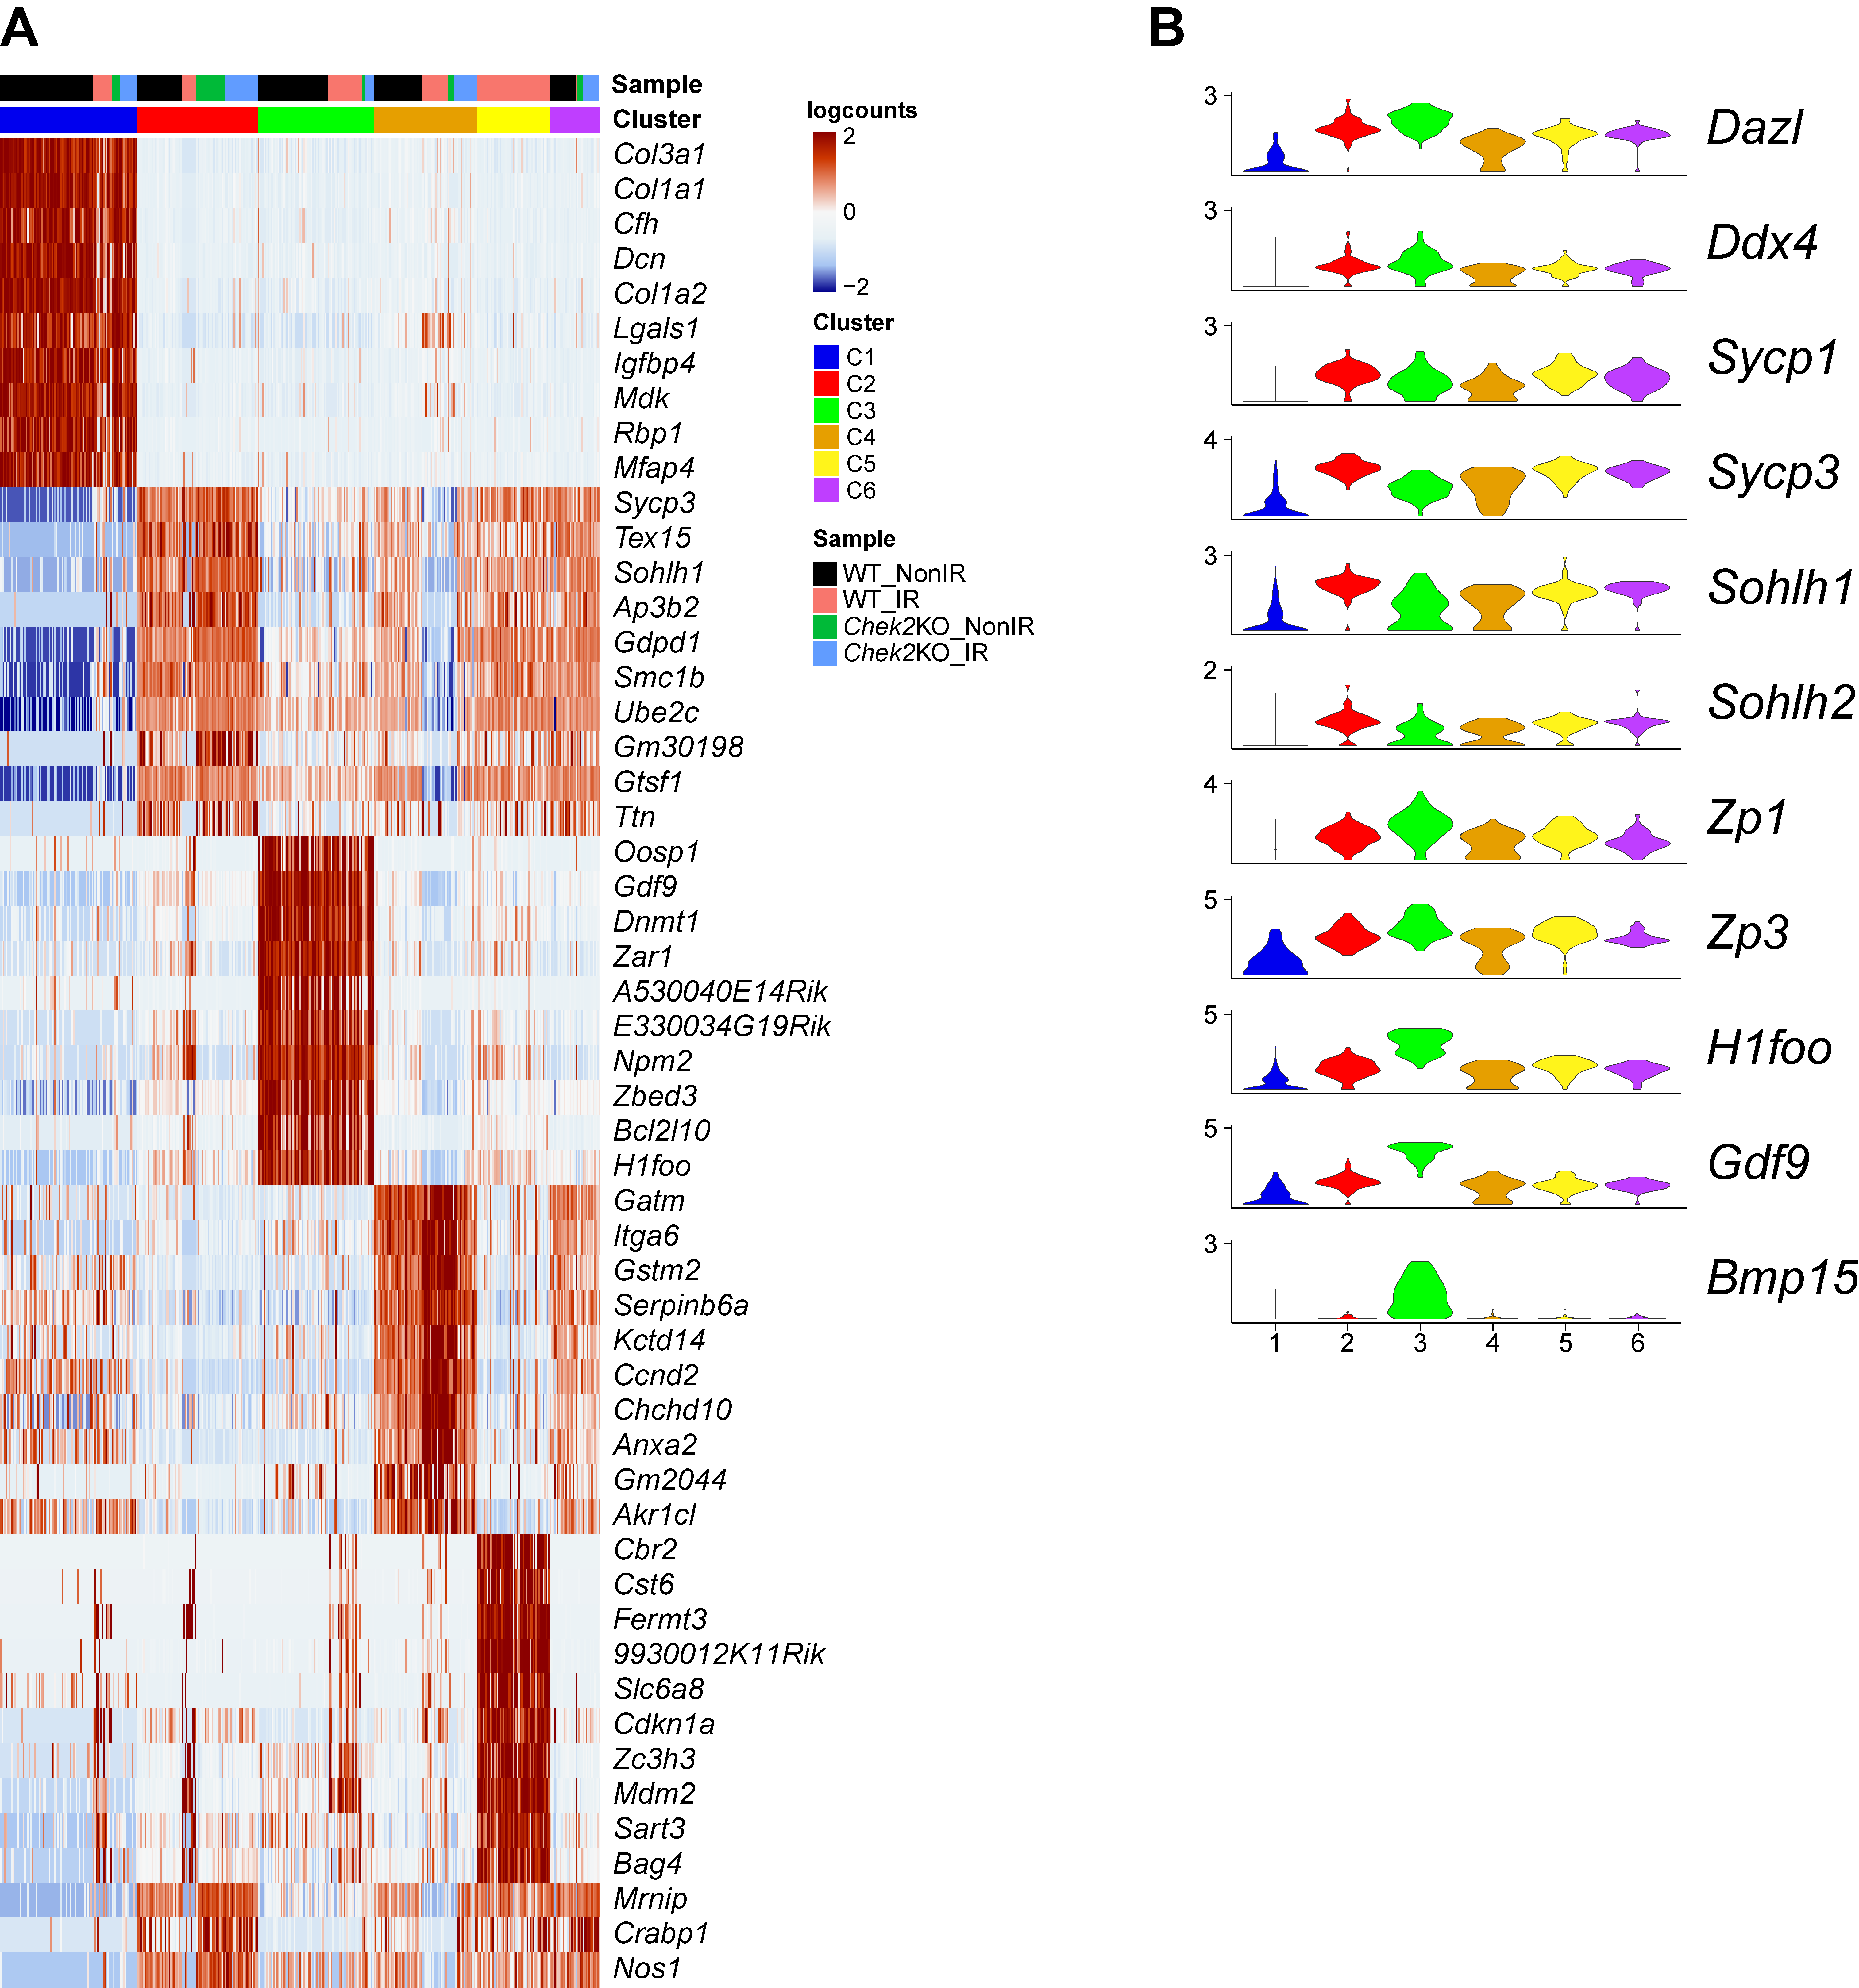

**Figure S5.** **A**) Heatmap displaying marker gene expression for six oocyte subclusters identified through *de novo* re-clustering. **B**) Violin plots illustrating the expression of key genes involved in oocyte development across the oocyte subclusters.

**Figure S6.**

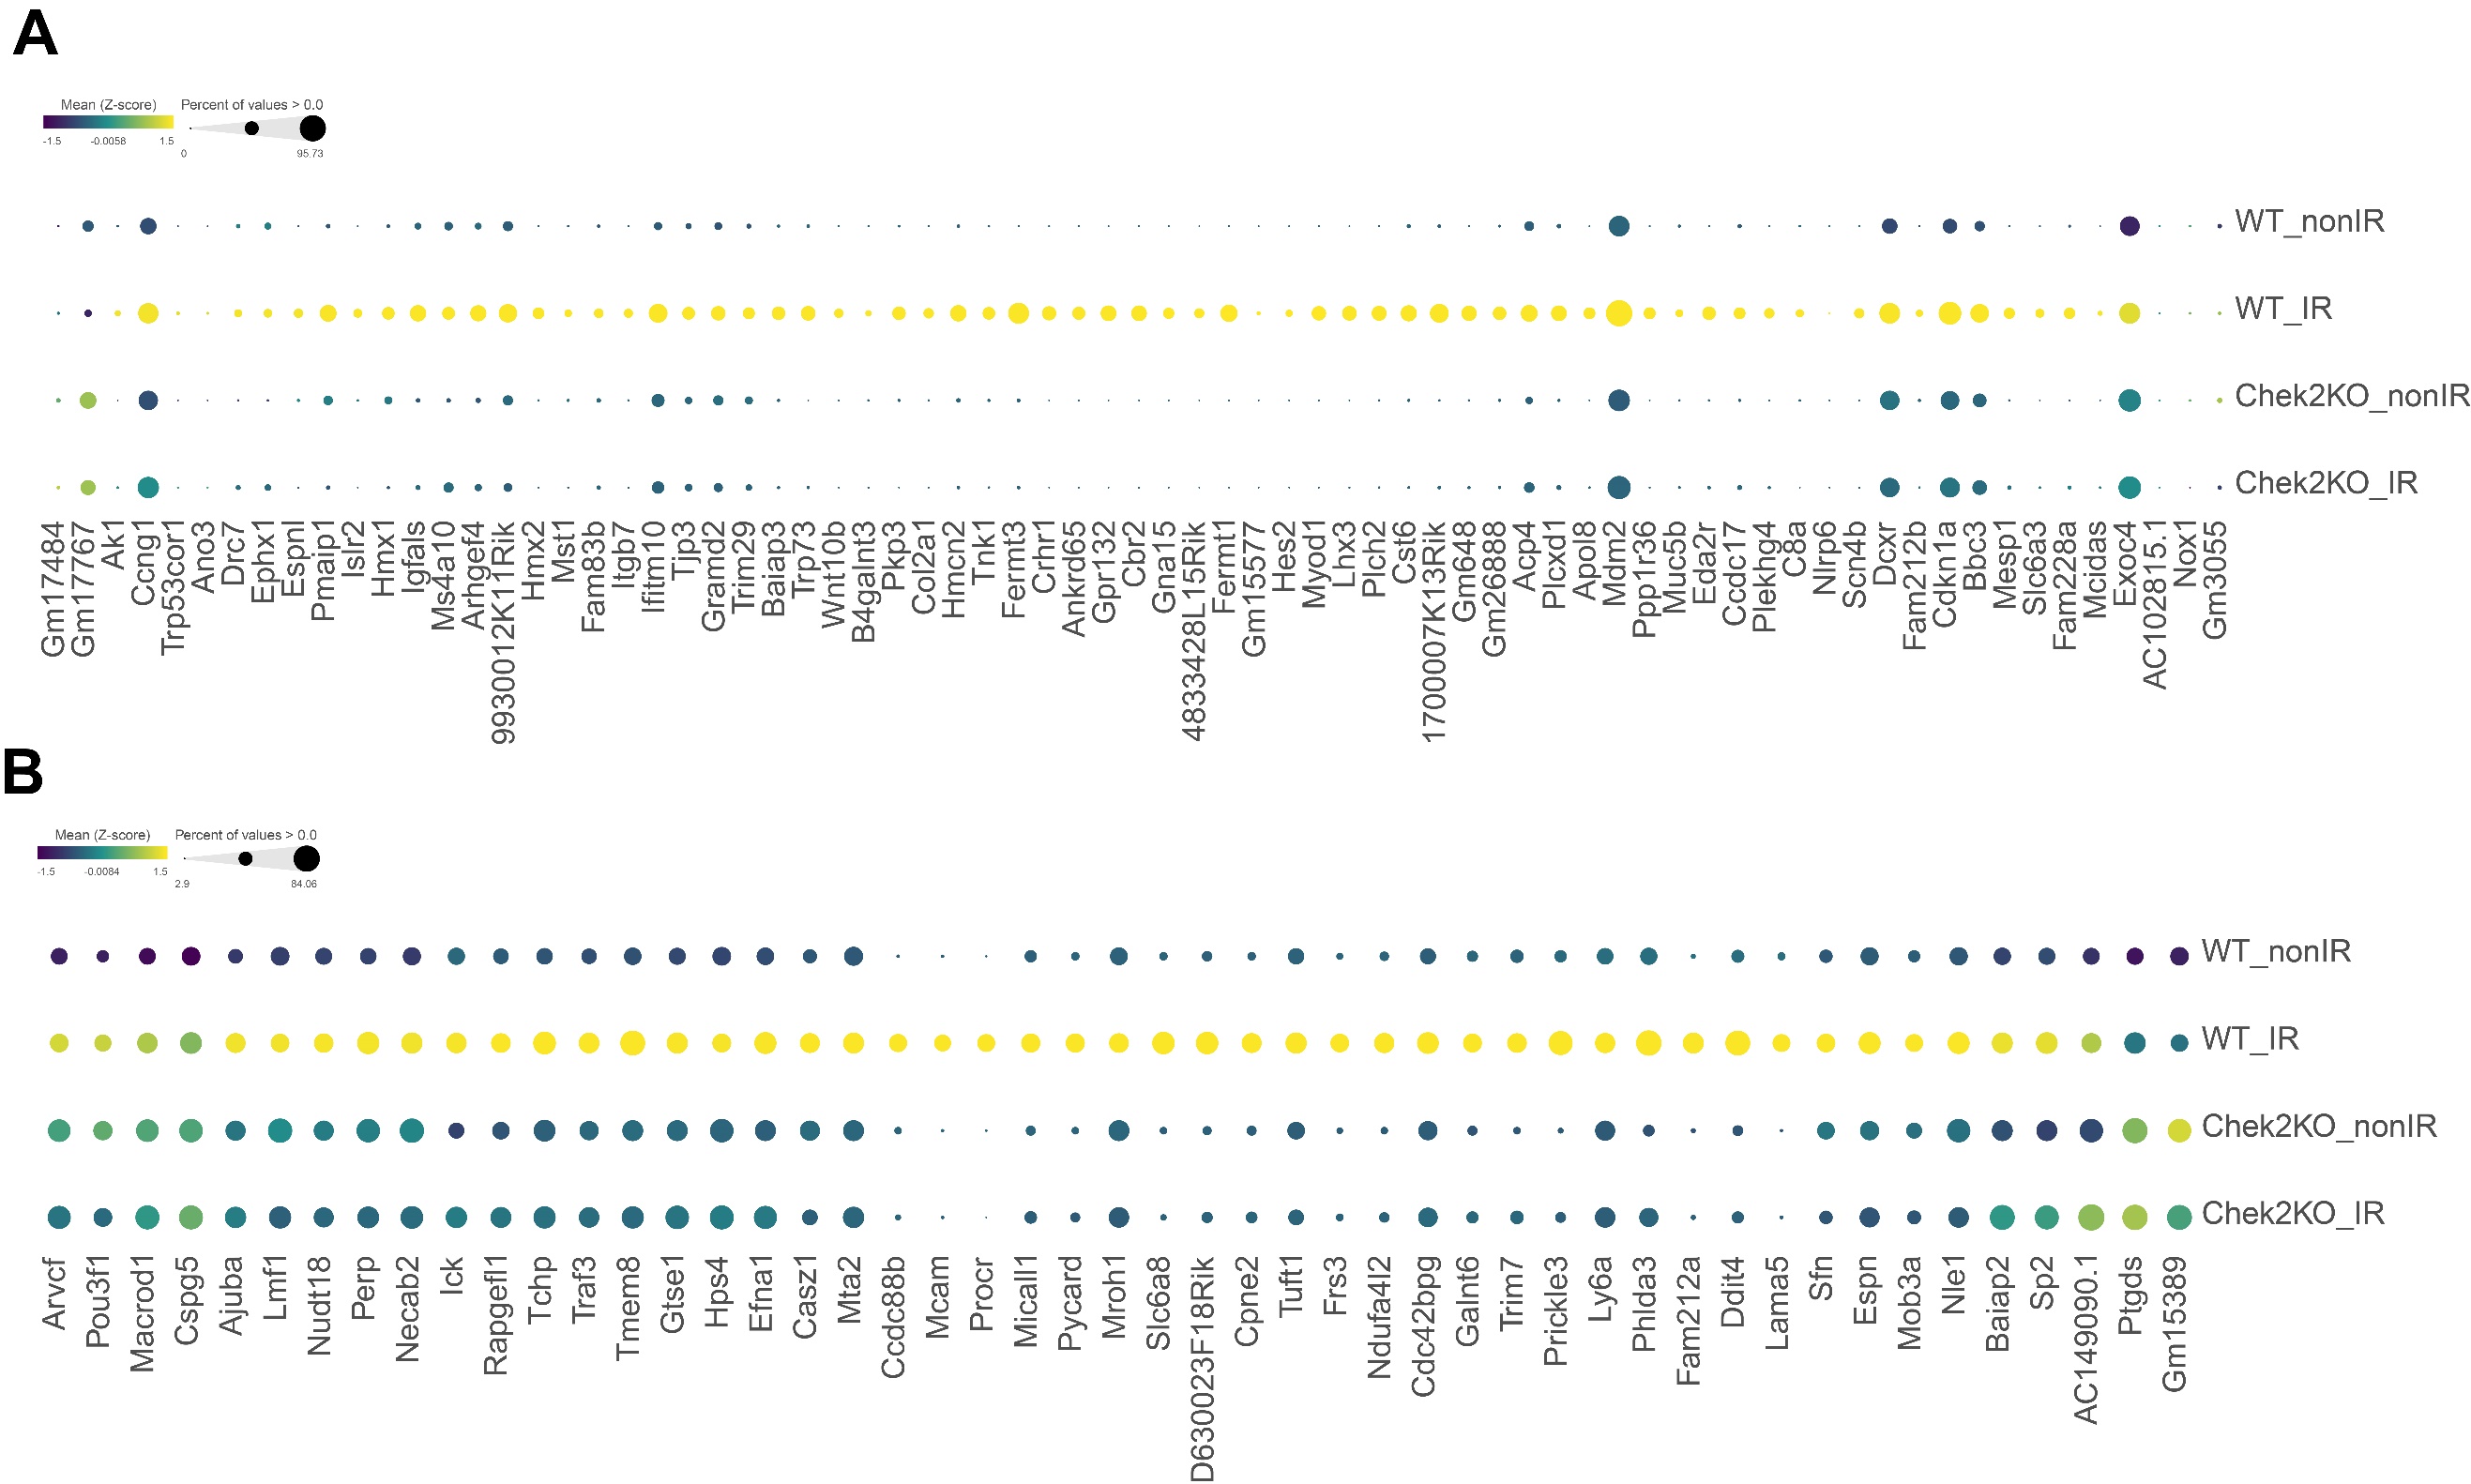

**Figure S6.** Bubble plot showing expression of RRGs from bulk **(A)** and additional RRGs from subcluster analysis **(B)** in all oocytes from wild-type and *Chek2^-/-^* ovaries with and without radiation. Bubble size is proportional to the percentage of cells in a cluster expressing a gene, and color intensity is proportional to average scaled gene expression within a cluster.

**Figure S7**

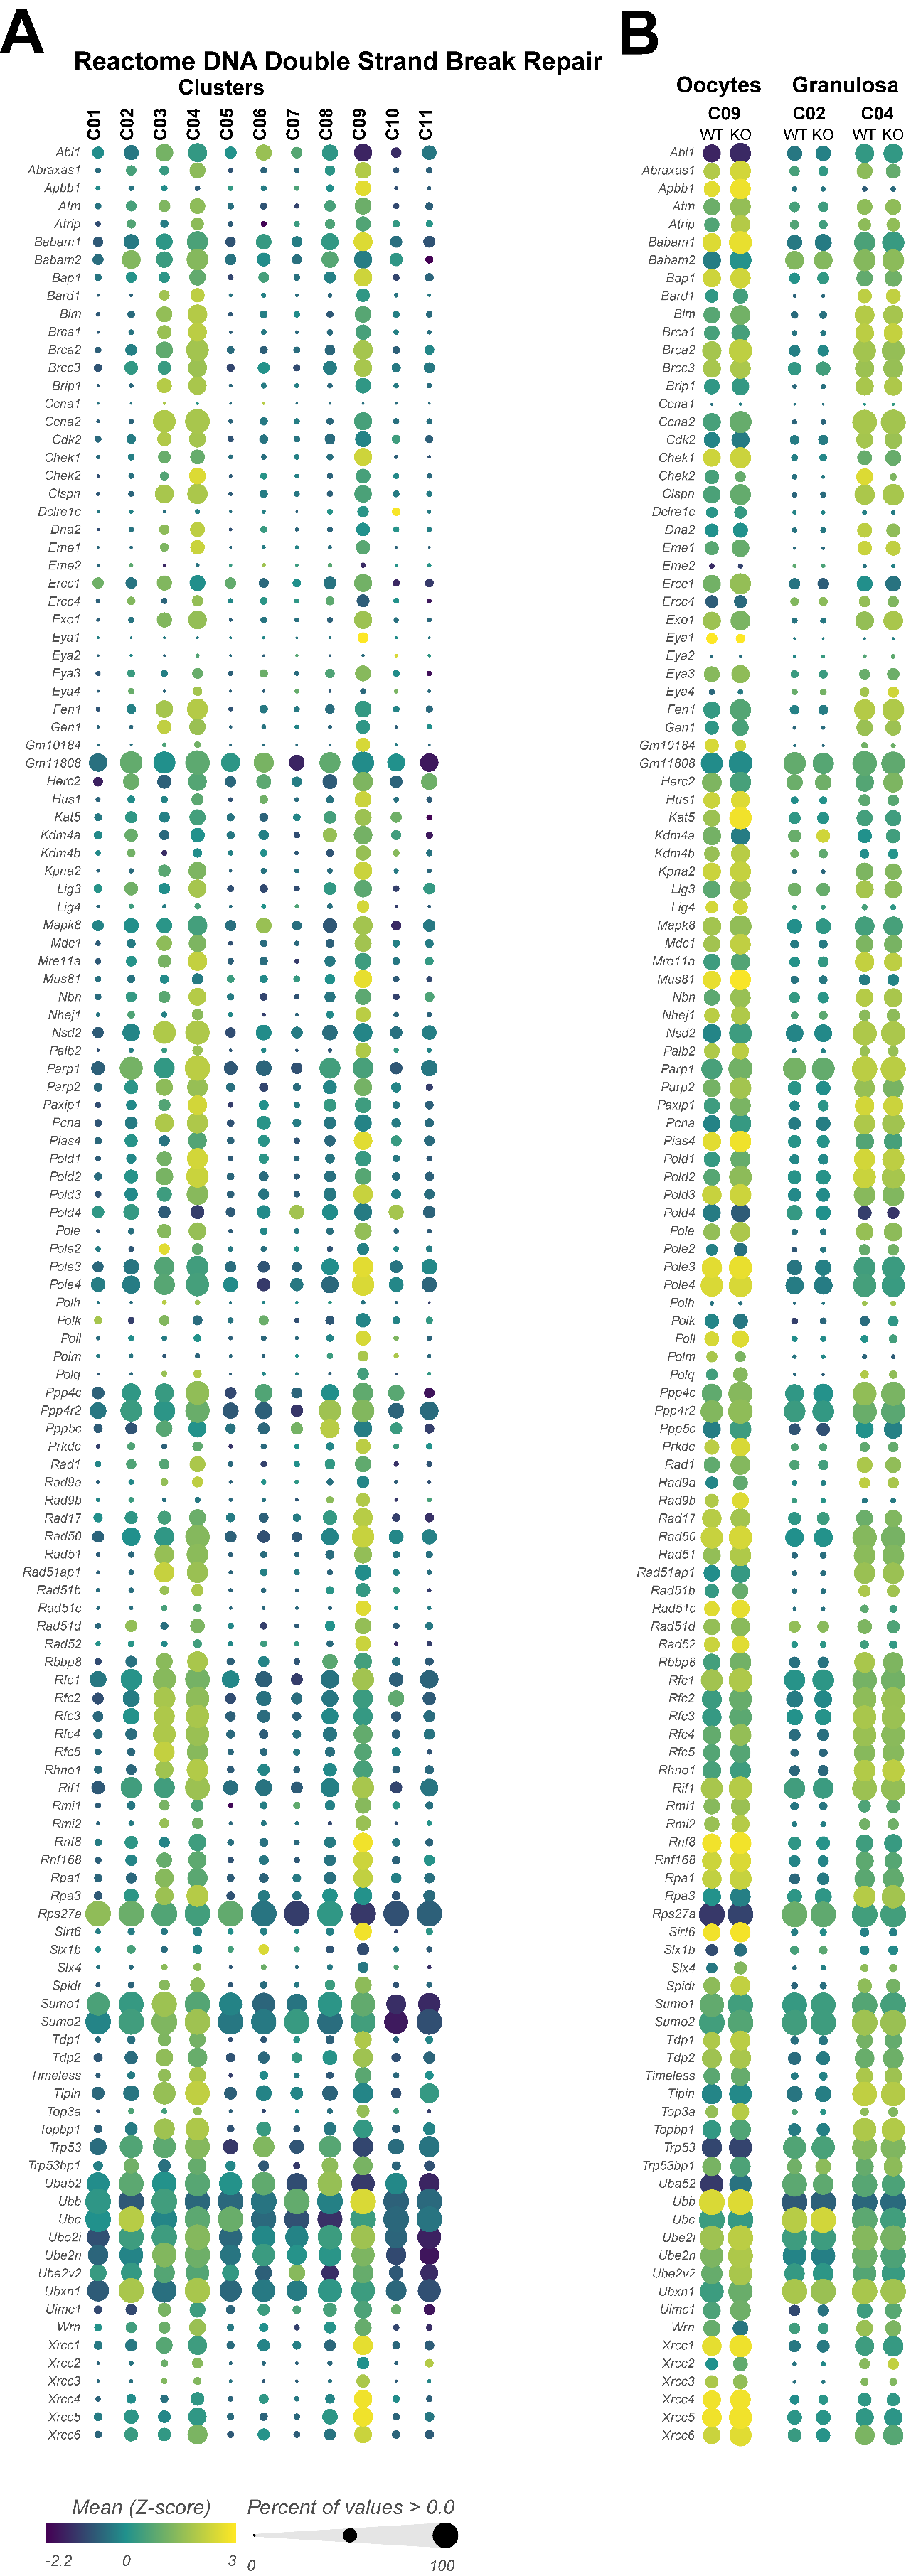

**Figure S7.** **A**) Bubble plot showing expression of 160 genes involved in DSB repair (Reactome Patwhays) across ovarian cell types in non-irradiated ovaries. (**B**) Bubble plot showing expression of DSB repair genes in wild-type and *Chek2^-/-^* non-irradiated oocytes and granulosa cells. Bubble size is proportional to the percentage of cells in a cluster expressing a gene, and color intensity is proportional to average scaled gene expression within a cluster.

**Figure S8.**

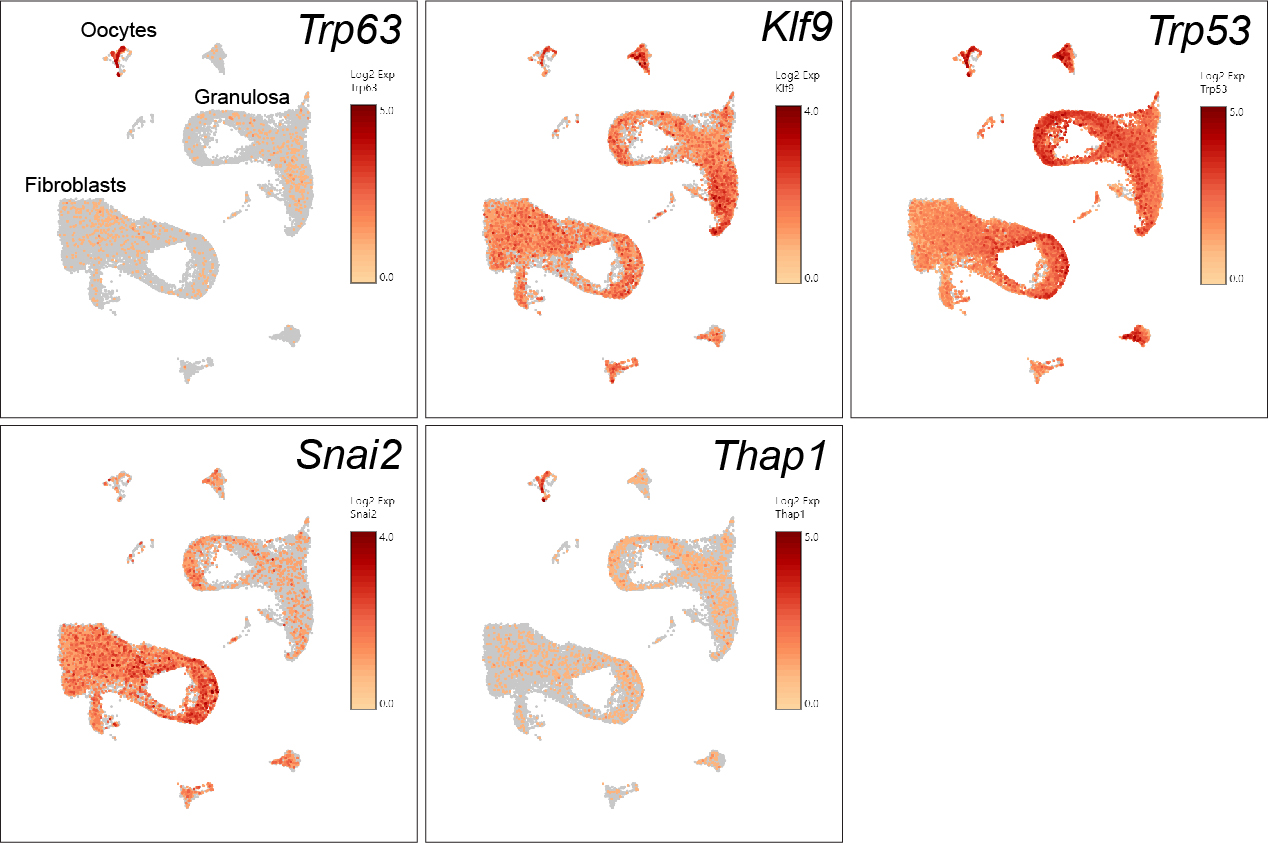

**Figure S8.** Gene expression levels of transcription factors predicted to regulate RRGs overlaid on UMAP plots with the oocyte, granulosa, and fibroblast clusters indicated.

**Figure S9.**

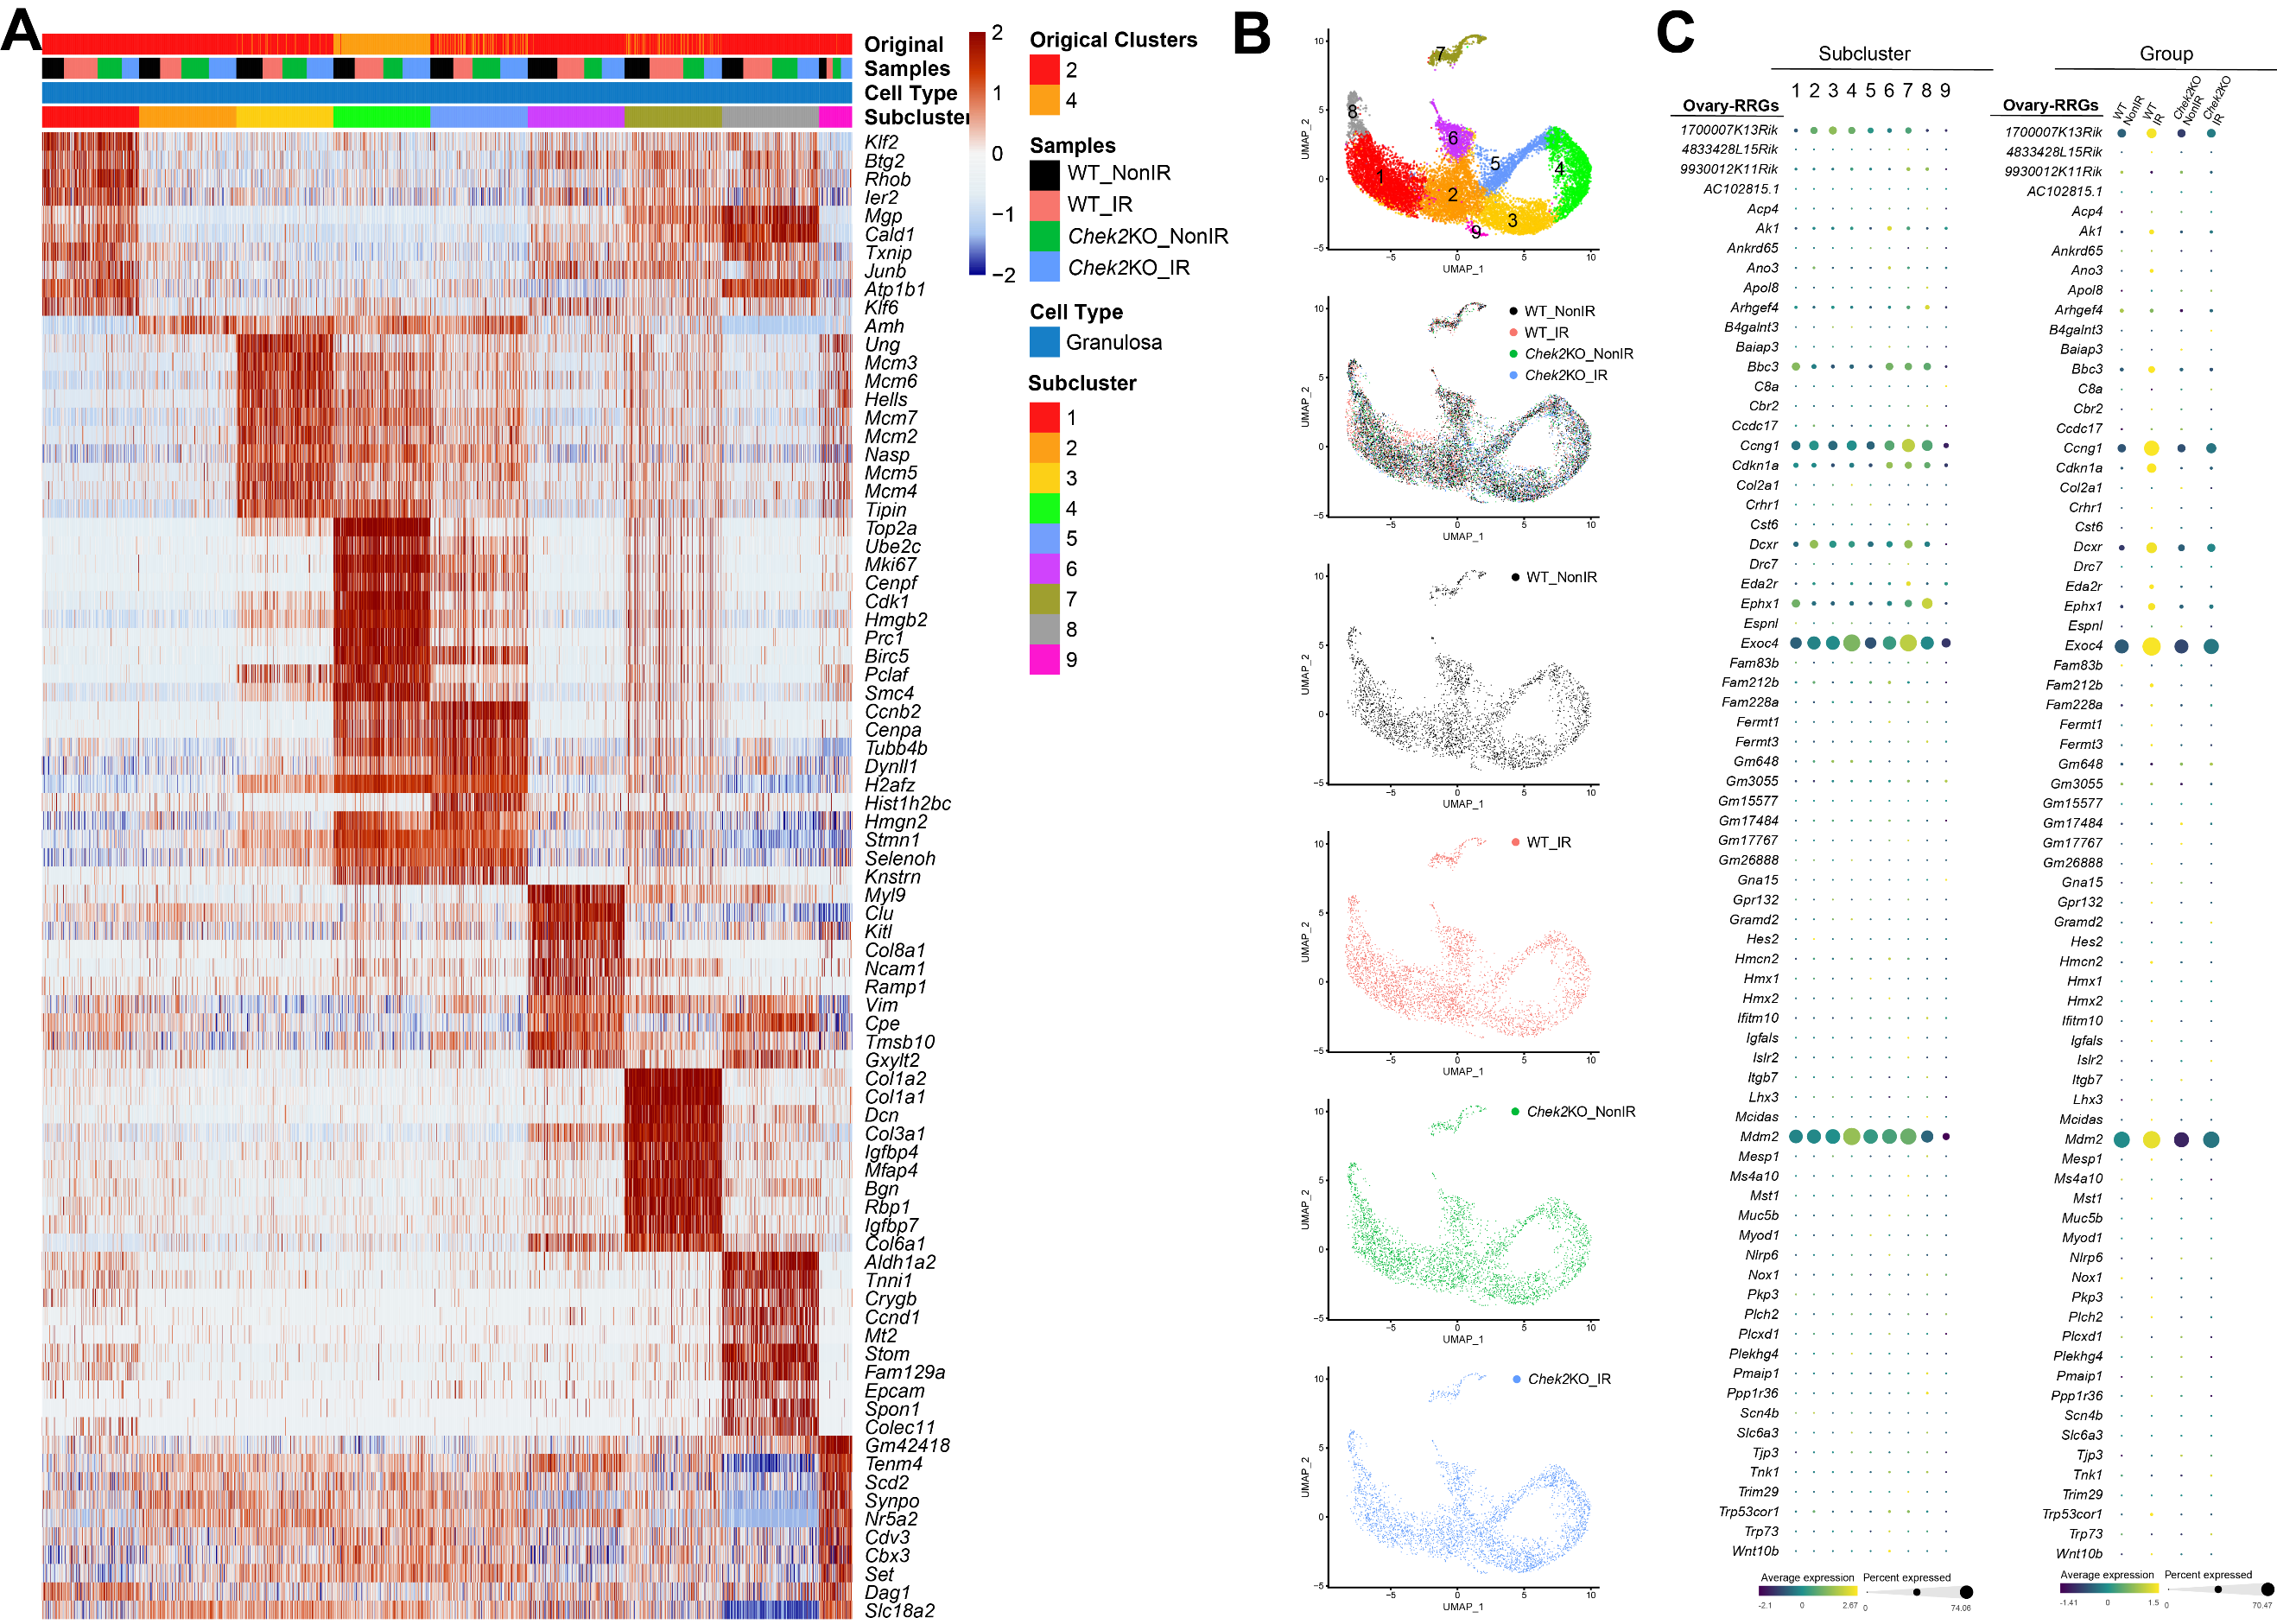

**Figure S9. A**) Heatmap displaying marker gene expression for nine granulosa cell subclusters identified through *de novo* re-clustering. **B**) UMAP plots of granulosa subclusters and contribution of cells from all treatment groups. **C**) Bubble plot showing expression of ovary-RRGs from bulk analysis across granulosa subclusters and in granulosa cells from wild-type and *Chek2^-/-^* ovaries with and without radiation. Bubble size is proportional to the percentage of cells in a cluster expressing a gene, and color intensity is proportional to average scaled gene expression within a cluster.

**Supplementary Tables:**

**Supplementary Table S1. RRGs identified by bulk RNA-seq.**

| Part 2. Response in *Chek2-/-* ovaries. | | | | | |
| --- | --- | --- | --- | --- | --- |
| MGI Gene/ Marker ID | **Symbol** | **LogFC *Chek2-/-*** | **Adj p-value** | **Feature Type** | **Gene Ontology terms** |
| MGI:5610613 | *Gm37385* | 26.4 | 1.77E-05 | unclassified gene |  |
| MGI:1338893 | *Padi1* | -6.7 | 0.032901 | protein coding gene | calcium ion binding; hydrolase activity; protein-arginine deiminase activity |
| MGI:102673 | *Gm43520* | -22.9 | 1.77E-05 | unclassified gene |  |

**Supplementary Table S2. Gene enrichment analysis of RRGs with g:Profiler.**

| Source | Term Name | Term ID | Adj.pvalue | -log10 adj.pvalue | Genes |
| --- | --- | --- | --- | --- | --- |
| GO:BP | intrinsic apoptotic signaling pathway by p53 class mediator | GO:0072332 | 0.001 | 3.15 | *Eda2r, Pmaip1, Bbc3, Trp73, Mdm2, Cdkn1a* |
| GO:BP | signal transduction by p53 class mediator | GO:0072331 | 0.019 | 1.71 | *Eda2r, Pmaip1, Bbc3, Trp73, Mdm2, Cdkn1a* |
| KEGG | p53 signaling pathway | KEGG:04115 | 0.000 | 6.62 | *Ccng1, Pmaip1, Bbc3, Trp73, Mdm2, Cdkn1a* |
| KEGG | Platinum drug resistance | KEGG:01524 | 0.001 | 3.05 | *Pmaip1, Bbc3, Mdm2, Cdkn1a* |
| KEGG | Apoptosis - multiple species | KEGG:04215 | 0.013 | 1.88 | *Pmaip1, Bbc3* |
| KEGG | Human papillomavirus infection | KEGG:05165 | 0.024 | 1.62 | *Hes2, Mdm2, Col2a1, Cdkn1a, Itgb7, Wnt10b* |
| KEGG | Colorectal cancer | KEGG:05210 | 0.036 | 1.44 | *Pmaip1, Bbc3, Cdkn1a* |
| WP | p53 signaling | WP:WP2902 | 0.000 | 7.07 | *Ccng1, Pmaip1, Bbc3, Trp73, Mdm2, Cdkn1a* |
| WP | Apoptosis | WP:WP1254 | 0.004 | 2.41 | *Pmaip1, Trp73, Mdm2* |
| WP | Hypoxia-dependent self-renewal of myoblasts | WP:WP5023 | 0.009 | 2.04 | *Myod1, Cdkn1a* |
| MIRNA | mmu-miR-23a-3p | MIRNA:mmu-miR-23a-3p | 0.030 | 1.52 | *Pmaip1, Bbc3* |

**Supplementary Table S3. Gene Set Enrichment Analysis of RRGs (GSEA).**

| HALLMARK PATHWAY | ES | NES | NOM p-val | FDR q-val | TOP GENES (HUMAN SYMBOLS) |
| --- | --- | --- | --- | --- | --- |
| P53 PATHWAY | 0.67 | 2.20 | 0.00 | 0.00 | *CCNG1, AK1, CLCA2, CDKN1A, DCXR, EPHX1, MDM2, PIDD1, PHLDA3, BTG2, ZMAT3, ZNF365, GLS2, MAPKAPK3, EPHA2, SFN, BAX, SLC19A2, DEF6, DDIT4* |
| INTERFERON ALPHA RESPONSE | 0.67 | 2.05 | 0.00 | 0.00 | *DHX58, RTP4, TRIM14, IRF9, LGALS3BP, TMEM140, TAP1, EIF2AK2, SAMD9L, PARP9, IRF7, HELZ2, PROCR, DDX60, TRIM21, ISG15, PSMB8, IFITM3, GBP4, HERC6* |
| INTERFERON GAMMA RESPONSE | 0.57 | 1.86 | 0.00 | 0.00 | *CDKN1A, ITGB7, DHX58, OAS2, RTP4, TRIM14, IRF9, LGALS3BP, TAP1, EIF2AK2, SAMD9L, DDX58, XAF1, STAT1, IRF7, HELZ2, DDX60, CSF2RB, TRIM21, ISG15* |
| APOPTOSIS | 0.53 | 1.70 | 0.00 | 0.01 | *PMAIP1, GNA15, CDKN1A, BTG2, BAX, TAP1, CD14, GUCY2D, IFITM3, CASP7, MMP2, GADD45A, IER3, CASP1, PLCB2, GSR, FAS, HGF, DPYD, TNFSF10* |
| TNFα SIGNALING VIA NFKB | 0.51 | 1.69 | 0.00 | 0.01 | *CDKN1A, BTG2, TAP1, EGR2, KYNU, DDX58, EGR1, DRAM1, LIF, F3, DUSP2, PLEK, PTGER4, EFNA1, IFIH1, LAMB3, SOCS3, IL7R, FOS, PLK2* |
| INFLAMMATORY RESPONSE | 0.49 | 1.61 | 0.00 | 0.02 | *GPR132, GNA15, CDKN1A, BTG2, RTP4, EIF2AK2, IRF7, LIF, RNF144B, BEST1, F3, CD14, ADORA2B, PTGER4, P2RX7, SEMA4D, HRH1, IL7R, ITGB8, CD48* |
| IL6-JAK/STAT3 SIGNALING | 0.52 | 1.56 | 0.01 | 0.03 | *IRF9, STAT1, IL1R2, CSF2RB, CD14, CCR1, SOCS3, CXCL9, DNTT, IL18R1, SOCS1, STAT2, CSF3R, FAS, PIK3R5, EBI3, MAP3K8, ACVR1B, PF4, CD44* |
| APICAL JUNCTION | 0.47 | 1.54 | 0.00 | 0.03 | *EXOC4, NECTIN4, COL17A1, NFASC, MAP3K20, CLDN4, ACTA1, PPP2R2C, CDH4, PARD6G, CLDN14, LIMA1, GRB7, VCL, BAIAP2, ICAM5, THY1, MAP4K2, CDH3, LAMB3* |
| ESTROGEN RESPONSE LATE | 0.47 | 1.53 | 0.00 | 0.03 | *PKP3, DCXR, TRIM29, TJP3, RAPGEFL1, OVOL2, SFN, ASS1, CLIC3, ST14, CA2, CACNA2D2, TOB1, SCNN1A, MAPT, PERP, DUSP2, TFAP2C, CELSR2, PGR* |
| COMPLEMENT | 0.46 | 1.52 | 0.00 | 0.03 | *TMPRSS6, ADRA2B, CDK5R1, CA2, KLK1, MMP15, KYNU, IRF7, F3, PLEK, CASP7, PSMB9, GCA, LCP2, F7, ITIH1, CFB, ACTN2, ITGAM, TFPI2* |
| COAGULATION | 0.46 | 1.47 | 0.02 | 0.04 | *C8A, MST1, TMPRSS6, MMP15, F3, PLEK, CTSE, MMP2, ITIH1, F13B, HPN, CFB, P2RY1, TFPI2, C1QA, F10, KLK8, LEFTY2, WDR1, GP9* |
| ESTROGEN RESPONSE EARLY | 0.44 | 1.47 | 0.01 | 0.05 | *PMAIP1, ESRP2, TJP3, RAPGEFL1, OVOL2, SFN, CLIC3, SLC19A2, SYT12, TOB1, SCNN1A, MAPT, ELF3, TFAP2C, CELSR2, ADCY1, PGR, TTC39A, MUC1, FOS* |

ES - Enrichment Score; NES - Normalized Enrichment Score; NOM p-val - Nominal p-value; FDR q-val - False discovery rate

**Supplementary Table S4. Primers used in this study.**

| **RT-qPCR Primers** | | |
| --- | --- | --- |
| **Gene** | **Sequence** | **Direction** |
| *Ankrd65* | AGTGGCTAAGGGCATTGAAATA | Forward |
| *Ankrd65* | GGAGATGGCTGACAACTTCTAC | Reverse |
| *Cbr2* | GGTAGCCAGGGACATGATTAAC | Forward |
| *Cbr2* | GAGCTGTAGGTGATCAAGTTAGG | Reverse |
| *Cdkn1a* | TTAGGCAGCTCCAGTGGCAACC | Forward |
| *Cdkn1a* | ACCCCCACCACCACACACCATA | Reverse |
| *Fermt1* | CATGCAAATGGAGAGCAGCAG | Forward |
| *Fermt1* | TTCCCACCACAGAGCATAGTC | Reverse |
| *Fermt3* | ATGGAGGCTCAGGGAACAAA | Forward |
| *Fermt3* | CTTGGCCTTGAACTTTCGCT | Reverse |
| *Gapdh* | TCCATGACAACTTTGGCATTG | Forward |
| *Gapdh* | CAGTCTTCTGGGTGGCAGTGA | Reverse |
| *Ddx4* | GTGGAAATACTGGCAGAGCG | Forward |
| *Ddx4* | ATCCTGTTGAGCGTCTGACA | Reverse |

| **Genotyping primers** | | | |
| --- | --- | --- | --- |
| **Gene** | **Probe** | **Sequence** | **Direction** |
| *Chek2* | *wild-type* | CTTGTCCTGCTGGACTCACA | Forward |
| *Chek2* | *wild-type* | GCAACCGTTACCTACCCTGA | Reverse |
| *Chek2* | *mutant* | CGGTCGCTACCATTACCAGT | Forward |
| *Chek2* | *mutant* | CAGCGCTTATCCCAACACT | Reverse |
| *Trp53* | *wild-type* | CAGCCTCTGTTCCACATACACT | Forward |
| *Trp53* | *mutant* | AGGCTTAGAGGTGCAAGCTG | Forward |
| *Trp53* | *wild-type and mutant* | TGGATGGTGGTATACTCAGAGC | Reverse |
| *Trp63* | *wild-type and mutant* | ACCTGGCTTCCTTCTCATTG | Forward |
| *Trp63* | *wild-type and mutant* | CTTTGATACGCTGCTGCTTG | Reverse |

## **Supplementary Data Files.**

Supplementary Data 1: Bulk RNAseq_Ovary_Gene_Counts_ DEGs_groupwise

Supplementary Data 2: scRNAseq_Ovary_Clusters_Marker_Genes_DEGs_groupwise

Supplementary Data 3: scRNAseq_Oocyte_Subclusters_Marker_Genes_DEGs

Supplementary Data 4: scRNAseq_Granulosa_Subclusters_Marker_Genes_DEGs

How the deposited data were processed for this re-analysis (not part of the article)

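Ovaries of wild-type and *Chek2*-/- females were studied 6 h after 0.5 Gy IR or sham treatment, by bulk RNA sequencing (24 libraries, 6 per group) and by single-cell RNA sequencing (4 libraries, 1 per condition, each from 4 females). Samples were grouped by genotype and irradiation as the deposited column names and library names give them. Replicate numbers do not pair the samples of different groups in the sources used here.

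For the bulk libraries the authors ran nf-core/rnaseq with Salmon against Ensembl transcripts and deposited estimated counts per gene, a mixture of whole and fractional values that are not scaled between libraries. For the single-cell libraries the authors ran Cell Ranger on mm10 and deposited whole counts of UMIs per gene and barcode, before their own filters on cells. The genome build behind the bulk counts is not given in the sources used here, and no coordinates are printed. Symbols were assigned to 44118 of the 44674 bulk gene identifiers from the reference annotation and to 34 from the single-cell gene list, and 522 were left without one.

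Bulk counts were rounded, genes with fewer than 10 counts over the 24 libraries were left out, and 26790 genes were normalized by TMM and fitted by edgeR 4.0.16 (R 4.3.3) with 1 coefficient per group and no other covariate. Changes were tested by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment for irradiated against non-irradiated ovaries of each genotype, for the difference between these (the interaction) and for non-irradiated *Chek2*-/- against wild-type ovaries. Genes past the threshold had an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. Printed CPM values use TMM-scaled library sizes. A gene with 0 counts in a group is given as a lower bound over a floor of 3 counts in the group of 6 libraries. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were run beside edgeR. Lists of genes were tested by camera with an inter-gene correlation of 0.01 and by fry on log-CPM values with a prior count of 2. They were the RRGs of Table S1 (82 of 83 matched), the leading-edge genes that Table S3 prints for 12 Hallmark sets (19 or 20 of 20 matched), and marker lists of 10 cell types and of dividing cells. The supplement prints only part of each Hallmark set, so no enrichment of complete sets was computed.

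Single cells with fewer than 1000 genes, over 20% mitochondrial or over 50% ribosomal UMIs were left out, as were genes in fewer than 3 cells, which left 23530 genes. Doublets were removed per library with Scrublet as in scanpy 1.11.5 (Python 3.11.15), where the authors required the call of both DoubletFinder and DoubletDecon. Counts were scaled to 10000 per cell and log-transformed, and 30 principal components of 2000 variable genes, 15 neighbours and Leiden clustering (igraph 0.11.9) at a resolution of 0.5 were used with seed 0. Harmony, SingleR, gene set enrichment analysis, g:Profiler and the authors' tests over cells were not used here. RRGs were kept out of the variable genes. Clusters were named from marker lists, with a further condition on clusters of mostly shallow cells. The limits were 25% of cells, 2-fold over the median of the clusters, 60% of a list and at least 3 markers. They were set after the clusters had been seen. UMIs were summed per class and library, 0.5 was added to each sum, and ratios carry exact Poisson limits and shares exact binomial (Clopper-Pearson) limits at 95%. These cover counting error only. Where a class has 0 UMIs on 1 side, the ratio is a lower bound over 3 counts in the group. Medians over lists were set against 10000 random lists matched on expression. For the share of cells without *Xist* each cell was thinned to 3000 UMIs, and cells below that were left out. No p-value was computed between single-cell libraries. numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0, statmod 1.5.0 and matplotlib 3.10.9 were also used.

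Bulk libraries held 17824920 to 32605519 counts and 23795 to 25581 genes with a count. Replicates differed by more than counting error, with a chi-square per degree of freedom of 6.25 to 60.5 within groups, so standard errors come from the replicates and not from the depth. In single cells the median over all cells used was 15131 UMIs, and the precision of a ratio is set by the UMIs of the gene in the smaller group.

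Genes named in the text were chosen by a rule. For bulk data these were the genes the paper names for the bulk experiment, per comparison the 5 with the smallest adjusted p among those past the threshold whose groups do not overlap (for the interaction, the 5 with the smallest adjusted p), *Chek2*, and the strain markers *Nnt*, *Wdfy1*, *Entpd4*, *Ide* and *Fgfbp3*. For single cells they were the genes the paper names for a cell type and the 5 largest and 5 smallest ratios in oocyte-, granulosa-, epithelial- and fibroblast-like cells, among genes with at least 100 UMIs in the class. The values of the paper's tables had been seen when the rule was written. Genes named only in connection with single libraries were chosen after their values were seen.

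The comparisons, the main settings, the rule for named genes and the first set of alternatives were chosen before the data were examined. The alternatives were DESeq2, limma-voom, other scaling factors, other low-count filters, a replicate block, no minimum fold change, each library left out and separate fits for the bulk data. For single cells they were other limits on genes per cell, no doublet removal, other Leiden resolutions, clustering with the RRGs, other scaling of sums, another added constant and thinning. Tests for more than a 2-fold change, a term for replicates 1 to 4 against 5 and 6, fits within these and a fit of the 22 libraries with *Xist* were added after the data had been seen.

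The procedures were tested on simulated data made from the deposited counts. Of 200 genes changed in wild-type libraries edgeR placed 63% past the threshold, and 96.5% of the 114 changed 3-fold or more, with 5 calls among the unchanged genes and 0 calls in the comparisons without a change. Of 200 lists of random genes, which could hold some of the changed genes, camera called 2 and fry 36 in the wild-type comparison at an unadjusted p of 0.05. In the *Chek2*-/- comparison, where no gene was changed, camera called 2 and fry 8 of the same 200 lists. In simulated single cells a list changed by a median of 2.36 in oocyte-like cells was found at 2.38, and 5 of 100 unchanged lists fell in the outer 5% of the random lists.

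Immunostaining, RT-qPCR, in situ hybridization and follicle counts have no deposited sequencing data and were not analysed here. Some results that the rule for named genes selects are not reported here.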

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

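The tests of genetic background, of tissue in single libraries behind the difference between the non-irradiated genotypes, of epithelium or kidney for *Fermt1*, *Pkp3*, *Ak1*, *Nlrp6* and *Padi6*, of neutrophils for *Fermt3* and of single epithelium genes for *Padi1* were chosen after the result had been seen, as was the fit of the 22 libraries with *Xist*.

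Of 136 groups of 6 libraries examined for a library far from the others, 18 held one, where chance gives about 1 in 20, or 6.8. A library was counted by Dixon's ratio, its gap to the nearest of the others over the range of the group.

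In 1 irradiated wild-type library (replicate 4) 5 ovary-RRGs were far above the other 5 libraries. *Tjp3* was at 12.4 CPM against 4.8 to 7.64, *Plch2* at 31.1 against 13 to 19.4, *Scn4b* at 10.9 against 4.59 to 6.48, *Gramd2* at 12.2 against 5.47 to 7.68 and *Baiap3* at 15.5 against 7.61 to 10.5. The same library had the highest median change of all ovary-RRGs, 3.24, and the 10 largest genes took 4.61% of its counts against 3.64 to 3.85% in the others. A larger share of oocytes is argued against by the oocyte markers, which were higher by a median of 0.12 only. The epithelial markers were higher in this library by a median of 0.85, with 7 of 7 above the other 5 libraries. The endothelial markers were lower by −0.32, so that a difference in other cell types stays open. What made the response larger in this library was not tested further, and no biological explanation was tested, since the design holds no difference between replicates.

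In 1 non-irradiated *Chek2*-/- library (replicate 6) *Fermt1* was at 3.88 CPM against 0.117 to 1.48 in the others, *Pkp3* at 2.27 against 0.574 to 1.11, *Ak1* at 2.34 against 1.01 to 1.38 and *Nlrp6* at 6.34 against 1.13 to 1.9, while *Padi6* was at 1522 CPM against 2094 to 2393. Kidney tissue carried over with the ovaries is a candidate explanation for other genes of this library. Of a list of 20 kidney tubule genes, 5 of which were above 1 CPM in over 50% of libraries, the 14 not looked at before were higher by a median of 3.00 on the log2 scale than in the other 5 libraries, and *Kap* and *Umod* were at 793 and 72 CPM. For the 4 genes that were high, kidney or another epithelium cannot be told apart from other causes, because genes of oviduct and uterine epithelium were higher by 0.63 and no table holds the level of the 4 genes in these tissues. For *Padi6*, such tissue in place of ovary cannot be told apart from other causes such as fewer oocytes, because the oocyte markers were lower by −0.80 and the granulosa markers by −0.33, while the fibroblast markers were higher by 0.26 and the epithelial ones by 1.29, and other tissue brings fibroblasts too. No biological explanation was tested.

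Replicate 6 of irradiated *Chek2*-/- ovaries had 24842 genes with a count against 25260 to 25458 in the other 5, and *Fgfbp3* at 3.22 CPM against 16.7 to 23.7. Both *Chek2*-/- libraries with the number 6 had almost no *Xist*, 0.423 and 0.569 CPM, where the other *Chek2*-/- libraries had at least 932 CPM. An XY karyotype or male tissue as the cause in both is argued against by *Ddx3y* and *Eif2s3y*, at 0 CPM in the irradiated and at 0.768 and 0.96 CPM in the non-irradiated library, where *Ddx3x* and *Eif2s3x* were at 709 and 199 CPM. In the non-irradiated library, which also held kidney genes, both were above the at most 0.0705 and 0.0388 CPM of all others, so that a trace of male tissue there stays open. A candidate explanation is a single X chromosome, since *Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x*, which escape X inactivation, were lower by a median of −0.53 and −0.51 on the log2 scale, outside the −0.10 to 0.07 of the other libraries. *Ddx3x* alone was within the range of the others. A female without *Xist* in the *Chek2*-/- single-cell pools is argued against by the share of cells without a *Xist* UMI. Its largest excess over both wild-type libraries was 5.04 percentage points, in cells thinned to 3000 UMIs, where 1 such female among 4 would give a larger share. How frequent such females are in the *Chek2*-/- line cannot be told from pools of 4. The shares were 3.93, 4.33, 6.27 and 9.37% in granulosa-like cells of non-irradiated and irradiated wild-type and *Chek2*-/- ovaries, against 0.23, 2.2, 0.883 and 1.53% without thinning. Without these 2 bulk libraries 343 genes were past the threshold in wild-type ovaries, 1 in *Chek2*-/- ovaries, 170 for the interaction and 151 between the non-irradiated genotypes.

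The same 2 libraries had low *Bmp15* (8.26 and 7.47 CPM against at least 48.6 in the other *Chek2*-/- libraries) and *Amh* (31.2 and 28.1 CPM against at least 127). Fewer growing follicles as the whole cause would lower the markers of growing oocytes and leave those of primordial oocytes. The former were at −0.84 and −0.69 and the latter at −0.79 and −0.48 on the log2 scale. These lists cannot decide, because *Dppa3* of the primordial list was highest in the growing oocyte-like subcluster 8 (5839 CPM). *Sycp3* (26.9 and 36 CPM) and *Sohlh1* (40 and 53.7 CPM) were below the other *Chek2*-/- libraries (at least 50.2 and 56.7 CPM). *Sycp1* was at 17.7 and 23.3 CPM against 18.1 to 26.1 CPM. Fewer growing follicles and fewer oocytes of every stage both remain open, and no biological explanation was tested.

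*Fermt3* was at 8.91 CPM in 1 irradiated *Chek2*-/- library (replicate 2) and at 1.24 to 2.24 CPM in the others. Neutrophils in that library are a candidate explanation. Of a list of 20 neutrophil genes, 3 of which were above 1 CPM in over 50% of libraries, the 13 not looked at before were higher by a median of 4.19 in this library, with *Lcn2* at 106 CPM, and by 3.54 in 1 irradiated wild-type library (replicate 3). Over the 18 libraries other than irradiated wild-type, *Fermt3* followed the mean of these 13 genes with a Pearson r of 0.88 (permutation p = 0.0004) and a Spearman rho of 0.68 (permutation p = 0.00275), and r was 0.64 (permutation p = 0.00701) without the outermost 2 libraries.

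*Padi1* was at 59.2 CPM in 1 irradiated wild-type library (replicate 1) and at 0.28 to 15.8 CPM in the others. *Padi1* followed the mean of 10 genes of oviduct and uterine epithelium not looked at before with r = 0.85 over the 24 libraries, r = 0.86 in the 12 *Chek2*-/- libraries (permutation p = 0.00097) and r = 0.82 in the 12 wild-type libraries (permutation p = 0.00019). Of that list of 20 genes 9 were above 1 CPM in over 50% of libraries. Such epithelium carried over with the ovaries cannot be told apart from other causes, because 3 of the 10 genes carry most of the relation (*Ovgp1*, *Sprr2f* and *Foxa2*, r = 0.64 to 0.71, the other 7 −0.24 to 0.44). The median of the 10 in the library with the most *Padi1* was higher by 0.13 only, where 1 of the other 5 had 0.16, and *Esrp1*, *Prom1* and *Epcam* had a mean of 48 to 150 CPM over the 24 libraries, where a small share of such tissue would not show. No biological explanation was tested.

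*Gm43520* was at 6.73 CPM in 1 non-irradiated *Chek2*-/- library (replicate 3) and at 0 to 2.42 CPM in the others, and *Gm37385* at 8.25 CPM in 1 irradiated *Chek2*-/- library (replicate 4) with 0 counts in the others. *Dcxr* was at 4.84 CPM in 1 non-irradiated wild-type library (replicate 2) and at 5.7 to 6.19 CPM in the others. No explanation of these 3 was tested.

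The response to IR differed between the genotypes for 167 genes, by the interaction term in edgeR. Chance can be excluded, as 1 of 100 splits, the real one, gave as many genes and the next highest gave 12. The count was 175 with a term for replicates 1 to 4 against 5 and 6, which argues against these as the whole cause, and 138 to 184 with each library left out. Loss of *Chek2* is the difference the design names, and it remains a hypothesis beside the differences in background described below.

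The ovary-RRGs had a median slightly above 0 in irradiated *Chek2*-/- ovaries (camera p = 0.000115, not an exact test), but chance cannot be excluded, as 5 of 100 splits gave a median as high. The splits were not made within replicate numbers, because no source used here pairs the libraries by number. Wild-type RNA in these libraries is argued against by *Chek2*, which was at 3.96 CPM after and 3.75 CPM before irradiation (exact permutation p = 0.502), where the share of the response seen for *Ccng1* would need 6.53 CPM. A difference between replicates 1 to 4 and 5 to 6 is argued against by the fit with that term (camera p = 0.000128, not an exact test). A response without CHEK2 in somatic cells rather than in oocytes cannot be told apart from one in both, because *Cdkn1a* and *Ccng1* rose by at least 0.46 in *Chek2*-/- granulosa-like and fibroblast-like cells, while *Cdkn1a* also rose by 0.24 in oocyte-like cells, each from 1 library per condition. Over all *Chek2*-/- oocyte-like cells *Ccng1* was at 0.09 [−0.11 to 0.30]. Within their subcluster 3 the ratios were 0.47 [0.19 to 0.74] for *Cdkn1a* and 0.52 [0.12 to 0.92] for *Ccng1*.

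Between non-irradiated *Chek2*-/- and wild-type ovaries 211 genes were past the threshold in edgeR (160 higher and 51 lower). With other scaling factors 161 or 179 were higher and 51 or 50 lower. The balance differed in the fit of the 12 libraries compared (58 higher, 44 lower) and in DESeq2 (51 higher, 30 lower). Tests for more than a 2-fold change gave 3 higher and 18 lower in DESeq2 and 2 and 16 in edgeR. Chance can be excluded, as 1 of 100 splits, the real one, gave as many and the next highest gave 27. The smallest adjusted p in edgeR were those of *Gm15446* (−3.17, 1.9e-16), *Chek2*, *Tmem181b-ps* (1.38, 6.66e-14), *Wdfy1* (1.51, 2.52e-13) and *Gm21451* (−8.95, 1.37e-11). Passenger variants around the *Chek2* allele are argued against as the main cause, since 3 of 208 placed genes lay within 10 Mb of it where chance gives 3.12 (Fisher's exact p = 0.606, one-sided). A candidate explanation is a C57BL/6N against C57BL/6J difference in background, since 4 of 5 strain markers differed, *Wdfy1*, *Nnt* (1.04, adjusted p = 1.05e-07), *Entpd4* (−1.12, adjusted p = 4.49e-11) and *Ide* (−0.78, adjusted p = 0.00367), and *Fgfbp3* did not (−0.59, adjusted p = 0.346). Tissue carried over in single libraries cannot be told apart from other causes for part of the genes, since 129 were past the threshold without the library that held kidney genes, and 108, 122 and 96 without wild-type replicates 2, 3 and 4. The genotype itself remains open.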

How the results depend on the processing

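The tests for more than a 2-fold change, the fits with or within replicates 1 to 4 and 5 to 6 and the fit of the 22 libraries with *Xist* were chosen after the result had been seen.

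Of 106 values of 13 main results under 26 other settings, 74 (69.8%) kept their call and stayed within 1.5 times the count or within the spread of the value. Of 1991 values for 59 named bulk genes in 4 comparisons under 9 settings 1972 (99%) did, 12 passed the threshold only under the other setting, 7 no longer passed it and 0 changed sign. In single cells 1307 of 1504 values (86.9%) did, 186 moved by more than their counting interval, 91 of them with thinning, and 11 changed sign. Gene ratios with at most 3 UMIs in each group got no row, which with thinning leaves *Slitrk1* without a value in oocyte-like cells of both genotypes and *Lama5* and *Gm14226* in those of *Chek2*-/- ovaries.

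With DESeq2 the count of genes past the threshold was 9 in irradiated against non-irradiated *Chek2*-/- ovaries and 81 between the non-irradiated genotypes, and the cause was not tested. Without a minimum fold change the counts were 646 in wild-type ovaries, 3 in *Chek2*-/- ovaries, 277 for the interaction and 1430 between the non-irradiated genotypes, since a criterion is dropped. In fits of the 12 libraries compared they were 0 in *Chek2*-/- ovaries (edgeR, with 9 by DESeq2 on all libraries) and 102 between the non-irradiated genotypes, from fewer libraries. A test for more than a 2-fold change, which asks more of each gene, gave 82, 4, 49 and 21 in DESeq2 and 102, 0, 45 and 18 in edgeR, in the same order of comparisons. In replicates 1 to 4 the *Chek2*-/- count was 0 and that between the non-irradiated genotypes 390, and the cause was not tested. In replicates 5 and 6, with 2 libraries per group, the counts were 33, 0, 3 and 18. For the counts of 0 in *Chek2*-/- ovaries, 1180 genes had an unadjusted p under 0.05 in the fit of all libraries. With replicates 1 to 4 against 5 and 6 as a term the counts were 301, 1, 175 and 246, and of the genes past the threshold 265 of 288, 165 of 167 and 187 of 211 had the same sign in both parts for the wild-type comparison, the interaction and the non-irradiated genotypes.

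Replicate numbers do not pair the libraries by any source used here. With the number as a block within genotype 4 genes were past the threshold in *Chek2*-/- ovaries, and the cause was not tested. With a block shared by the 4 groups the counts were 262 in wild-type ovaries and 171 between the non-irradiated genotypes. As a check of pairing, deviations from the group mean correlated between irradiated and non-irradiated libraries of the same number across genes, which are not independent replicates, by −0.02 to 0.32 in wild-type and 0.07 to 0.59 in *Chek2*-/- ovaries.

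With each library left out in turn the count was 241 to 327 in wild-type ovaries and 138 to 184 for the interaction. In *Chek2*-/- ovaries it was 0 to 2, with 0 without non-irradiated replicate 3 or irradiated replicate 4 and 2 without irradiated wild-type replicate 6. Between the non-irradiated genotypes it was 96 to 288, with 108, 122 and 96 without wild-type replicates 2, 3 and 4 and 129 without *Chek2*-/- replicate 6. Of the 59 named genes, 38, 1, 35 and 8 were past the threshold in the 4 comparisons. *Ano3* in *Chek2*-/- ovaries lost its place without non-irradiated replicate 3 or irradiated replicate 4, *Ms4a10* for the interaction without any 1 of 19 of the 24 libraries, and *Fos* between the non-irradiated genotypes without wild-type replicate 3 or 4 or *Chek2*-/- replicate 2. By the fold change alone, *Btg2* in wild-type ovaries lost its place without replicate 4 of either group or non-irradiated replicate 3, and *Nnt* between the non-irradiated genotypes without wild-type replicate 1 or *Chek2*-/- replicate 5 or 6. None of those past the threshold changed sign.

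For lists, fry gave p = 0.0975 (not an exact test) for the ovary-RRGs in *Chek2*-/- ovaries, with a median of 0.07 and 51 of 82 genes in their listed direction, called 1 of 12 Hallmark lists there where camera called 3, and called 0 cell type lists where camera called 1. The cause was not tested.

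In single cells the oocyte-like share of all cells (1.59%) was 2.17% with at least 500 genes per cell and 1.36% with at least 2000, which admit and remove shallow cells. The log2 ratio of *Cdkn1a* in wild-type oocyte-like cells (2.26) was 3.08 in cells thinned to 3000 UMIs. At a halved Leiden resolution the subcluster of irradiated wild-type oocyte-like cells held 48.8% of them (31.8% otherwise), from 5 in place of 8 subclusters, and these were 64.8% of its cells. The ratio of *Cdkn1a* in quiescent-like granulosa cells (3.73) was 3.31 with the RRGs among the variable genes and 5.09 at a doubled resolution. The cause was not tested.

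In single cells 11 ratios changed sign. With thinning the log2 ratio was −0.05 for *Fos* in *Chek2*-/- oocyte-like cells, 0.27 for *Alas2* in wild-type granulosa-like cells, 0.11 for *A530020G20Rik* in *Chek2*-/- epithelial-like cells, and −0.04 for *Zar1* in *Chek2*-/- fibroblast-like cells. With at least 500 genes per cell it was 0.04 for *Hbb-bt* in *Chek2*-/- granulosa-like cells, and 0.28 and −0.08 for *Gm2044* in wild-type and *Chek2*-/- epithelial-like cells. With at least 2000 genes *Hbb-bt* was at 0.16 in wild-type granulosa-like cells. At a doubled resolution *Hbb-bt* was at 0.02 in *Chek2*-/- granulosa-like cells and *Gm2044* at 0.18 and −0.10 in wild-type and *Chek2*-/- epithelial-like cells. The cause was not tested.

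Depth limits single-cell ratios of genes with few UMIs, and 7 and 51 wild-type oocyte-like cells without and with irradiation, and 2 and 21 *Chek2*-/- ones, had fewer than 3000 UMIs and dropped out with thinning.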

Differences from the paper's values

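DESeq2 and edgeR tests for more than a 2-fold change were chosen after the values had been seen, and the other settings were chosen before the data were examined.

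For irradiated against non-irradiated wild-type ovaries the paper's number of genes past the threshold is 83, and 288 were found here. The paper's numbers of higher and lower genes are 77 and 6, against 230 and 58 here. None of the 35 planned settings, counting each library left out, came within 1.5 times the paper's values. DESeq2 testing for more than a 2-fold change, chosen after seeing the values, gave 82 genes, of which 81 are among the 82 matched genes of Table S1, so that it drops 1 of the paper's genes. Of the 36 wild-type genes of Table S1 named here, 28 had the listed adjusted p in that test, within rounding, and 0 in the main test. For the 3 genes listed for *Chek2*-/- ovaries 0 matched in either. The main setting placed 78 of these 82 past the threshold, planned DESeq2 81 and a replicate block within genotype 79.

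In *Chek2*-/- ovaries the paper's number is 3, and 1 was found here. Of the planned settings 3 fell within 1.5 times the paper's value, namely no minimum fold change (3), a replicate block within genotype (4) and irradiated wild-type replicate 6 left out (2), and 32 did not. None of the paper's 3 genes (*Gm37385*, *Padi1* and *Gm43520*) was past the threshold in edgeR. Planned DESeq2, with 9 genes, and DESeq2 testing for more than a 2-fold change, chosen after seeing the values, with 4 genes, called all 3 and dropped 0 of them.

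The paper's number of cell clusters is 11, and 18 were found here. All 6 planned settings for the single cells gave a number that differs by more than 1.5 times.

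The paper names *Nox1* among genes that IR raised, and it fell here by 2.59 on the log2 scale in wild-type ovaries, as Table S1 also lists it. The paper's text names *Padi6* among the genes that changed in *Chek2*-/- ovaries, where Table S1 lists *Padi1*. The log2 fold changes here were 0.05 for *Padi6* and −6.59 for *Padi1*.

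For the 4 genes the paper adds from oocytes, *Perp*, *Ddit4* and *Phlda3* rose here in wild-type oocyte-like cells, and *Fos* had a log2 ratio of −1.11, which the paper's statement of differential expression does not give a direction for. Within subcluster 1 of the wild-type oocyte-like cells the ratio of *Fos* was −0.11 [−0.25 to 0.03], so that a shift in cells between subclusters stays open. *Ddit4*, *Phlda3* and *Lama5* also rose in *Chek2*-/- oocyte-like cells, by 1.72, 0.85 and 1.58, where the paper describes the upregulation of oocyte-RRGs as dependent on CHEK2. Within subcluster 3, with 30 irradiated and 25 non-irradiated *Chek2*-/- cells, the ratios of *Ddit4*, *Phlda3* and *Lama5* were 0.02, 0.37 and 0.47, from 5 to 10 UMIs each and with counting intervals across 0, so that a shift in stage between the libraries stays open. Of the 78 ovary-RRGs found in single cells 39 were above 0 in these cells.

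The paper ranks surface epithelium after oocytes by the number of genes, from a test over cells, where sums per library were used here. By the median ratio of all 78 ovary-RRGs granulosa-like cells had 1.61, fibroblast-like cells 1.43 and epithelial-like cells 0.79. Over the genes with UMIs in each class the medians were 1.92 in erythroid-like, 1.81 in perivascular-like, 1.66 in granulosa-like, 1.51 in fibroblast-like, 1.36 in endothelial-like and 0.87 in epithelial-like cells, from 26 to 75 genes.

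The paper describes *Cbr2*, *Fermt1*, *Fermt3*, *Ankrd65* and *Trp73* as induced in oocytes alone. Its in situ hybridization of *Cbr2*, *Ankrd65* and *Fermt3* gave signal in irradiated oocytes only. By its RT-qPCR *Cbr2*, *Ankrd65*, *Fermt1* and *Fermt3* were not induced in ovaries without active TAp63. Those data were not analysed here. After irradiation *Cbr2*, *Fermt1*, *Ankrd65* and *Trp73* had their highest CPM of the 9 classes in oocyte-like cells here, and *Cbr2* also rose from 2 to 88 UMIs in granulosa-like cells and *Trp73* from 4 to 19, gains of 3.76 and 2.24 times what free oocyte RNA in these droplets would carry. *Fermt3* was at 139 CPM in oocyte-like cells and at 160 CPM in the 51 macrophage-like cells of the same library, which had 158 CPM without irradiation.

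For granulosa cells the paper states that most ovary-RRGs were not expressed. Of the 78 genes 75 had UMIs in wild-type granulosa-like cells and 72 had a log2 ratio above 0 in their listed direction, together at 438 CPM after irradiation against 138 CPM before. The measures differ, since the paper plots the share of cells expressing a gene and scaled averages, and sums over cells were used here. In the 3640 irradiated cells *Hes2* had 1 UMI and *Ankrd65* 10, while *Cdkn1a* had 5927. Of the 68 listed as higher that gained CPM, 3 gained no more than free oocyte RNA in the droplets would carry and 40 no more than 5 times that, with a median of 3.31 times where that amount was above 0. By this estimate, from oocyte markers and 1 library per condition, free RNA covers the whole gain of few of these genes. The 5 largest gains (*Cdkn1a*, *Ccng1*, *Exoc4*, *Dcxr* and *Mdm2*) made up 70.5% of the sum. The paper also states that irradiated and non-irradiated cells of both genotypes were distributed across all granulosa subclusters. Of the 8 subclusters here 1 of 129 cells held 126 irradiated wild-type cells, with a median of 2609 UMIs, and the paper sets apart 1 subcluster as low-quality.

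The paper names oocytes, erythroid and perivascular cells as those with the strongest apoptosis signature. Over the leading-edge genes alone, and not the complete set, the medians here were 0.62, 0.40 and 0.35, and 0.85 in epithelial-like and 0.74 in granulosa-like cells. It names granulosa and epithelial cells for TNFα signaling, where the leading-edge genes had 1.31 in oocyte-like, 0.85 in epithelial-like and 0.44 in granulosa-like cells.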

Other observations

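The tests of library effects on the ovary-RRGs, *Gm10076*, *Gm2044* and *Gm14226* and of a shallower library behind the low UMIs of oocyte-like cells were chosen after the result had been seen.

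For the bulk comparison of irradiated with non-irradiated wild-type ovaries chance can be excluded, as 1 of 100 splits of the libraries, the real one, gave 288 genes and the next highest gave 21. For *Chek2*-/- ovaries 4 of 100 splits gave at least 1 gene, but another split of the same libraries gave 128 genes. The real count of 1 fell to 0 without non-irradiated replicate 3 or irradiated replicate 4. Chance is therefore left open for this count. For the Hallmark lists in wild-type ovaries this count decides nothing, since all 12 lists, the most there can be, were called with the real split and 30 of 100 splits gave as many. The p53 list there had a median of 1.21 with 19 of 19 genes above 0, and 1.07 to 1.25 with each library left out. In *Chek2*-/- ovaries chance cannot be excluded for the Hallmark lists, as 79 of 100 splits gave as many, nor for the cell type lists, with 92 of 100 splits.

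The interferon-α list was higher in irradiated wild-type ovaries (median 0.54). For the genes of this list no single library carried the whole difference. With each library left out the median was 0.50 to 0.71 and the highest camera p was 5.36e-10, without irradiated replicate 6. Whether this holds beyond these genes cannot be told, because they were chosen on the same libraries. Which cells respond stays open as well.

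Among the cell type marker lists in bulk ovaries, 1 call was made by camera, for the 7 perivascular genes in *Chek2*-/- ovaries (median −0.42, adjusted p = 0.000159), where fry gave an adjusted p of 0.877. In wild-type ovaries the 9 oocyte markers had a median of −0.14 (camera adjusted p = 0.102) with 0 above 0, the 8 macrophage markers 0.25 (camera adjusted p = 0.201), and the medians of the other lists were −0.43 for erythroid, −0.11 for granulosa, −0.11 for perivascular, −0.05 for mast cell, −0.01 for dividing, 0.01 for fibroblast, 0.02 for endothelial, 0.07 for epithelial and 0.10 for pericyte genes.

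In single cells the subcluster of irradiated wild-type oocyte-like cells formed although the listed RRGs were kept out of the variable genes. This argues against clustering on the listed genes alone as its cause. Responsive genes on no list could still be among the variable genes, so the response itself stays open as its cause. Of its cells 100% came from that library. The ratio of the ovary-RRGs in wild-type oocyte-like cells (4.76) was at least 3.36 within subclusters of higher and of lower *Gdf9*, which argues against a difference in stage between the libraries. An effect of the library as the whole cause of the ratio is argued against, since the medians of 4 classes of the same libraries differed by 3.97, and the same genes rose in each of the 6 irradiated wild-type bulk libraries, by a median of 2.45 to 3.24. Whether the subcluster itself would form in another library was not tested, as 1 library stands for each condition.

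Irradiated wild-type oocyte-like cells had fewer UMIs, with 70 of 170 under 5000 against 17 of 196 without irradiation, 4 of 75 and 28 of 138 in *Chek2*-/- ovaries. A shallower library is argued against by the ratio of median UMIs in granulosa-like and fibroblast-like cells, which was at least 0.938. A larger share of oocytes of lower *Gdf9* is argued against as the whole cause, since the ratio was 0.0494 within these subclusters. Their median was 9409 UMIs in 147 irradiated and 190491 UMIs in 142 non-irradiated wild-type cells. Within subclusters of higher *Gdf9* the ratio was 1.3, from 23 and 54 cells. Smaller oocytes among those of lower *Gdf9* cannot be told apart from fewer UMIs per oocyte, because the data hold no oocyte size. Damaged cells with leaked cytoplasm would raise the mitochondrial share, which was 0.406 times that without irradiation. Granulosa-like cells of few UMIs in that library also had a low mitochondrial share, 2.33% against 9.97% in the others, and nuclei as their source are argued against by *Malat1* and *Neat1*, whose share was 0.921 times that of the other granulosa-like cells, although it was 3.13 times as high in the oocyte-like cells of few UMIs. A loss of RNA in oocytes after irradiation stays open as well and was not tested.

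Ovary-RRGs were also higher in irradiated wild-type granulosa-like and fibroblast-like cells. Free oocyte RNA in their droplets is argued against for *Cdkn1a*, *Ccng1* and *Bax*, whose gain was at least 285 times what the oocyte markers allow wherever that amount was above 0. For *Cbr2*, *Fermt1* and *Ankrd65* it is a candidate explanation of part of the gain, which was 0.727 to 3.76 times that amount.

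*Gm10076* was higher in the non-irradiated wild-type library than in the other 3 in all 4 classes examined, at 625 CPM in granulosa-like cells against 350, 251 and 148 CPM. Its log2 ratios differed between classes by 0.22. An effect of the library cannot be told apart from an even change with irradiation, because *Gm10076* was lower in irradiated *Chek2*-/- cells too. In all 4 classes it was below the non-irradiated *Chek2*-/- level, at 148 against 251 CPM in granulosa-like cells. For *Gm2044* and *Gm14226*, higher in non-irradiated wild-type oocyte-like cells, an effect of the whole library is argued against, since the ratios differed between classes by at least 1.92, and no other explanation was tested.

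Fibroblast markers were found in oocyte-like cells. Fibroblast RNA as the source of fibroblast genes that were higher in the non-irradiated wild-type cells is argued against, since all 8 markers were higher in irradiated cells, by a median of 0.46. The interferon-α list was higher in irradiated wild-type epithelial-like cells (median 1.34), and a change confined to the surface epithelium is argued against by a median of 0.94 in granulosa-like cells. In endothelial-like and macrophage-like cells the list was lower, by −0.25 and −0.54.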
